# Chromatin attachment to the nuclear matrix represses hypocotyl elongation in *Arabidopsis thaliana*

**DOI:** 10.1038/s41467-024-45577-5

**Published:** 2024-02-12

**Authors:** Linhao Xu, Shiwei Zheng, Katja Witzel, Eveline Van De Slijke, Alexandra Baekelandt, Evelien Mylle, Daniel Van Damme, Jinping Cheng, Geert De Jaeger, Dirk Inzé, Hua Jiang

**Keywords:** Plant molecular biology, Epigenomics, Plant cell biology

## Abstract

The nuclear matrix is a nuclear compartment that has diverse functions in chromatin regulation and transcription. However, how this structure influences epigenetic modifications and gene expression in plants is largely unknown. In this study, we show that a nuclear matrix binding protein, AHL22, together with the two transcriptional repressors FRS7 and FRS12, regulates hypocotyl elongation by suppressing the expression of a group of genes known as *SMALL AUXIN UP RNAs* (*SAURs*) in *Arabidopsis thaliana*. The transcriptional repression of *SAURs* depends on their attachment to the nuclear matrix. The AHL22 complex not only brings these SAURs, which contain matrix attachment regions (MARs), to the nuclear matrix, but it also recruits the histone deacetylase HDA15 to the *SAUR* loci. This leads to the removal of H3 acetylation at the *SAUR* loci and the suppression of hypocotyl elongation. Taken together, our results indicate that MAR-binding proteins act as a hub for chromatin and epigenetic regulators. Moreover, we present a mechanism by which nuclear matrix attachment to chromatin regulates histone modifications, transcription, and hypocotyl elongation.

## Abstract (web summary)

The role of the nuclear matrix in plant nuclei is unclear. Here the authors reveal that nuclear matrix-associated proteins act as a regulatory hub, recruiting both DNA and transcriptional repressors to the nuclear matrix

## Introduction

The nuclear matrix, initially identified through the biochemical isolation of a nuclear fraction in eukaryotic cells in the 1970s^1^, has been considered a crucial supporting scaffold for the organized compaction of genomic DNA. Despite its first discovery in mammals, the existence of the nuclear matrix in plants has been a subject of ongoing debate for decades^2^. The proposed structure of the nuclear matrix involves matrix attachment regions (MARs) on the chromatin and nuclear matrix binding proteins that attach to these MARs^3^. MARs are genomic elements that have been suggested to anchor chromatin to the nuclear matrix, contributing to the spatial organization of the genome. However, the functional relevance of the recruitment to the nuclear matrix, especially in plants, requires further exploration.

MARs are short DNA sequences in diverse eukaryotic nuclear genomes, including mammals and plants^4,5^. These DNA sequences are notable for their richness in AT sequences that likely narrow the minor DNA groove^6,7^. In mammals, MARs are essential for defining structural units of chromatin by binding to the nuclear matrix and organizing the chromatin into distinct loop domains^8–10^, leading to positive or negative transcriptional effects^5^. In Arabidopsis (*Arabidopsis thaliana*), a preference for transcription start sites (TSS), enrichment of poly (dA:dT) tracts, and increased expression of nearby genes are observed for MARs identified on chromosome 4 using a tilling array^11^. Furthermore, genes containing MARs are prone to pronounced spatiotemporal expression regulation in Arabidopsis^12^, suggesting the significant role of MAR attachment in transcriptional regulation. However, the distribution of MARs and their association with transcriptional outcomes in the entire genome, as well as the mechanisms by which nuclear matrix-associated proteins regulate transcription, remain unclear in Arabidopsis and other plants.

MAR-binding proteins recruit MARs to the nuclear matrix^3^. One group of MAR-binding proteins contains an AT-hook motif, which can specifically bind to the AT-rich DNA sequence typical of MARs^13,14^. They also interact with other proteins and RNA to form larger complexes, serving as functional domains involved in multiple cellular processes such as transcriptional regulation, chromosome packaging, and development^3,15^. In mammals, the AT-hook motif-containing protein SATB1 (SPECIAL AT-RICH SEQUENCE-BINDING PROTEIN 1) is one of the most studied MAR-binding proteins essential for transcriptional regulation, chromatin organization, and histone modifications^16–21^. In Arabidopsis, a group of AHL (AT-HOOK MOTIF CONTAINING NUCLEAR-LOCALIZED) proteins has been shown to bind to nuclear matrix regions^22–24^. These AHLs are involved in many aspects of plant development, including hypocotyl elongation^25^. Higher-order mutants for various *AHL*s and the dominant-negative mutant allele of *AHL29*, *sob3-6* (*suppressor of phyB4 #3-6*), show a longer hypocotyl than wild type plants^25,26^, potentially by suppressing the expression of auxin-related genes, such as *YUCCA8* (*YUC8*) and the *SMALL AUXIN UP-REGULATED RNA19* (*SAUR19*) subfamily^27^. The expression of *SAUR19* subfamily genes can also be affected by signaling from the steroid phytohormone brassinosteroid (BR), indicative for crosstalk between different signaling pathways involved in AHL-dependent hypocotyl regulation^28^. Additionally, overexpression of another AHL protein, AHLL22, inhibits hypocotyl elongation and delays the flowering time by influencing histone modification in Arabidopsis^29^, suggesting that AHL22 is a potential interesting candidate to explore the function of MAR attachment. While it is known that phytohormone signaling pathways act downstream of AHLs in hypocotyl growth, a direct connection between MAR attachment to the nuclear matrix and gene expression, and how MAR attachment might influence gene expression are still largely unknown.

In this study, we used AHL22 as the target to explore how the AHL protein regulate gene expression and nuclear matrix attachment. We showed that AHL22 interacts with the transcriptional repressors FRS7 (FAR1-RELATED SEQUENCE 7) and FRS12 in the Arabidopsis nuclear matrix. AHL22, FRS7, and FRS12 cooperatively suppressed hypocotyl elongation by regulating, among others, *SAUR* expression levels. In line with the proposed function of MAR-binding proteins, AHL22, FRS7, and FRS12 were involved in MAR attachment, including the MARs present in or nearby multiple *SAUR* loci. While Arabidopsis MARs preferentially mapped to highly expressed genes, we also identified several examples in lowly expressed genes, indicating that MAR-binding proteins function in both activation and repression of gene expression. Furthermore, the AHL22 complex recruited the histone deacetylase HDA15 at *SAUR* loci, leading to the silencing of *SAUR* genes and suppression of hypocotyl elongation. Taken together, our results reveal a novel mechanism by which nuclear matrix attachment of chromatin regulates histone modifications, transcription, and hypocotyl elongation.

## Results

### AHL22 interacts with FRS7 and FRS12 at the nuclear matrix

To understand how AHL22 regulates chromatin status, we identified interacting proteins using a tandem affinity purification (TAP) tagging strategy in an Arabidopsis PSB-D cell culture^30^. Among the proteins reproducibly identified in both replicates as interactors for AHL22, we noticed multiple AHLs, including AHL27 (also named ESCAROLA [ESC]) and AHL29 (also named SOB3) (Table 1, *SI Appendix*, Supplementary Data 1)^25^. In addition, we also identified the transcriptional repressor FRS12^31^ (Table 1, *SI Appendix*, Supplementary Data 1). FRS12, together with its paralog FRS7, regulates flowering time and hypocotyl growth by repressing the expression of their target genes^31^, similar to the known function of other AHL proteins in transcriptional silencing^27,28^. Therefore, we selected FRS7 and FRS12 for further analysis. To confirm the interaction between AHL22 and FRS7/12, we performed bimolecular fluorescence complementation (BiFC) assays. We detected an interaction between AHL22 and FRS7 or FRS12, as evidenced by the strong fluorescence signals from reconstituted nuclear yellow fluorescent protein (YFP) during the BiFc assay in tobacco (Fig. 1a). Förster resonance energy transfer measured by Fluorescence Lifetime Imaging Microscopy (FRET-FLIM) experiments further confirmed the interactions of AHL22-FRS7 and AHL22-FRS12 *in planta* (Fig. 1b, c). Finally, in a co-immunoprecipitation (Co-IP) assay, AHL22 was found to co-purify with FRS7 and FRS12, further demonstrating the in vivo interaction between AHL22 and FRS7/12 (Fig. 1d, e). Taken together, the above findings support the conclusion that AHL22 interacts with FRS7 and FRS12.

**Table 1:** Tandem affinity purification-Mass spectrometric analysis of AHL22

Protein	Annotation	% coverage (rep 1)	No. of protein sequences (rep 1)	Protein Score (rep 1)	% coverage (rep 2)	No. of protein sequences (rep 2)	Protein Score (rep 2)
AHL22	AT2G45430	12	3	241	21.5	5	298
AHL15	AT3G55560	49	10	934	52.3	11	1223
AHL17	AT5G49700	44.2	6	476	20.7	4	331
AHL13	AT4G17950	18.7	5	358	21.2	5	305
AHL19	AT3G04570	25.1	4	306	21	4	255
SPFH	AT5G51570	27.7	5	231	19.5	4	273
AHL27	AT1G20900	19.6	3	221	19.6	3	197
AHL3	AT4G25320	15.3	4	215	16.3	4	297
AHL1	AT4G12080	29.2	4	199	39.3	8	425
AHL4	AT5G51590	14.8	3	121	6.9	2	90
HTA7	AT5G27670	34.7	2	119	42.7	3	151
FRS12	AT5G18960	9.1	3	98	4.9	2	78
VRN1	AT3G18990	8.8	3	93	8.5	2	113
AHL29	AT1G76500	10.6	2	88	20.5	4	147

**Fig. 1:**
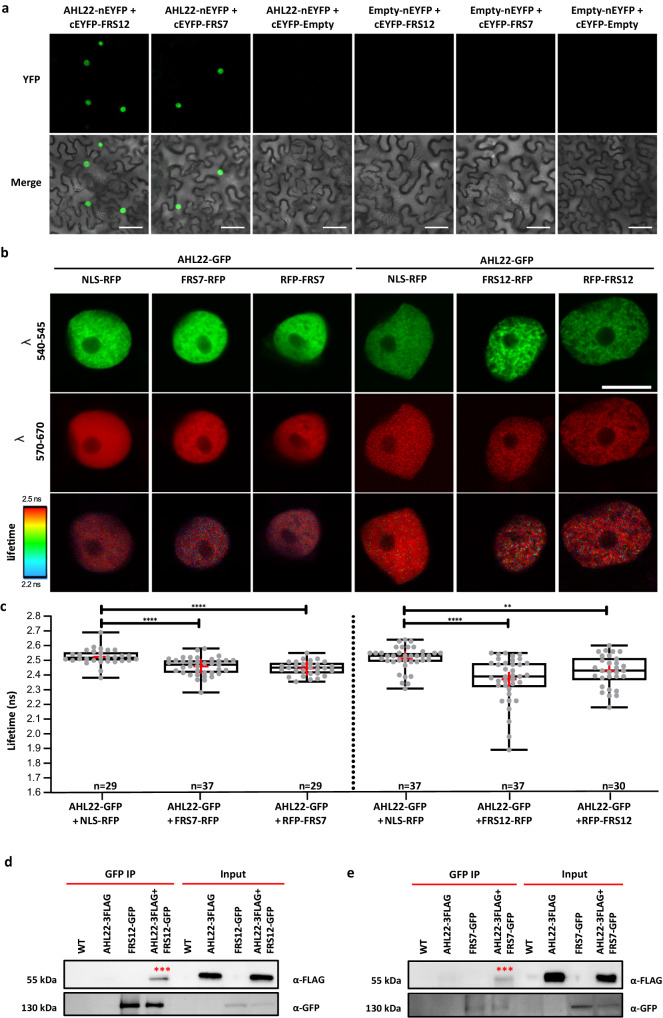
AHL22 interacts with FRS7 and FRS12. **a** Bimolecular fluorescence complementation (BiFC) analysis of AHL22 and FRS7 or FRS12 interaction *in planta*. AHL22 and FRS7 or FRS12 fused with pSITE-nEYFP-N1 and pSITE-cEYFP-C1 vectors, respectively, were cotransformed into *N. benthamiana*. *n* = 3 independent experiments. Scale bar = 50 μm. **b** FRET-FLIM analysis of AHL22 and FRS7 or FRS12 interaction *in planta*. From top to bottom, representative images of nuclei, expresseing various GFP and/or RFP fused proteins in epidermal *N. benthamiana* cells, captured between wavelengths 540-545 nm and between 570-670 nm as well as the corresponding donor fluorescence lifetime calibrated to the adjacent color bar. The respective construct combinations are indicated. Scale bar = 10 um. **c** GFP donor fluorescence lifetime quantifications of the indicated construct combinations presented in a min to max box and whiskers plot showing the median (line in the middle of the box), mean (+ in the box), min and max (whiskers), individual points (gray circle) (*n* > =18). Statistical significance was calculated using a Welch’s Anova test combined with Dunnett’s T3 multiple comparisons test. P-values are represented as ****(*p* < 0.0001), ***(*p* < 0.001), **(*p* < 0.01). The experiment was performed in two independent infiltrations and the exact number of measurements is indicated per construct combination. **d**, **e** Co-immunoprecipitation assays showing interactions between AHL22 and FRS12 or FRS7. AHL22-3FLAG and FRS12-GFP or FRS7-GFP were expressed in *N. benthamiana*. WT, empty leaves. IP, immunoprecipitation. Asterisks indicate targeted proteins. *n* = 1 independent experiment.

As AHLs have been proposed to be MAR-binding proteins^22–24,32^, we hypothesized that AHL22 might interact with FRS7 and FRS12 at the nuclear matrix. To test this hypothesis, we isolated the Arabidopsis nuclear matrix fraction, in which other type of nuclear-localized proteins are removed by high concentration salt solution (Supplementary Fig. 1)^33^. We identified constituent of MAR proteins by liquid chromatography-mass spectrometry (LC-MS) (Fig. 2a, *SI Appendix*, Supplementary Data 2). We thereby identified 1059 nuclear matrix proteins, including the conserved nuclear matrix proteins SUN (Sad1/UNC-84) proteins AtSUN1 and AtSUN2^34,35^ (Fig. 2b). Moreover, we detected several proteins related to chromatin and transcription (*SI Appendix*, Supplementary Data 2), supporting a tight association between the nuclear matrix and gene expression. Satisfyingly, we also detected multiple AHL and FRS proteins among the nuclear matrix proteins (Fig. 2b). AHL22, FRS7 and FRS12 were all among the list of proteins identified (Fig. 2b). Hence, we conclude that FRS7 and FRS12 are likely nuclear matrix proteins that can interact with AHL22 at the nuclear matrix.

**Fig. 2:**
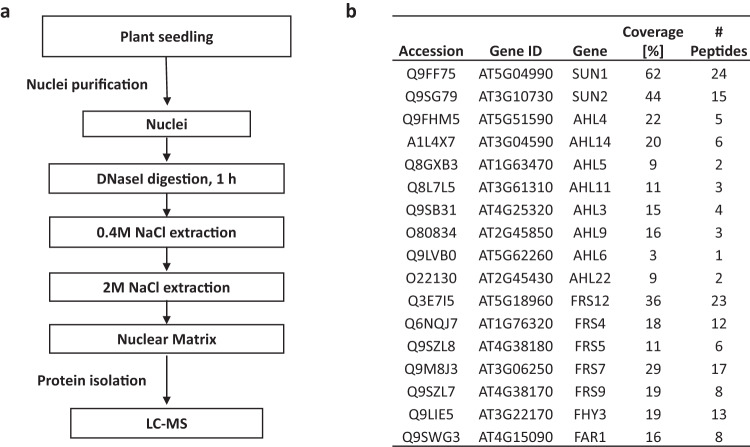
Composition of the nuclear matrix-associated proteins. **a** Flow diagram representing isolation of nuclear matrix-associated proteins. **b** Identified AHL and FRS-related proteins from the LC-MS analysis, based on three biological experiments, and each experiment includes two technical replicates.

### AHL22 cooperates with FRS7 and FRS12 to repress hypocotyl elongation

FRS7, FRS12, and other AHL proteins participate in the regulation of hypocotyl elongation^25–28,31^, prompting us to ask if they did so cooperatively. We therefore generated an *ahl22 frs7 frs12* triple mutant. The triple mutant showed a significantly longer hypocotyl than the wild-type Col-0 (WT), the *ahl22* single mutant, or the *frs7 fr12* double mutant under LD conditions (16 h 22 μmol·m^−2^·s^−1^ continuous white light, 8 h dark) (*p-*value < 0.01, Fig. 3a, b). In agreement with previous results^27,28^, the dominant-negative mutant allele of *AHL29*, *sob3-6*, presented significantly elongated hypocotyl under the same conditions (*p-*value < 0.01, Supplementary Fig. 2a, b). In contrast to the *ahl22 frs7 frs12* triple mutant, transgenic lines individually overexpressing *AHL22*, *FRS7*, or *FRS12* all exhibited significantly shorter hypocotyls than in Col-0 (*p-*value < 0.01, Supplementary Fig. 2c, d). These results indicated that AHL22, FRS7, and FRS12 are likely to coordinately repress hypocotyl elongation.

**Fig. 3:**
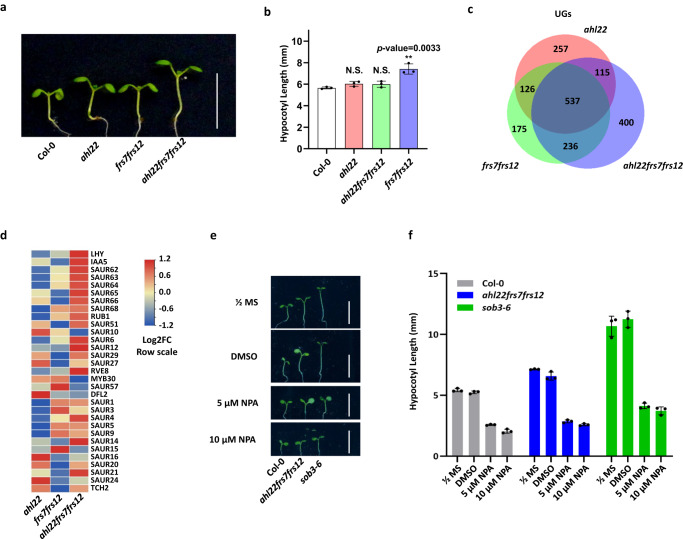
AHL22 and FRS7/FRS12 co-repress hypocotyl growth. **a** The hypocotyl phenotype of indicated lines grown vertically under LD conditions (16 h at 23 °C under 22 μmol·m^−2^·s^−1^ continuous white light, 8 h at 23 °C dark) for 5 days. Scale bar= 1 cm. **b** Hypocotyl lengths of indicated lines grown under LD conditions (16 h at 23 °C under 22 μmol·m^−2^·s^−1^ continuous white light, 8 h at 23 °C dark) for 5 days. The average length of three independent measurements ± standard deviations are shown. Each measurement with *n* = 30 plants. **c** Venn diagrams showing overlap of upregulated genes (UGs) in *ahl22*, *frs7 frs12 and ahl22 frs7 frs12* compared with Col-0. **d** Heat map showing the relative mRNA expression levels of genes responsive to auxin in *ahl22*, *frs7 frs12 and ahl22 frs7 frs12* Log2FC row scale was used. **e** The hypocotyl phenotype of indicated lines grown vertically under LD conditions (16 h at 23 °C under 22 μmol·m^−2^·s^−1^ continuous white light, 8 h at 23 °C dark) for 5 days. Scale bar= 1 cm. **f** Hypocotyl lengths of indicated lines grown under LD conditions (16 h at 23 °C under 22 μmol·m^−2^·s^−1^ continuous white light, 8 h at 23 °C dark) for 5 days. Naphthylphthalamic acid (NPA) is a key inhibitor of auxin transportation in plants. DMSO is the solvent for the NPA and included as a control. Average length of three independent measurements ± standard deviations are shown. Each measurement with *n* = 30 plants. Unpaired two-tailed Student’s t-test was used to determine significance. N.S. *p value* > 0.05, *p value ≤  0.05, **p value  ≤  0.01, ***p value ≤ = 0.001, ****p value ≤ = 0.0001.

Given that AHL22, FRS7, and FRS12 are all transcriptional regulators^27,31^, we explored how they might control hypocotyl elongation via regulating gene expression. To this end, we generated transcriptome profiles for Col-0, *ahl22*, *frs7 frs12*, and *ahl22 frs7 frs12* seedlings. 

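RNA-seq was performed on whole 5-day-old seedlings of Col-0, the wild-type accession, and of the 3 mutants, with 2 libraries per mutant. The seedlings grew under cycles of 16 h light and 8 h dark. The paper gives a temperature of 23 °C, plates of MS medium and 5 days of cold treatment of the seeds, whereas the sample labels give 22 °C, soil and 2 days. The paper names a VAHTS kit for the libraries and the labels name a NEBNext kit. The authors mapped the paired-end reads to TAIR10 with HISAT2, counted them per gene with Subread, and deposited 1 table of raw counts of 27416 genes for each mutant. Each table holds 2 libraries of the mutant and 2 of Col-0. The *ahl22* and *frs7 frs12* tables hold the same Col-0 libraries (hereafter the shared Col-0 pair), with 14403139 and 12771163 counts. The *ahl22 frs7 frs12* table holds a pair of different Col-0 libraries without replicate numbers, with 14021153 and 14973353 counts. The *ahl22* libraries had 12992078 and 14299555 counts, the *frs7 frs12* libraries 13122291 and 17236705, and the *ahl22 frs7 frs12* libraries 13795451 and 12537767.
The mutated genes were examined first, as CPM (counts scaled by library size) after TMM normalization of all libraries together. *AHL22* (AT2G45430; chromosome 2 of TAIR10.1, 18727504 to 18729272) had 17.7 ± 1.22 CPM (SD, n = 2) in the shared Col-0 pair and 0.954 ± 0.156 (SD, n = 2) in *ahl22*. Its log2 fold change was -4.18 (standard error 0.245, adjusted p = 2.48e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -1.62 against the other Col-0 pair. The Col-0 pair of the *ahl22 frs7 frs12* table had 2.99 ± 0.0046 CPM of *AHL22*, less than the shared Col-0 pair. Against that pair, *AHL22* in *ahl22 frs7 frs12* (1.32 ± 0.485 CPM) had a log2 fold change of -1.21, which did not pass the threshold (standard error 0.431, adjusted p = 0.126 in edgeR's test), and against the shared Col-0 pair one of -3.75. *AHL22* was also low in *frs7 frs12*, at 1.60 ± 0.216 CPM, a log2 fold change of -3.47 against the shared Col-0 pair (adjusted p = 9.47e-10 in edgeR's test). The other Col-0 pair was higher than *frs7 frs12* by 0.91, which did not pass the threshold (adjusted p = 0.0685 in edgeR's test). Replicates of *frs7 frs12* and *ahl22 frs7 frs12* overlapped in *AHL22*, so differences between these mutants cannot be assigned to its transcript level. In *hda15-1*, a mutant of another gene described below, *AHL22* had 13.9 ± 2.72 CPM. It was thus high in the shared Col-0 pair and *hda15-1*, and low in the other Col-0 pair, *ahl22*, *frs7 frs12* and *ahl22 frs7 frs12*. The log2 fold changes of -4.18 and -3.47 can therefore partly reflect a difference between these sets of libraries. The cause of the low *AHL22* in *frs7 frs12* was not tested. *FRS12* (AT5G18960; chromosome 5, 6330297 to 6333650) had 32.0 ± 3.19 CPM in the shared Col-0 pair and 37.4 ± 0.700 in the other Col-0 pair, against 4.11 ± 0.0978 in *frs7 frs12* and 3.71 ± 0.157 in *ahl22 frs7 frs12*. Its log2 fold changes were -2.95 in *frs7 frs12* (standard error 0.166) and -3.35 in *ahl22 frs7 frs12* (standard error 0.158), and with the Col-0 pairs exchanged -3.18 and -3.11. The gene AT5G18970 overlaps *FRS12* on the opposite strand, so reads of the 2 genes may not be separated. *FRS7* (AT3G06250; chromosome 3, 1888834 to 1892830) fell less. It had 14.4 ± 0.932 CPM in the shared Col-0 pair and 10.3 ± 1.49 in *frs7 frs12* (log2 fold change -0.49, adjusted p = 0.0196 in edgeR's test), and 16.2 ± 3.20 CPM in the other Col-0 pair and 9.28 ± 1.78 in *ahl22 frs7 frs12* (log2 fold change -0.82, adjusted p = 0.0226 in edgeR's test). With the Col-0 pairs exchanged, the log2 fold changes of *FRS7* were -0.66 and -0.63.
Pearson correlations of log2(CPM + 1) across genes, which are not independent replicates, were 0.993 to 0.996 between replicates of a group. The shared Col-0 pair correlated with the libraries of the 3 mutants at 0.957 to 0.962. The Col-0 pair of the *ahl22 frs7 frs12* table correlated with the same mutant libraries at 0.988 to 0.993, and with the shared Col-0 pair at 0.961 to 0.967. Because the 2 Col-0 pairs differed by more than replicates did, values against both pairs are given for the main comparisons with Col-0.

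**Figure D1:**
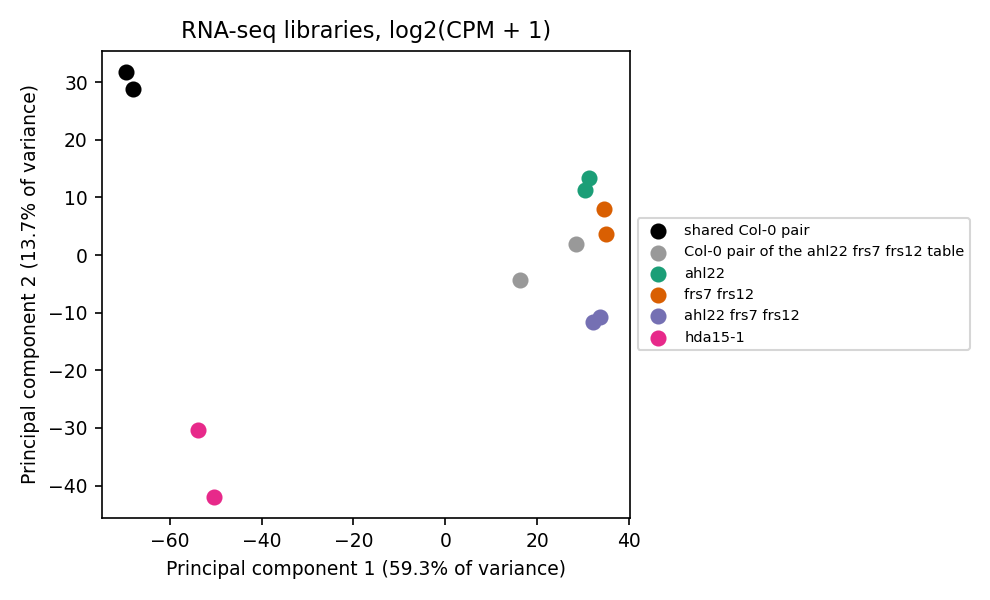
Principal components of log2(CPM + 1) over the 12 RNA-seq libraries, including those of *hda15-1*; each point is a library and colours mark the groups. The first component (59.3% of the variance) separates the shared Col-0 pair and *hda15-1* from the other Col-0 pair, *ahl22*, *frs7 frs12* and *ahl22 frs7 frs12*, and the second holds 13.7%.

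Each mutant was compared with the Col-0 pair of its own table. Genes with too few counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and a gene was called a DEG at an adjusted p below 0.05 with a log2 fold change above 1 (upregulated gene, UG) or below -1 (downregulated gene, DG). These choices were made before the data were examined. The comparison with the other Col-0 pair was added after the difference between the pairs had been seen.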

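Against the shared Col-0 pair, *ahl22* had 1355 UGs and 2142 DGs among 19173 tested genes, 3497 DEGs in all. In *frs7 frs12*, 1375 UGs and 2231 DGs were found among 19144 genes, 3606 DEGs in all. Against the Col-0 pair of its own table, *ahl22 frs7 frs12* had 102 UGs and 168 DGs among 18602 genes, 270 DEGs in all. With the Col-0 pairs exchanged, *ahl22* had 142 DEGs (69 UGs and 73 DGs), *frs7 frs12* had 325 (122 UGs and 203 DGs), and *ahl22 frs7 frs12* had 3892 (1562 UGs and 2330 DGs). Of the 3497 DEGs in *ahl22* against the shared Col-0 pair, 71 (2.03%) were also called in the same direction against the other pair. For *frs7 frs12* these were 206 of 3606 (5.71%), and for *ahl22 frs7 frs12* 187 of 3892 (4.80%). Between the 2 Col-0 pairs themselves, 3177 of 19214 genes passed the same thresholds, 1271 of them higher and 1906 lower in the pair of the *ahl22 frs7 frs12* table. Of the DEGs in *ahl22* against the shared Col-0 pair, 2405 (68.8%) were among these genes with the same direction. Of the alternatives set before the data were examined, a single fit of all 12 libraries with Col-0 as 1 group of 4 libraries moved the counts of *ahl22* and *frs7 frs12* most, to 15 UGs and 14 DGs and to 61 UGs and 121 DGs. Those of *ahl22 frs7 frs12* moved most with glmTreat, which asks for a change beyond 2-fold, to 16 UGs and 32 DGs.

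**Figure D2:**
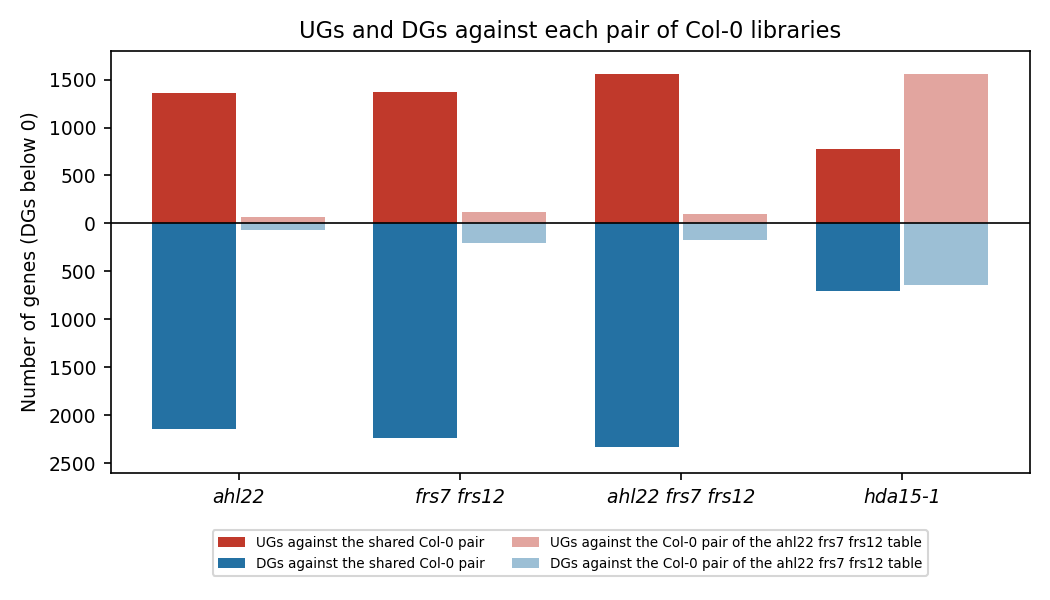
Number of UGs (above 0) and DGs (below 0) of each mutant against each pair of Col-0 libraries, with *hda15-1* included. Dark bars are counts against the shared Col-0 pair and light bars counts against the Col-0 pair of the *ahl22 frs7 frs12* table, such as 3892 and 270 DEGs in *ahl22 frs7 frs12*.

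Among the DEGs with the largest changes in *ahl22* was *DREB1A* (AT4G25480; chromosome 4, 13018010 to 13019400), at 0.337 ± 0.131 CPM (SD, n = 2) in the shared Col-0 pair and 11.5 ± 0.277 in *ahl22*. Its log2 fold change was 5.03 (standard error 0.345, adjusted p = 2.65e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.70 against the other Col-0 pair. AT4G16940 (chromosome 4, 9531373 to 9537918) had a log2 fold change of 3.80 (standard error 0.154), and 3.78 against the other pair. It has 2 near-identical copies, 1 of them *RPP4*, whose reads may be counted on it. *CRU3* and *SESA2*, which encode seed storage proteins, had no counts in *ahl22* and were at least 128-fold and at least 33.2-fold lower than in the shared Col-0 pair. They had 27.0 and 7.00 CPM in that pair, but 2.96 and 0.837 in the other Col-0 pair, against which both were also DGs. In *frs7 frs12*, AT2G04380 and AT3G18535 had no counts and were at least 183-fold and at least 174-fold lower, and AT2G05915 was at least 488-fold higher. AT2G04380 had 41.9 CPM in the shared Col-0 pair and 25.6 in the other, AT3G18535 39.7 and 13.9, and AT2G05915 0.0816 and 0.309, and all 3 were also called against the other pair. AT2G07981 was at least 33.6-fold higher, but was not called against the other Col-0 pair (adjusted p = 0.0806 in edgeR's test). Its bound uses the mean of unequal *frs7 frs12* libraries, with 3.81 and 12.7 CPM, and the lower library alone would give a smaller bound. All 4 of these genes have a near-identical sequence elsewhere in the genome or overlap another gene. In *ahl22 frs7 frs12*, AT2G04380 had 30.6 ± 1.63 CPM, AT2G05915 0.0789 ± 0.0057 CPM and AT2G07981 no counts. Their changes in *frs7 frs12* were thus not seen in the other mutant that carries *frs7* and *frs12*. AT3G18535 had no counts in *ahl22 frs7 frs12* either, where it was at least 56.0-fold lower, and AT3G21950 was at least 24.1-fold lower. AT3G25719 was at least 30.8-fold higher in *ahl22 frs7 frs12*, and AT5G55570, which overlaps AT5G55580, had a log2 fold change of 3.94 (standard error 0.353, adjusted p = 1.22e-05 in edgeR's test). These 4 genes were also called, in the same direction, against the shared Col-0 pair.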

We identified 3155, 3108, and 3517 differentially expressed genes (DEGs, Log_2_FC > 1 or Log_2_FC < –1, with a false discovery rate [FDR] <0.05) in *ahl22*, *frs7 frs12*, and *ahl22 frs7 frs12*, respectively, compared with Col-0 (Supplementary Data 3). We detected substantial overlaps between the DEGs of *ahl22*, *frs7 frs12*, and *ahl22 frs7 frs1*2 plants (Fig. 3c, and Supplementary Fig. 3a). 

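With each mutant against the Col-0 pair of its own table, *ahl22* and *frs7 frs12* shared 860 UGs and 1743 DGs, where 89.0 and 252 were expected by chance among 18978 genes (odds ratios 76.7 and 146 in Fisher's exact test, two-sided). The *ahl22* and *ahl22 frs7 frs12* mutants shared 22 UGs (6.05 expected, odds ratio 4.63) and 53 DGs (14.3 expected, odds ratio 5.10). The *frs7 frs12* and *ahl22 frs7 frs12* mutants shared 46 UGs (6.96 expected, odds ratio 12.3) and 101 DGs (15.0 expected, odds ratio 16.7). All 3 mutants shared 20 UGs and 53 DGs. With every mutant against the shared Col-0 pair, *ahl22* and *ahl22 frs7 frs12* shared 840 UGs and 1712 DGs, *frs7 frs12* and *ahl22 frs7 frs12* shared 971 UGs and 1857 DGs, and all 3 shared 694 UGs and 1576 DGs. With every mutant against the Col-0 pair of the *ahl22 frs7 frs12* table, *ahl22* and *frs7 frs12* shared 22 UGs (0.352 expected, odds ratio 119) and 31 DGs (0.798 expected, odds ratio 78.4). In that setting, *ahl22* and *ahl22 frs7 frs12* shared 5 UGs and 20 DGs (odds ratios 19.2 and 47.4). There, *frs7 frs12* and *ahl22 frs7 frs12* shared 50 UGs and 93 DGs (odds ratios 346 and 206), and all 3 shared 3 UGs and 18 DGs.
Comparisons with the same control libraries share the deviations of those libraries. In 10 simulated draws of unchanged groups against the shared Col-0 pair, each group had a median of 0 DEGs, so that an overlap could hardly arise, but the log2 fold changes of 2 such groups correlated across genes, on average at 0.514 for the *ahl22* and *frs7 frs12* sizes. The observed correlation of log2 fold changes between *ahl22* and *frs7 frs12* was 0.881, and 0.811 and 0.809 with a different library of the pair as control for each mutant. Against the Col-0 pair of the *ahl22 frs7 frs12* table it was 0.498, against 0.508 in the simulated draws, and 0.0984 and 0.189 with unshared controls. The log2 fold changes of *frs7 frs12* and *ahl22 frs7 frs12* against the Col-0 pair of the *ahl22 frs7 frs12* table correlated at 0.652, and at 0.377 and 0.320 with unshared controls.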

Notably, the down-regulated genes (DGs) and up-regulated genes (UGs) in *ahl22*, *frs7 frs12*, and *ahl22 frs7 frs12* were enriched in similar pathways, such as “response to auxin” and “cytoplasmic translation” for UGs, and “hydrogen peroxide catabolic process” and “response to oxidative stress” for DGs (Supplementary Fig. 3b, c). 

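These pathways were examined through gene families taken from the TAIR10.1 annotation. The SAUR family, whose members respond to auxin, has 80 genes, the class III peroxidases 73, and the cytosolic ribosomal proteins 108. Each was tested as a set with camera at a preset inter-gene correlation of 0.01, adjusted over 9 sets. Of 56 SAUR genes tested in *ahl22* against the shared Col-0 pair, 44 were higher, with 25 UGs, 4 DGs and a median log2 fold change of 0.99 (adjusted p = 3.23e-06 from camera). In *frs7 frs12*, 46 of 58 were higher, with 24 UGs and 3 DGs (median 0.84, adjusted p = 1.45e-05 from camera). In *ahl22 frs7 frs12* against the Col-0 pair of its own table, 20 of 57 were higher, with 0 UGs and 0 DGs (median -0.089, adjusted p = 0.375 from camera); at an unadjusted p under 0.05, 4 were higher and 6 lower. Against the other Col-0 pair, the medians were -0.12 in *ahl22*, -0.12 in *frs7 frs12* and 1.03 in *ahl22 frs7 frs12*.
Of 94 ribosomal protein genes, 81 were higher in *ahl22* (median log2 fold change 0.52, 14 UGs, adjusted p = 1.13e-12 from camera), 79 in *frs7 frs12* (median 0.54, 23 UGs) and 73 in *ahl22 frs7 frs12* (median 0.12, 0 UGs and 1 DG, adjusted p = 0.00149 from camera). Against the other Col-0 pair, their medians were -0.15 in *ahl22*, -0.061 in *frs7 frs12* and 0.75 in *ahl22 frs7 frs12*. Of 53 peroxidase genes, 8 were higher in *ahl22*, with 35 DGs (median -2.43, adjusted p = 2.64e-22 from camera), and 11 in *frs7 frs12*, with 31 DGs (median -1.71). In *ahl22 frs7 frs12*, 16 of 42 were higher, with 1 UG and 2 DGs (median -0.12, adjusted p = 0.25 from camera). Their medians against the other Col-0 pair were -0.23 in *ahl22*, -0.13 in *frs7 frs12* and -1.66 in *ahl22 frs7 frs12*. With fry in place of camera, the calls for all 3 families were kept in *ahl22* and *frs7 frs12*, and the call for the ribosomal proteins in *ahl22 frs7 frs12* was lost. With the correlation estimated from the data, none of these calls was kept, with adjusted p of 0.0593 to 0.148 in *ahl22* and *frs7 frs12*.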

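The levels of 31 genes, shown in Fig. 3d, were compared between the mutants in a fit of *ahl22*, *frs7 frs12*, *ahl22 frs7 frs12* and the 4 Col-0 libraries, namely *LHY*, *IAA5*, *SAUR62*, *SAUR63*, *SAUR64*, *SAUR65*, *SAUR66*, *SAUR68*, *RUB1*, *SAUR51*, *SAUR10*, *SAUR6*, *SAUR12*, *SAUR29*, *SAUR27*, *RVE8*, *MYB30*, *SAUR57*, *DFL2*, *SAUR1*, *SAUR3*, *SAUR4*, *SAUR5*, *SAUR9*, *SAUR14*, *SAUR15*, *SAUR16*, *SAUR20*, *SAUR21*, *SAUR24* and *TCH2*. Of these genes, 20 had a higher fitted level in *ahl22 frs7 frs12* than in *ahl22* (median log2 fold change 0.24) and 22 a higher level than in *frs7 frs12* (median 0.18). This fit holds the 4 Col-0 libraries as 1 group, so its spread includes the difference between the 2 Col-0 pairs. A lack of calls in it therefore does not show equal levels in the mutants. In this fit, no difference passed an adjusted p of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all 19685 genes or adjusted over the list alone. The study chose the list on these samples, so the latter is not independent evidence. At an unadjusted p under 0.05, 2 genes were higher in *ahl22 frs7 frs12* than in *ahl22*, and 0 than in *frs7 frs12*. The replicate block, set before the data were examined, leaves out the Col-0 pair of the *ahl22 frs7 frs12* table. With it, 9 of the 31 genes were higher and 3 lower in *ahl22 frs7 frs12* than in *ahl22* at an adjusted p below 0.05 over all genes (12 and 4 adjusted over the list alone). Against *frs7 frs12*, 5 were higher and 1 lower with either adjustment. With the 2 Col-0 pairs as separate groups, a choice made after the data were seen, 6 of the 31 genes were higher and 3 lower in *ahl22 frs7 frs12* than in *ahl22* (8 and 4 adjusted over the list alone). Against *frs7 frs12* in that fit, 4 were higher and 0 lower (4 and 1 adjusted over the list alone), and 8 were higher and 2 lower at an unadjusted p under 0.05. Over all genes in the first fit, *ahl22 frs7 frs12* differed from *ahl22* by 20 UGs and 50 DGs, and from *frs7 frs12* by 9 UGs and 11 DGs. With the replicate block, these were 200 UGs and 291 DGs, and 100 UGs and 123 DGs. The fit with separate Col-0 pairs gave 159 UGs and 292 DGs, and 72 UGs and 103 DGs.
Against the shared Col-0 pair, 30 of 30 tested genes of the list were higher in *ahl22*, 25 of them UGs (median log2 fold change 1.37), and 31 of 31 in *frs7 frs12*, 25 of them UGs (median 1.35). All 31 were UGs in *ahl22 frs7 frs12* against the shared Col-0 pair (median 1.58). Of the 30 genes tested in all 3 comparisons with the shared Col-0 pair, 17 had the largest log2 fold change in *ahl22 frs7 frs12*, 7 in *ahl22* and 6 in *frs7 frs12*. Against the Col-0 pair of its own table, 13 of the 31 genes were higher in *ahl22 frs7 frs12*, with 0 UGs (median -0.036); 5 were higher and 2 lower at an unadjusted p under 0.05, and 1 was lower at an adjusted p below 0.05, over all genes and adjusted over the list alone. Against that Col-0 pair, 10 of the 31 genes were higher in *ahl22* and 10 in *frs7 frs12*, with 0 UGs and 1 DG in each. At an unadjusted p under 0.05, 2 were higher and 7 lower in *ahl22*, and 6 higher and 10 lower in *frs7 frs12*; at an adjusted p below 0.05 over all genes, 1 was higher and 4 lower in *ahl22*, and 0 higher and 4 lower in *frs7 frs12*. Of the list, *SAUR63* and *SAUR68* are near-identical to each other, and *SAUR62*, *SAUR6*, *DFL2* and *TCH2* have a near-identical sequence in another gene, so the counting could split their reads.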

Among the DEGs, genes responsive to auxin, such as *SAURs*, showed higher expression levels in *ahl22 frs7 frs12* than in *ahl22* or *frs7 frs12* seedlings (Fig. 3d), consistent with the notion that AHL27 and AHL29 suppress hypocotyl elongation by repressing genes related to auxin signaling pathways^27,28,36^. In line with higher expression of *SAURs* in *ahl22 frs7 frs12*, we found that inhibiting auxin transportation by Naphthylphthalamic acid (NPA) could substantially suppress the long hypocotyl phenotype in *ahl22 frs7 frs12* (Fig. 3e, f), suggesting that AHL22 and FRS7/12 indeed suppress hypocotyl elongation by repressing the auxin pathway.

To further determine the direct function of AHL and FRS proteins in gene expression, especially auxin-related genes, we explored the binding site of the above proteins. We were failed to identify peaks from the ChIP-seq experiment of AHL22-GFP. However, we found an available ChIP-seq dataset of AHL29/SOB3 in a previous publication^37^. AHL29/SOB3 is co-precipitated with AHL22 in the IP-MS experiment (Table 1) and together regulate hypoctyl elongation with AHL22^25^. Therefore, we used the published dataset of AHL29/SOB3 ChIP-seq^37^ as the representative binding site of the AHL proteins in hypocotyl regulation, along with the published dataset of FRS12^31^. Consistent with the function of SOB3 and FRS12 as transcription factors, their genome-wide distribution shared a similar pattern, with a preference for promoter-TSS regions (around 50% of all peaks) (Supplementary Fig. 4a). We compared 7,427 SOB3-bound genes^37^ to 4,624 FRS12-bound genes^31^, of which about 2,000 genes were shared (*p-*value = 6.4e^–294^; Supplementary Fig. 4b, Supplementary Data 4). These ~2000 genes were enriched in phytohormone pathways, including “response to auxin” and “auxin-activated signaling pathway” (Supplementary Fig. 4c), supporting the idea that AHLs and FRS7/12 proteins function as a complex to directly regulate a similar set of downstream target genes in hypocotyl elongation.

### MARs are preferentially associated with active epigenetic marks and highly expressed genes

As AHL22, FRS7, and FRS12 are likely nuclear matrix-associated proteins, we hypothesized that they might regulate transcription by recruiting chromatin to the nuclear matrix. To test this hypothesis, we first identified all genomic regions attached to the nuclear matrix by extracting the nuclear matrix and any bound DNA, followed by sequencing, called MAR-seq that was used in mammalian research, including DNA digestion with DNaseI and removal of other proteins by high salt solution (Supplementary Fig. 5a)^38,39^. To exclude the possibility of DNaseI digestion resulting in false positive MAR peaks, we initially compared the peaks obtained from DNaseI-digested DNA with the peaks observed after washing the digested DNA with a high salt solution (Supplementary Fig. 5a). We discovered that the occurrence of MAR peaks distinctly differs from the peaks observed in DNaseI-digested chromatin (Fig. 4a). Therefore, these results confirmed that the peaks in MAR-seq is not due to the preference of DNAseI at chromatin. We identified 6754 MAR peaks in Col-0 from two replicates (Supplementary Data 5, Supplementary Fig. 5b), overrepresented at two locations over protein-coding gene bodies: downstream of the TSS, and at the transcription end site (TES) (Fig. 4b). Differ from protein-coding genes, no obvious peaks were observed over transposable elements (TEs) (Fig. 4b). Together, these results indicate that MARs are preferentially distributed at protein-coding genes.

**Fig. 4:**
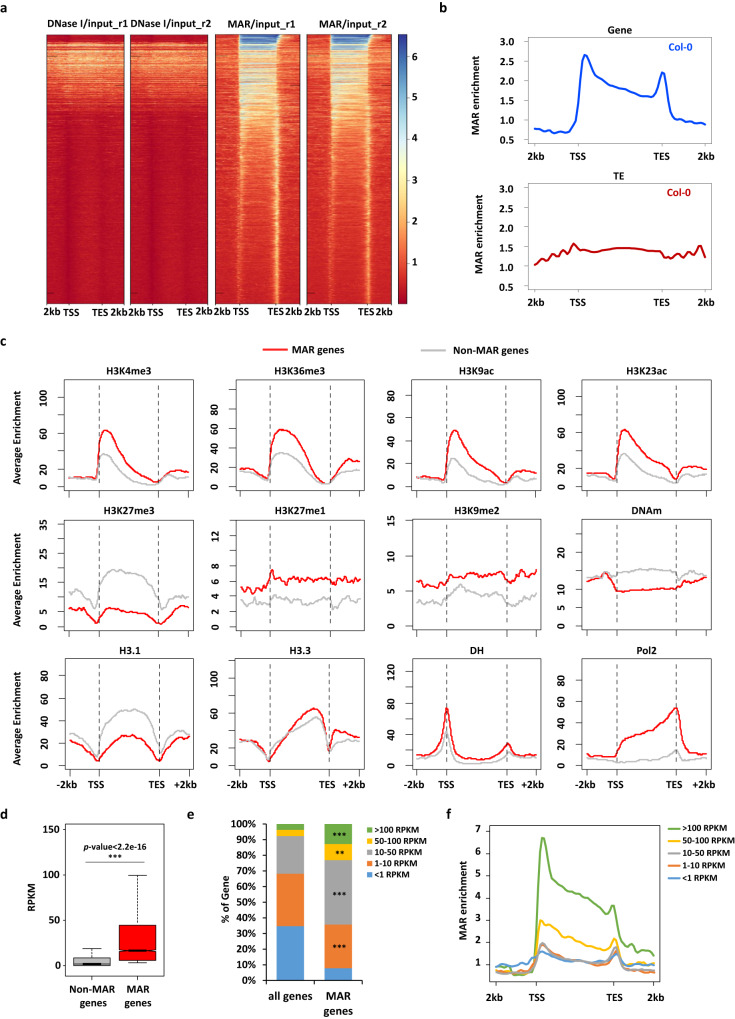
Characterization of MARs in Col-0. **a** Heatmap showing the enrichment of DNaseI/input and MAR/input peaks in genic regions. **b** Metagene plots showing the MAR enrichment of Col-0 over genes (upper) and transposable elements (TEs, down). Genes are scaled to align their TSSs and TESs. Average enrichment means the percentage of regions (calculated from 100-bp windows) enriched for the respective epigenetic mark. TSS: transcription start site, TES: transcription end site. **c** Distribution of average epigenetic features across MARs over genes. Tri-methylation of histone H3 at lysine 4 (H3K4me3), tri-methylation of histone H3 at lysine 36 (H3K36me3), acetylation of histone H3 at lysine 9 (H3K9ac), acetylation of histone H3 at lysine 23 (H3K23ac), tri-methylation of histone H3 at lysine 27 (H3K27me3), mono-methylation of histone H3 at lysine 27 (H3K27me1), di-methylation of histone H3 at lysine 9 (H3K9me2), DNA methylation (DNAm), histone H3.1 (H3.1), histone H3.3 (H3.3), DNase-seq (DH), Pol2 ChIP-seq peaks (Pol2). **d** Box plot showing the expression level (reads per kilobase of exon per million reads mapped, RPKM) of non-MAR targeted (*n* = 21255) and MAR targeted (*n* = 7234) genes from RNA sequencing, N.S. *p value* > 0.05, *p value ≤ 0.05, **p value ≤  0.01, ***p value ≤ 0.001. (Kolmogorov-Smirnov test). The lower and upper solid lines of the boxplots correspond to the first and third quartiles of the data, the dash lines correspond to each individual data, and the black lines in the middle of the boxes represent the median. The solid lines above the boxplots represent the samples used for the Kolmogorov–Smirnov test. **e** Distribution of genes over expression ranging from less than 1 RPKM, 1-10 RPKM, 10-50 RPKM, 50-100 RPKM and larger than 100 RPKM in MAR targeted genes and all genes. Fisher’s exact test, **P < 0.01, ***P < 0.001. **f** Metagene plot showing the average distribution of MAR enrichment over protein-coding genes grouped by their expression levels (RPKM).

We next determined if specific epigenetic marks were enriched in MAR-enriched genes by investigating the distribution of different epigenetic marks using published profiles^40^. In general, MAR-enriched genes were highly correlated with active histone marks, including trimethylation at lysine 4 of histone H3 (H3K4me3), H3K36me3, and histone acetylation, with a preference for the 5’ end of protein-coding genes (Fig. 4c). Accordingly, MAR-enriched genes were characterized with low levels of silencing marks, such as H3K27me1/3, H3K9me2, and DNA methylation (Fig. 4c). In agreement with the presence of active histone marks, MAR-enriched genes showed significantly higher expression levels than other genes (*p-*value < 0.001) (Fig. 4d). 

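To give the genome-wide pattern, RPKM was computed for the 26719 genes matched to the TAIR10.1 annotation, from the counts and each gene's exon length in that annotation. In the Col-0 pair of the *ahl22 frs7 frs12* table, 9633 genes (36.1% ± 0.376, SD, n = 2) were below 1 RPKM and 9207 (34.5% ± 0.439) between 1 and 10. Between 10 and 50 RPKM there were 6048 genes (22.6% ± 0.029), between 50 and 100 RPKM 948 genes (3.55% ± 0.026), and above 100 RPKM 883 genes (3.30% ± 0.0079). The shared Col-0 pair gave 35.4%, 35.7%, 22.4%, 3.42% and 3.10% for the same classes, in the same order. Leaving out genes without a read changed these shares most, to 25.2% of 22833 genes below 1 RPKM and 40.3% between 1 and 10. The genes with MARs were not analysed here.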

A closer look at transcript levels in RNA sequencing indicated that the increased expression levels are driven by more highly transcriptionally active genes (with reads per kilobase of exon per million reads mapped [RPKM] > 10) compared to the genome-wide pattern (Fig. 4e). Moreover, highly transcriptionally active genes were more enriched for MARs, especially for genes with RPKM values above 50, relative to the genome-wide average (Fig. 4e). In addition to transcriptionally active genes, some MAR-enriched genes also could be low-expressed genes (RPKM < 1) (Fig. 4f), suggesting that MAR attachment have dual functions in transcriptional regulation while it is mainly associated with gene expression.

### The AHL22-FRS7-FRS12 complex is involved in MARs attachment

To explore the role of AHL22, FRS7, and FRS12 in MAR attachment, we compared the genome-wide MAR attachment profiles in the *ahl22 frs7 frs12* triple mutant (hereafter referred to as triple mutant) to Col-0. Afterwards, we identified 5576 genes with differential MAR peaks *(*FDR < 0.05), of which 5457 genes showed a lower MAR enrichment in the triple mutant (Fig. 5a). These results indicated that the AHL22-FRS7/12 complex is involved in MAR attachment. In contrast to genes with differential MAR peaks, many genes showed similar MAR attachment in WT and mutants (examples in Supplementary Fig. 6), suggesting the functional redundancy among different MAR-associated proteins.

**Fig. 5:**
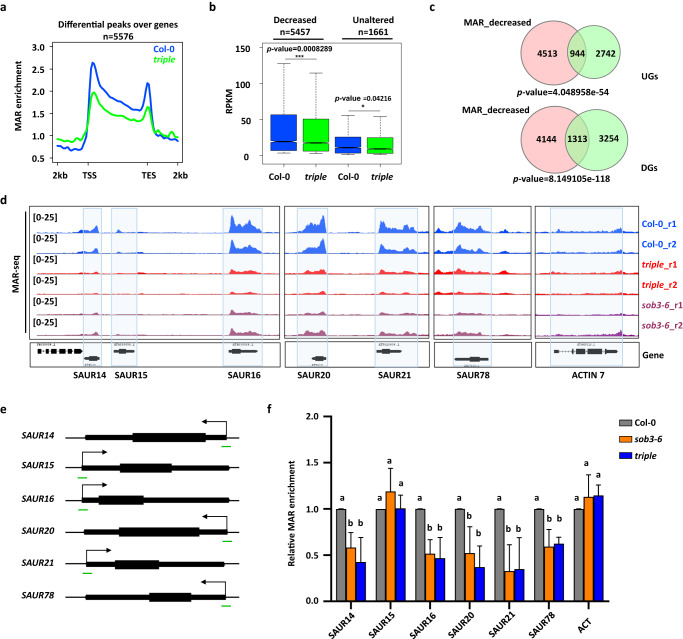
The AHL22-FRS7-FRS12 complex is required for MAR attachment. **a** Metagene plot showing the MAR enrichment of all differential peaks (*n* = 5576) in the *triple* mutant compared with Col-0. TSS: transcription start site, TES: transcription end site. **b** Box plot showing the expression level (RPKM) of MAR decreased (*n* = 5,457) and MAR unaltered (*n* = 1,661) genes. N.S. *p value* > 0.05, *p value ≤ 0.05, **p value ≤ 0.01, ***p value ≤ 0.001. (Kolmogorov-Smirnov test). The lower and upper solid lines of the boxplots correspond to the first and third quartiles of the data, the dash lines correspond to each individual data, and the black lines in the middle of the boxes represent the median. The solid lines above the boxplots represent the samples used for the Kolmogorov–Smirnov test. **c** Venn diagrams showing overlap of MAR decreased genes and UGs (A) or DGs (B) identified in the *triple* mutant compared with Col-0 (DEGs, Log2FC > 0 or Log2FC < 0, with a false discovery rate [FDR] <0.05). Significance was tested using a hypergeometric test. **d** Genome browser views of two replicates of auxin response genes indicated in blue box in Col-0, *triple* mutant and *sob3-6*. ACTIN 7 was used as control. r1/r2 (replicate1/2). **e** Schematic structures of selected genes. Arrows indicate transcription start sites (TSS). Green lines indicate regions examined by MAR-qPCR. **f** Relative MAR enrichment at selected genes determined by MAR-qPCR in Col-0, *sob3-6* and *triple*. Values are means ± SD of three biological repeats. The significance of differences at each gene was tested using one-way ANOVA with Tukey’s test (*P* < 0.05), and different letters indicate statistically significant differences.

Given that MAR-enriched genes are mainly associated with active epigenetic marks and highly transcribed genes (Fig. 4c–e), we hypothesized that lowering MAR attachment in *ahl22 frs7 frs12* at the targeted genes might cause their transcriptional repression. Indeed, genes with fewer MARs had significantly lower expression levels in the triple mutant compared to Col-0 (Fig. 5b, Kolmogorov-Smirnov test, *P* < 0.001). However, when comparing genes with decreased peaks with DGs and UGs, we found both MAR-decreased genes were significantly overlapped with both DGs and UGs (Fig. 5c). Hence, AHL22-FRS7/12-mediated MAR attachment is associated with both gene expression and repression.

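The legend of Fig. 5c counts UGs and DGs at an adjusted p below 0.05 with any log2 fold change. At that threshold, 632 genes were higher and 535 lower in *ahl22 frs7 frs12* than in the Col-0 pair of its own table, out of the 18602 genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against the shared Col-0 pair, 5163 genes were higher and 5602 lower. DESeq2 gave 446 higher and 339 lower genes against the pair of its own table. Without the filter on low counts, these numbers were 951 and 935. The genes with decreased MAR peaks were not analysed here.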

Arabidopsis AHL27 and AHL29 inhibit hypocotyl elongation by repressing the expression of genes involved in both auxin and BR signaling pathways, including *YUC8*, *YUC9*, and members of the *SAUR19* subfamily^27,28,36^. Similarly, upregulated genes in the triple mutant with lower MAR peaks were significantly enriched in genes responsive to auxin (Supplementary Fig. 7). In our analyses, several *SAUR* genes showed a decreased MAR enrichment and a higher expression level in the triple mutant compared to Col-0, including *SAUR14/15/16*, *SAUR20/21*, and *SAUR78* (Fig. 5e). 

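Of these genes, *SAUR16* (AT4G38860; chromosome 4, 18130237 to 18131284) had 77.9 ± 0.785 CPM (SD, n = 2) in the Col-0 pair of the *ahl22 frs7 frs12* table and 59.4 ± 5.95 in *ahl22 frs7 frs12*, a log2 fold change of -0.41 (standard error 0.0927, adjusted p = 0.0178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 18.5 ± 1.95 CPM in the shared Col-0 pair, against which its log2 fold change in *ahl22 frs7 frs12* was 1.68. *SAUR14* (AT4G38840; chromosome 4, 18124978 to 18125559) had 40.8 ± 1.78 CPM in the pair of the same table, 35.9 ± 2.93 in *ahl22 frs7 frs12* and 11.4 ± 0.300 in the shared Col-0 pair. Its log2 fold changes were -0.20 (adjusted p = 0.342 in edgeR's test) and 1.66. *SAUR15* (AT4G38850; chromosome 4, 18126057 to 18126829) had 13.3 ± 2.42, 11.9 ± 0.0312 and 1.97 ± 0.452 CPM in these groups, with log2 fold changes of -0.18 and 2.60. *SAUR20* (AT5G18020; chromosome 5, 5966183 to 5966785) had 29.5 ± 3.07, 28.0 ± 0.647 and 9.14 ± 1.04 CPM, with log2 fold changes of -0.089 and 1.61. *SAUR21* (AT5G18030; chromosome 5, 5968352 to 5969190) had 38.4 ± 1.04, 46.3 ± 0.440 and 16.4 ± 4.68 CPM, with log2 fold changes of 0.26 and 1.49. *SAUR78* (AT1G72430; chromosome 1, 27264602 to 27265806) had 56.9 ± 1.37, 55.0 ± 10.5 and 36.6 ± 0.115 CPM, with log2 fold changes of -0.067 and 0.59.
Thus, 1 of the 6 genes differed between *ahl22 frs7 frs12* and the Col-0 pair of its own table at an adjusted p below 0.05, *SAUR16*, which was lower. Against the shared Col-0 pair, all 6 were higher at that threshold, and 5 of them, apart from *SAUR78*, were UGs. With the first library of the Col-0 pair of the same table left out, the log2 fold changes of *SAUR15* and *SAUR20* changed sign, to 0.028 and 0.030, and without replicate 1 of *ahl22 frs7 frs12* that of *SAUR78* became 0.13. *YUC8* had a log2 fold change of -0.12 in *ahl22 frs7 frs12* (adjusted p = 0.607 in edgeR's test) and *YUC9* one of 0.21 (adjusted p = 0.739 in edgeR's test), both against the Col-0 pair of the same table, and against the shared Col-0 pair these were -0.50 (adjusted p = 0.000127 in edgeR's test) and 0.047. The MAR enrichment of these genes was not analysed here. From its MAR and expression data in the triple mutant, together with the MAR data of *sob3-6* and MAR-qPCR, the paper reasons that the AHL22-FRS7-FRS12 complex attaches auxin-response genes to the nuclear matrix and lowers the expression of several *SAUR* genes to inhibit hypocotyl elongation.

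**Figure D3:**
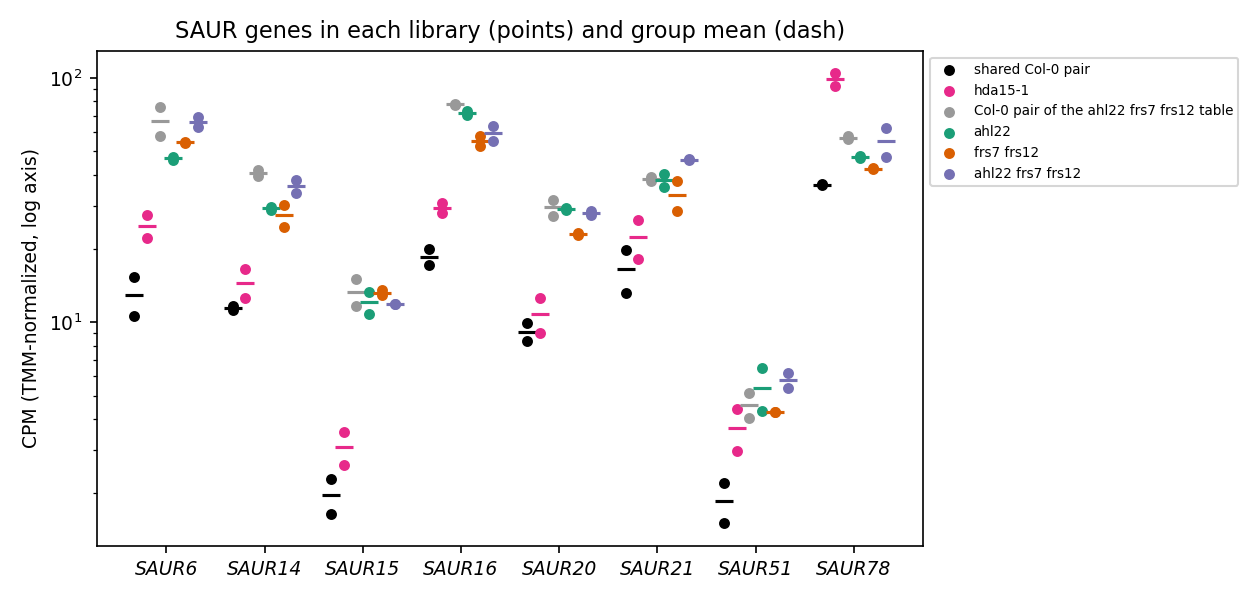
CPM (TMM-normalized, log axis) of 8 *SAUR* genes that the paper names; each point is a library and each dash the mean of a group of 2. For *SAUR16*, the Col-0 pair of the *ahl22 frs7 frs12* table (77.9 CPM) lies near *ahl22 frs7 frs12* (59.4), and the shared Col-0 pair (18.5) near *hda15-1* (29.3).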

We also observed a decline in MAR enrichment in the *sob3-6* mutant (Fig. 5d), further supporting the idea that AHL proteins are involved in MAR attachment to the nuclear matrix. We validated these results by MAR-qPCR at selected *SAUR* genes: relative to Col-0, both the triple mutant and *sob3-6* displayed significantly lower occupancy of MARs over *SAUR* genes, except for *SAUR15*, which might be due to the low overall MAR enrichment over this locus (Fig. 5e, f). Taken together, these data indicate that the AHL22-FRS7-FRS12 complex is responsible for MAR attachment at auxin-response genes, suppressing the expression of multiple *SAUR* genes to inhibit hypocotyl elongation.

### AHL22 recruits HDA15 to repress auxin-responsive genes

We further explored how MARs attaching to the nuclear matrix might influence transcription. Multiple AHLs are known to interact with histone deacetylases, which are essential for transcriptional silencing^32^. Hence, we selected HDA15, whose loss of function also results in longer hypocotyls^41^, as a candidate interactor of AHL22. The *hda15-1* mutant displayed a significantly longer hypocotyl phenotype in the same growth conditions as the triple and *sob3-6* mutants (Fig. 6a, b), supporting a role for AHL22 and HDA15 in co-regulating gene expression to shape hypocotyl elongation. In line with the phenotype of longer hypocotyl, BiFC assays revealed a strong interaction between AHL22 and HDA15, with around 40% of the nuclei showing fluorescence from YFP (Fig. 6c, d). Moreover, FRET-FLIM confirmed the interaction between AHL22 and HDA15 *in planta* (Fig. 6e, f). To further test this idea, we compared the transcriptome profiles of the triple mutant and that of *hda15-1*. 

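The *hda15-1* mutant carries a T-DNA insertion in *HDA15*, which encodes a histone deacetylase. Its 2 libraries had 21400580 and 17096202 counts on genes, and were deposited in a table with the shared Col-0 pair. *HDA15* (AT3G18520; chromosome 3 of TAIR10.1, 6361159 to 6365705) had 55.8 ± 1.02 CPM (SD, n = 2) in the shared Col-0 pair, 38.7 ± 1.93 in the Col-0 pair of the *ahl22 frs7 frs12* table and 3.56 ± 0.0043 in *hda15-1*. Its log2 fold change in *hda15-1* was -3.96 (standard error 0.172, adjusted p = 9.63e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -3.44 against the other Col-0 pair. Across genes, the *hda15-1* libraries correlated with the shared Col-0 pair at 0.978 to 0.983, and with the other Col-0 pair and the *ahl22*, *frs7 frs12* and *ahl22 frs7 frs12* libraries at 0.963 to 0.975. The *hda15-1* replicates differed with a chi-square per degree of freedom, which rises with depth, of 17.4 over 19292 genes, against 2.50 to 6.59 in the other groups, and correlated at 0.9936, against 0.9932 in the Col-0 pair of the *ahl22 frs7 frs12* table. The table was processed by the authors, and tested here, in the same way as those of the other mutants. The *hda15-1* and *ahl22 frs7 frs12* libraries were therefore compared with different Col-0 pairs, and both pairs are used for each.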

We identified 1,179 DEGs (Log_2_FC > 1 or Log_2_FC < –1, FDR < 0.05) in *hda15-1* compared with Col-0, with 556 DGs and 623 UGs (Supplementary Data 3). These DGs and UGs showed a significant overlap with the DGs and UGs in the triple mutant, respectively (Fig. 7a), indicating that AHL22-FRS7-FRS12 and HDA15 are likely to act together in transcriptional regulation. Moreover, manual inspection of RNA-seq datasets from the *hda15-1* and *ahl22 frs7 frs12* mutants showed that HDA15 and the AHL22-FRS7-FRS12 complex co-repress a number of genes involved in auxin responses, such as *SAUR* family genes. 

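In *hda15-1*, 1482 of 19242 tested genes were DEGs against the shared Col-0 pair, with 779 UGs and 703 DGs. Against the Col-0 pair of the *ahl22 frs7 frs12* table, 1559 UGs and 641 DGs were found among 19271 genes. Of the 1482 DEGs, 343 (23.1%) were called in the same direction against both pairs. DESeq2 gave 622 UGs and 559 DGs against the shared Col-0 pair. Of the alternatives set before the data were examined, glmTreat, which asks for a change beyond 2-fold, moved the counts most, to 151 UGs and 147 DGs. A single fit of all libraries gave 245 UGs and 168 DGs when Col-0 formed 1 group, and 740 and 659 when the 2 Col-0 pairs were kept apart. Of the genes with the largest changes, AT2G38240 (chromosome 2, 16012535 to 16014991) and *FAMT* (AT3G44860; chromosome 3, 16379571 to 16381434) were at least 141-fold and at least 24.4-fold higher in *hda15-1*. *FAMT* had 3.51 and 8.46 CPM in the 2 *hda15-1* libraries. Its bound uses their mean, and the lower library alone would give a smaller bound. *SESA5* and *SESA3*, which encode seed storage proteins, had no counts in *hda15-1* and were at least 30.3-fold and at least 29.6-fold lower. All 4 were also called, in the same direction, against the other Col-0 pair. *YUC9* was a DG in *hda15-1* against both pairs, with log2 fold changes of -2.52 (standard error 0.335, adjusted p = 6.47e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.35.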

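With each mutant against the Col-0 pair of its own table, *hda15-1* and *ahl22 frs7 frs12* shared 22 UGs, where 3.26 were expected among 18252 genes (odds ratio 9.04, p = 6.30e-13 in Fisher's exact test, two-sided), and 20 DGs, where 5.19 were expected (odds ratio 4.36, p = 2.56e-07 in Fisher's exact test). With both against the shared Col-0 pair, they shared 331 UGs (54.2 expected, odds ratio 13.5) and 451 DGs (86.1 expected, odds ratio 15.9). With both against the Col-0 pair of the *ahl22 frs7 frs12* table, they shared 20 UGs (5.08 expected, odds ratio 4.89) and 24 DGs (5.80 expected, odds ratio 4.80). With at least 10 counts in every library, the overlap of each mutant against the Col-0 pair of its own table was 20 UGs (odds ratio 9.11) and 7 DGs (odds ratio 2.04, p = 0.0927 in Fisher's exact test). That filter removed 13 of the 20 shared DGs, all through counts below 10 in mutant libraries only. With glmTreat it was 0 UGs (0.0835 expected) and 3 DGs (0.209 expected). The log2 fold changes of the 2 mutants correlated across genes at 0.515 against the shared Col-0 pair, where unchanged groups of these sizes correlated at 0.520 on average in 10 simulated draws, and at 0.434 and 0.422 with a different library of the pair as control for each. The corresponding values against the Col-0 pair of the *ahl22 frs7 frs12* table were 0.171, with 0.509 in simulated groups, and 0.147 and -0.107 with unshared controls. With each mutant against the pair of its own table, which share no library, the correlation was 0.177. From the overlaps, the paper proposes that the AHL22-FRS7-FRS12 complex and HDA15 act together in transcriptional regulation. Its model also rests on BiFC and FRET-FLIM of AHL22 with HDA15, the hypocotyls of *hda15-1* and RT-qPCR of *SAUR* genes. It further uses H3 acetylation and HDA15-GFP binding at *SAUR* genes. None of these data were analysed here.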

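In *hda15-1* against the shared Col-0 pair, 37 of 57 tested SAUR genes were higher, with 5 UGs and 1 DG, a median log2 fold change of 0.16 and an adjusted p of 0.11 from camera. Against the other Col-0 pair, 13 of 58 were higher, with 5 UGs and 23 DGs, and the median was -0.81 (adjusted p = 7.71e-08 from camera). With fry in place of camera, this call was lost (adjusted p = 0.0504 from fry). The level of the family differed between the Col-0 pairs, with 371 and 361 CPM summed over its genes in the shared Col-0 libraries and 796 and 764 in the other Col-0 libraries. The *hda15-1* libraries had 515 and 457, and the *ahl22 frs7 frs12* libraries 725 and 737. *SAUR78* had 98.6 ± 8.16 CPM (SD, n = 2) in *hda15-1*, more than in both Col-0 pairs, with log2 fold changes of 1.43 (standard error 0.132, adjusted p = 2.04e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.79 (adjusted p = 0.000933 in edgeR's test). *SAUR6* (AT2G21210; chromosome 2, 9084628 to 9086029), which shares sequence with the overlapping AT2G21200, had 12.9 ± 3.28 CPM in the shared Col-0 pair, 24.8 ± 3.75 in *hda15-1*, 66.8 ± 12.5 in the other Col-0 pair and 65.9 ± 4.65 in *ahl22 frs7 frs12*. Its log2 fold change in *hda15-1* was 0.94 against the shared Col-0 pair (adjusted p = 0.00219 in edgeR's test) and -1.43 against the other. *SAUR16* had 29.3 ± 1.91 CPM in *hda15-1*, with log2 fold changes of 0.66 (adjusted p = 0.00600 in edgeR's test) and -1.41. *SAUR51* (AT1G75580; chromosome 1, 28377377 to 28378310) rose from 1.85 ± 0.495 to 3.68 ± 1.01 CPM, a log2 fold change of 1.01 (adjusted p = 0.0469 in edgeR's test), and had 4.59 ± 0.783 CPM in the other Col-0 pair, against which the log2 fold change was -0.31. It had 5.81 ± 0.582 CPM in *ahl22 frs7 frs12*, a log2 fold change of 0.32 against that pair (adjusted p = 0.564 in edgeR's test) and of 1.66 against the shared Col-0 pair. *SAUR14*, *SAUR15*, *SAUR20* and *SAUR21* had log2 fold changes of 0.36, 0.66, 0.24 and 0.44 in *hda15-1* against the shared Col-0 pair, none with an adjusted p below 0.05 in edgeR's test (0.145 to 0.446). Against the other pair these were -1.49, -2.10, -1.45 and -0.79. Without replicate 1 of *hda15-1*, the log2 fold change of *SAUR20* against the shared Col-0 pair became -0.024.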

RT-qPCR analysis confirmed that the expression of *SAUR6*, *SAUR14*, *SAUR15*, *SAUR16*, *SAUR20*, *SAUR21*, *SAUR51*, and *SAUR78* is significantly higher in *hda15-1* compared with the wild type (Fig. 7b), as in the triple mutant, supporting the notion that HDA15 and the AHL22-FRS7-FRS12 complex exert a repressive function for hypocotyl elongation via the auxin signaling pathway.

**Fig. 6:**
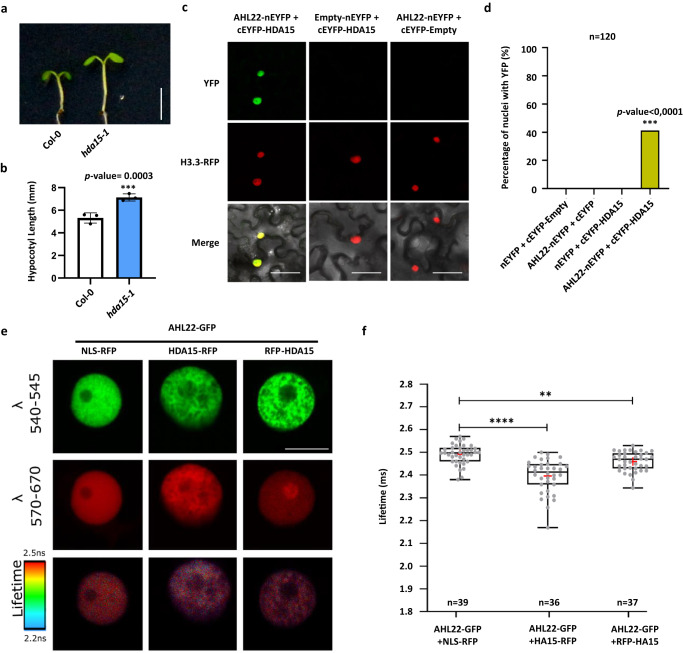
AHL22 cooperates with HDA15 to repress the expression of auxin responsive genes. **a** The hypocotyl phenotype of *hda15-1* grown vertically under LD conditions (16 h at 23 °C under 22 μmol·m^−2^·s^−1^ continuous white light, 8 h at 23 °C dark) for 5 days. Scale bar= 0.5 cm. **b** Hypocotyl lengths of Col-0 and *hda15-1*. Average length of three independent measurements ± standard deviations are shown. Each measurement with *n* = 30 plants. Unpaired two-tailed Student’s t-test was used. N.S. *p value* > 0.05, *p value ≤ 0.05, **p value ≤ 0.01, ***p value ≤ = 0.001, ****p value ≤ = 0.0001. **c** Bimolecular fluorescence complementation (BiFC) analysis of AHL22 and HDA15 interaction in vivo. AHL22 and HDA15 fused with pSITE-nEYFP-N1 and pSITE-cEYFP-C1 vectors, respectively, were cotransformed into *N. benthamiana*. H3.3 RFP was used to indicate the nuclei. Scale bar = 50 um. **d** Quantification of the nuclei with both YFP and RFP signal from different pairwise of BiFC experiments. *n* = 120. Fisher’s exact test, **P < 0.01, ***P < 0.001. **e** FRET-FLIM analysis of AHL22 and HDA15 interaction in vivo. From top to bottom, representative images from nuclear signal, expressed by various GFP and/or RFP fused proteins in epidermal *N. benthamiana* (tobacco) cells, captured between wavelengths 540-545 nm, 570-670 nm and the corresponding donor fluorescence lifetime calibrated to the adjacent color bar. The respective construct combinations are indicated. Scale bar = 10 um. **f** GFP donor fluorescence lifetime quantifications of indicated construct combinations are presented in a min to max box and whiskers plot showing the median (line in the middle of the box), mean (+ in the box), min and max (whiskers), individual points (gray circle) (*n* > =18). Significance was calculated using a Welch’s ANOVA test combined with Dunnett’s T3 multiple comparisons test. *P*-values are represented as ****(*p* < 0.0001), ***(*p* < 0.001), **(*p* < 0.01). The experiment was performed in two independent infiltrations and the exact number of measurements was indicated per construct combination.

**Fig. 7:**
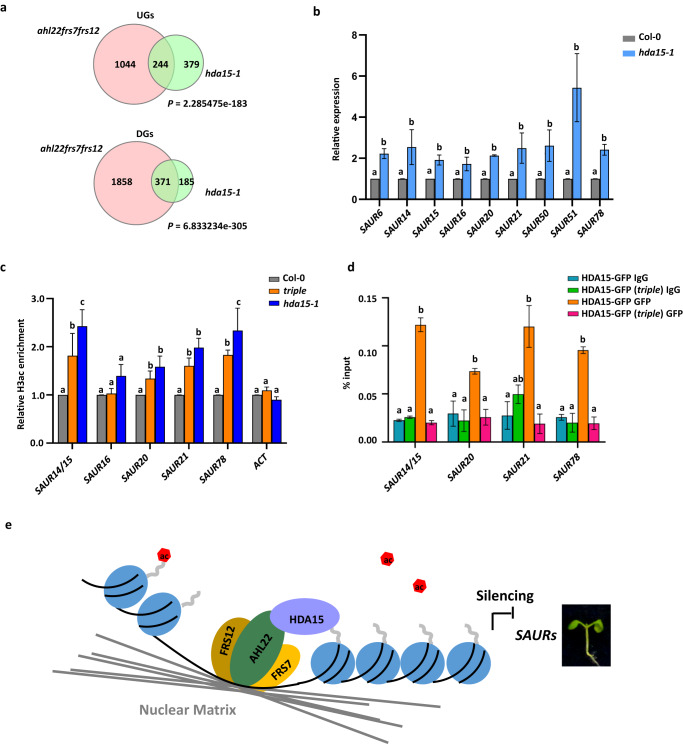
AHL22 recruits HDA15 to remove histone acetylation. a. Venn diagrams showing overlap of UGs and DGs in *ahl22frs7frs12* and *hda15-1*. Significance was tested using a hypergeometric test. **b** Relative expression level of the selected genes by qRT-PCR from 5-day-old whole plants in *hda15-1*. Values are means ± SD of three biological repeats. The significance of differences at each gene was tested using one-way ANOVA with Tukey’s test (*P* < 0.05), and different letters indicate statistically significant differences. **c** Relative H3ac enrichment at selected genes determined by ChIP-qPCR in Col-0, *triple* and *hda15-1* plants. Values are means ± SD of three biological repeats. The significance of differences at each gene was tested using one-way ANOVA with Tukey’s test (*P* < 0.05), and different letters indicate statistically significant differences. **d** IgG and HDA15-GFP enrichment levels at selected genes in indicated lines. The amounts of immunoprecipitated DNA fragments were quantified by qPCR and normalized to input DNA. Values are means ± SD of three biological repeats. The significance of differences at each gene was tested using one-way ANOVA with Tukey’s test (*P* < 0.05), and different letters indicate statistically significant differences. **e** Proposed working model. AHL22 interacts with FRS7 and FRS12 at the nuclear matrix and recruits chromatin regions and histone deacetylases, HDA15, to the nuclear matrix and silence the target genes by reducing H3ac level to repress hypocotyl growth.

As a histone deacetylase, HDA15 negatively controls hypocotyl elongation by removing histone acetylation marks^41^. To examine histone acetylation levels, we first performed an immunoblot on total protein extracts from Col-0, the triple mutant, and *hda15-1*, and observed a slight increase of H3 acetylation (H3ac) in the *hda15-1* mutant but not in the triple mutant (Supplementary Fig. 8). We speculate that the AHL22-FRS7-FRS12 complex only influences H3 acetylation marks at MARs, but not across the entire genome, as HDA15 might. We then assessed the H3ac levels by chromatin immunoprecipitation followed by quantitative PCR (ChIP-qPCR) over the promoter regions of selected *SAUR* genes, *SAUR14/15*, *SAUR20*, *SAUR21*, and *SAUR78*. We detected a significant increase of H3ac levels at the promoter regions of these genes in both *hda15-1* and the triple mutant compared to Col-0 (Fig. 7c). In line with increased H3 acetylation levels, the binding of HDA15-GFP at the above SAUR loci was decreased in the triple mutant compared to WT (Fig. 7d). Together, these results support that the AHL22-FRS7-FRS12 complex represses the expression of auxin-response genes by recruiting HDA15 and removing H3 acetylation at targeted loci in hypocotyl growth (Fig. 7e).

## Discussion

The data presented here demonstrate that AHL22, together with FRS7 and FRS12, regulates gene expression modulating hypocotyl elongation in light-grown Arabidopsis seedlings. Multiple AHLs repress hypocotyl growth, such as AHL27 and AHL29. Here, we show that AHL22 interacts with AHL27 and AHL29, suggesting that AHLs usually function as heteromers, in agreement with previous results described for AHL29^25^ and AHL10^42^. Moreover, we identified the non-AHL proteins FRS7 and FRS12 as interacting partners of AHL22. The *ahl22 frs7 frs12* triple mutant had a longer hypocotyl relative to the wild type, as also observed in higher-order *ahl* mutants. By contrast, individually overexpressing *AHL22*, *FRS7*, or *FRS12* shortened the hypocotyl compared to the wild type, suggesting that AHL22, FRS7, and FRS12 together regulate hypocotyl growth. We also demonstrated that similar to AHL29, the AHL22-FRS7-FRS12 complex regulates hypocotyl elongation by suppressing the expression of a group of *SAUR*s in the auxin signaling pathway. Hence, in addition to multiple AHLs, our results show that another type of MAR-binding protein acts together with AHLs at the nuclear matrix to inhibit hypocotyl growth, namely FRS7 and FRS12.

We characterized the nuclear matrix proteome, which allowed for identification of components of the Arabidopsis nuclear matrix. We identified multiple AHL proteins, supporting the notion that AHL proteins act as MAR-binding proteins in the nuclear matrix. We also identified multiple FRS proteins, including FRS7 and FRS12. The occurrence of other FRSs in the nuclear matrix indicated that FRS family members may commonly function as MAR binding proteins. In addition to AHL, FRS, and other chromatin- or transcription-related proteins, we also noticed multiple RNA binding proteins among the identified nuclear matrix proteins (Supplementary Fig. 9, Supplementary Data 2), suggesting that the nuclear matrix is also a place of RNA regulation. There is at least one known example of this in mammals. The nuclear matrix protein Matrin3 can bind to RNA transcripts and regulate alternative splicing in Hela cells, besides its role as a MAR-DNA binding protein^43^. Consistent with this example, a type of extended AT-hook motif was proposed to bind to RNAs^44^. Therefore, multiple lines of evidence highlight the role of the nuclear matrix in RNA regulation in addition to binding to DNA.

Nuclear matrix proteins are associated with transcriptional silencing, such as CHAP (CDP-2/HDA-1-associated protein) from *Neurospora crassa*^45^ and AHL10 from Arabidopsis^42^. While H3K9me2 levels also increased at MAR regions of *FLOWERING LOCUS T* (*FT*) in *AHL22* overexpression lines^32^, the *suvh4 suvh5 suvh6* (*su(var)3-9 homolog*) triple mutant did not show any hypocotyl phenotype (Supplementary Fig. 10), suggesting that the function of AHL22 in flowering time determination is independent from H3K9me2-mediated silencing in the context of hypocotyl regulation. We showed that AHL22 interacted with a histone deacetylase, HDA15, whose loss of function resulted in elongated hypocotyl phenotypes, similar as observed for the *ahl22 frs7 frs12* mutant under similar growth conditions. Moreover, we found that AHL22 physically interacted with and recruited HDA15 to the *SAUR* loci to remove H3 acetylation and silence the target genes. Therefore, our results demonstrate that the AHL22-FRS7-FRS12 complex act as a regulatory hub, recruiting both DNA and transcriptional repressors to the nuclear matrix and silence the targeted regions (Fig. 7e). To establish a more direct connection between MAR attachment and hypocotyl growth, it would be interesting to artificially tether the SAUR loci to the nuclear matrix and measure the resulting hypocotyl growth. Intriguingly, our study suggests an implication for the AHL22-FRS7-FRS12 complex in the regulation of multiple SAUR loci. The recruitment of these loci to the nuclear matrix potentially provides a platform for simultaneous epigenetic and transcriptional regulation, enhancing the efficiency of hypocotyl growth regulation. This functionality aligns with the established role of MAR attachment in mammalian systems, contributing to chromatin loop formation^8–10^. Future research endeavors should explore the connection between MAR attachment and chromatin 3D structure in plants. Upon examining the size of SAURs, we discovered that these genes are typically small in size, prompting the question of whether small genes have more MARs. Indeed, genes shorter than 2 kb in length showed a high enrichment of MARs compared to those longer than 2 kb, contributing significantly to the overall decrease in MAR enrichment observed in the triple mutant (Supplementary Fig. 11). Thus, it appears that small genes tend to have more MARs.

While the function of AHL22 in hypocotyl growth depends on transcriptional repression, we determined that MARs are preferentially associated with protein-coding genes but not TEs in the Arabidopsis genome. However, we detected MARs in highly expressed but also lowly expressed genes, a pattern that is similar to the distribution of MARs in other species^46–49^. Therefore, MARs also appear to be associated with gene expression levels. Additional MAR regions in promoters have been shown to enhance the expression of transgenes, also supporting a role for the nuclear matrix in gene expression^50,51^. Apart from MAR regions, the MAR-binding protein AHL29 acts as both a positive and a negative regulator of transcription to regulate petiole growth^37^, suggesting that AHLs also act as transcriptional activators. Hence, it will be interesting to determine whether and how nuclear matrix proteins or AHL proteins positively regulate gene expression during plant development.

## Methods

### Plant materials and growth conditions

The *Arabidopsis thaliana* Columbia (Col-0) ecotype was used as the wild type. T-DNA mutants including *ahl22-1* (SALK_018866) and *hda15-1* (SALK_004027) were obtained from Nottingham Arabidopsis Stock Center (NASC). The *sob3-6* mutantwas kindly provided by Dr. Michael M. Neff. The *frs7-1 frs12-1* double mutant as well as the overexpression lines (35 S::FRS7-HA and 35 S::FRS12-HA) were kindly provided by Prof. Dr. Alain Goossens^31^. The *ahl22 frs7 frs12* mutant was generated by crossing *ahl22* with *frs7 frs12* and identified by PCR from the F2 population using primers in Supplementary Data 6. Surface-sterilized seeds were sown on ½ MS plates and placed at 4 °C in the dark for 5 days for synchronized germination. Subsequently, the plates were transferred to a growth chamber and grown vertically under LD conditions (16 h at 23 °C under 22 μmol·m^−2^·s^−1^ continuous white light, 8 h at 23 °C dark with 70% humidity) for 5 days.

### Plasmid construction and generation of transgenic plants

The full-length coding sequences (CDS) with or without stop codon of *AHL22* (AT2G45430), *HDA15* (AT3G18520), *FRS7* (AT3G06250), *FRS12* (AT5G18960), and *H3.3* (AT4G40030), were cloned into TSK108, pDonar201 or pENTR/D (Invitrogen) entry vectors. For AHL22 overexpression lines (35 S::AHL22), the constructs were recombined into a pB7WG2 binary vector using the LR reaction kit (Invitrogen, 11791020). The H3.3-RFP construct was generated by recombining H3.3-pENTR/D into the pUBC-RFP vector. Agrobacterium strain GV3101 was transformed with destination vectors and used for Arabidopsis transformation through the floral dip method^52^. All primers used in this study are listed in Supplementary Data 6.

### Hypocotyl measurement

After transferring the plates to the growth chamber, seeds with synchronized germination after two days were selected for phenotypic analysis. Five-day-old seedlings were scanned, and hypocotyl lengths were quantified using ImageJ software. Three independent measurements were taken, with n = 30 in each measurement. Statistical analyses were performed using an unpaired two-tailed Student’s t-test.

### Tandem affinity purification (TAP)

Cloning of AHL22 N-terminal GS^rhino^ tag^30^ fusion under control of the constitutive cauliflower tobacco mosaic virus 35 S promoter and transformation of Arabidopsis cell suspension culture (PSB-D) with direct selection in liquid medium were carried out as previously described^53,54^. TAP experiments were performed in duplicate with 200 mg of total protein extract as input as described in Van Leene et al., 2015. Bound proteins were digested on-bead after a final wash with 500 µL 50 mM NH_4_HCO_3_ (pH 8.0). Beads were incubated with 1 µg Trypsin/Lys-C in 50 µL 50 mM NH_4_OH and incubated at 37 °C for 4 h in a thermomixer at 800 rpm. The digest was separated from the beads, an additional 0.5 µg Trypsin/Lys-C was added, and the digest was further incubated overnight at 37 °C. The digest was centrifuged, and the supernatant was transferred for MS analysis after drying in a Speedvac and storing at –20 °C. Two technical repeats were performed.

### LC−MS/MS Analysis

Peptides were re-dissolved in 50 µl loading solvent A (0.1% TFA in water/ACN (98:2, v/v)) of which 5 µl was injected for LC-MS/MS analysis on an Ultimate 3000 RSLC nano LC (Thermo Fisher Scientific, Bremen, Germany) in-line connected to a Q Exactive mass spectrometer (Thermo Fisher Scientific). The peptides were first loaded on a trapping column (made in-house, 100 μm internal diameter (I.D.) × 20 mm, 5 μm beads C18 Reprosil-HD, Dr. Maisch, Ammerbuch-Entringen, Germany) and after flushing from the trapping column the peptides were separated on an analytical column (made in-house, 75 μm I.D. × 150 mm, 5 μm beads C18 Reprosil-HD, Dr. Maisch). Peptides were eluted by a linear gradient from 98% solvent A’ (0.1% formic acid in water) to 55% solvent B′ (0.1% formic acid in water/acetonitrile, 20/80 (v/v)) in 30 min at a flow rate of 250 nL/min, followed by a 5 min wash reaching 99% solvent B’. The mass spectrometer was operated in data-dependent, positive ionization mode, automatically switching between MS and MS/MS acquisition for the 5 most abundant peaks in a given MS spectrum. The source voltage was 2.6 kV, and the capillary temperature was 275 °C. One MS1 scan (m/z 400−2000, AGC target 3 × 10^6^ ions, maximum ion injection time 80 ms), acquired at a resolution of 70,000 (at 200 m/z), was followed by up to 5 tandem MS scans (resolution 17,500 at 200 m/z) of the most intense ions fulfilling predefined selection criteria (AGC target 5 × 10^4^ ions, maximum ion injection time 80 ms, isolation window 2 m/z, fixed first mass 140 m/z, spectrum data type: centroid, intensity threshold 1.3xE^4^, exclusion of unassigned, 1, 5–8, >8 positively charged precursors, peptide match preferred, exclude isotopes on, dynamic exclusion time 12 s). The HCD collision energy was set to 25% Normalized Collision Energy and the polydimethylcyclosiloxane background ion at 445.120025 Da was used for internal calibration (lock mass).

### LC−MS/MS Data-analysis and background filtering

From both Thermo raw data files, Mascot Generic Files were created using the Mascot Distiller software (version 2.5.0, Matrix Science). When generating these peak lists, grouping of spectra was allowed with a maximum intermediate retention time of 30 seconds and a maximum intermediate scan count of 5 was used where possible. Grouping was done with 0.005 Da precursor tolerance. A peak list was only generated when the MS/MS spectrum contained more than 10 peaks. There was no de-isotoping and the relative signal-to-noise limit was set to 2. Homology-based protein identification was done using the Mascot search engine (version 2.5.1, Matrix Science) with database TAIRplus (Van Leene et al., 2015, 35,839 sequence entries). Variable modifications were set to methionine oxidation and acetylation of protein N-termini. Fixed modifications were set to carbamidomethylation of cysteines. Mass tolerance on MS was set to 10 ppm (with Mascot’s C13 option set to 1) and the MS/MS tolerance at 20 mmu. The peptide charge was set to 2+, 3+ and 4+ and the instrument setting was set to ESI-QUAD. Trypsin was set as the protease used, allowing for 2 missed cleavages, and also cleavage was allowed when arginine or lysine is followed by proline. Only high confident peptides, ranked 1 and with scores above the threshold score, set at 99% confidence, were withheld (Supplementary Data 1). Protein identifications were retained, if they were identified in both TAP experiments, by at least two rank1 peptides with a PSM confidence of >99%, of which at least one is unique to the protein.

Background proteins were filtered out by comparing to a list of 760 non-specific frequent binders built from a large dataset of TAP experiments (Van Leene et al., 2015). However, semi-quantitative analysis based on normalized spectral abundance factors (NSAF), was used in order to allow retention of low abundant frequent binders in the final interactor list (Van Leene et al., 2015). Thereto, for the low abundant frequent binders, identified in 3 to 10 different baitgroups, a Δ NSAF was calculated in the AHL22 TAPs vs large dataset. A threshold of Δ NSAF ≥ 1 was used to retain low abundant frequent binders in the final AHL22 interactor list.

### Bimolecular fluorescence complementation (BiFC)

Full-length coding sequences of AHL22, FRS7, FRS12, and HDA15 were cloned into the pSITE-nEYFP-N1 or pSITE-cEYFP-C1 vectors with the cauliflower mosaic virus (CaMV 35 S)promoter^55^ using the LR reaction kit (Invitrogen). Constructs were transiently expressed in 1-month-old *N. benthamiana* plants through Agrobacterium-mediated transformation using an infiltration buffer composed of 10 mM MgCl_2_, 10 mM MES, and 100 mM acetosyringone with OD_600_ = 0.8. Additionally, an Agrobacterium strain expressing Hcpro was added to enhance protein expression. Two days after infiltration, the YFP signal was observed using a Zeiss confocal laser scanning microscope (LSM780). H3.3-RFP served as the nuclear marker for quantitative analysis. The experiment was performed in two independent infiltrations.

### Forster resonance energy transfer measured by Fluorescence Lifetime Imaging Microscopy (FRET-FLIM)

The donor fluorescence lifetime (FLIM) was determined by time-correlated single-photon counting (TCSPC) in *N. benthamiana* (tobacco) epidermal cells transiently expressing the proteins of interest fused to either eGFP (donor) or mRFP (acceptor). Images were collected using an LSM Upgrade Kit (PicoQuant) attached to a Fluoview FV-1000 (Olympus) confocal microscope equipped with a Super Apochromat 60x UPLSAPO water immersion objective (NA 1.2) and a TCSPC module (Timeharp 200; PicoQuant). A pulsed picosecond diode laser (PDL 800-B; PicoQuant) with an output wavelength of 440 nm at a repetition rate of 40 MHz was used for donor fluorescence excitation. A dichroic mirror DM 458/515 and a band pass filter BD520/32-25 were used to detect the emitted photons using a Single Photon Avalanche Photodiode (SPAD; PicoQuant). Laser power was adjusted to avoid average photon counting rates exceeding 10000 photons/s to prevent pulse pile up. Image acquisition was done at zoom 10 with an image size of 512 × 512 pixels corresponding to 0.041 um/pixel. A dwell time of 8 us/pixel was used for image acquisition. Samples were scanned continuously (maximum for 1 min) to obtain appropriate photon numbers (around 10000 peak counts) for reliable statistics for the fluorescence decay. Fluorescence life times were calculated using the SymPhoTime software package (v5.2.4.0; PicoQuant). Selected areas of the images corresponding to single nuclei (*n* ≥ 18 cells) were fitted by a bi-exponential reconvolution fitting. The calculated IRF (Instrument response function) was included, the background and shift IRF were fixed, and the amplitudes of the lifetimes were set to be positive. The average intensity lifetimes τ for a series of measurements were subjected to the ROUT method (robust regression followed by outlier identificiation) (with Q set to 1%) to remove outliers (PMID: 16526949). The average intensity life times that were maintained after the outlier analysis are presented in a min to max box and whiskers plot showing the median (line in the middle of the box), mean (+ in the box), min and max (whiskers) and individual points (gray circles). Statistical significance was calculated using a Welch’s Anova test combined with Dunnett’s T3 multiple comparisons test in GraphPad Prism 9.0.0. The experiments were performed in two independent infiltrations.

### Co-immunoprecipitation (Co-IP)

To express tag-fused proteins in *N. benthamiana*, the entry vector TSK108-AHL22 fused with 3FLAG and TSK108-FRS7 or TSK108-FRS12 were recombined into pB7WG2 and pH7FWG2 binary vectors with the 35 S promoter using the LR reaction kit (Invitrogen, 11791020). Agrobacterium strains containing the constructs were co-infiltrated into *N. benthamiana* plant leaves. After 2–3 days, *N. benthamiana* leaves were collected. WT indicates *N. benthamiana* leaves without constructs. Co-IPs were performed as previously described^56^. Briefly, 1-2 g tissues were ground in liquid nitrogen and resuspended in 5 ml of IP buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 0. 1% NP 40, 0.5 mM DTT, 10% glycerol, 1 mM PMSF, 1 µg/µL pepstatin, and proteinase inhibitor cocktail (Roche, 11836145001). The mixture was incubated on ice for 20 min and centrifuged at 4000 g for 10 min at 4 °C. The supernatant was filtered through a double layer of Miracloth. The flow-through was incubated with 25 μl GFP-Trap Magnetic Agarose (Chromotek, gtma-20) overnight at 4 °C. After incubation, beads were collected and washed five times with IP buffer, 5 min each wash at 4 °C with rotation. Elution was performed by incubating beads in PBS and 4xSDS buffer at 95 °C for 10 min. Western blotting was performed with an anti-GFP (B-2) antibody (SANTA CRUZ sc-9996, 1:50) and anti-FLAG antibody (F1804, Sigma, 1:1000). Signals were detected with the ChemiDoc (BIO-RAD).

### RNA extraction and RT-qPCR analysis

Total RNA from 5-day-old whole plants was extracted using the MagMAX™ Plant RNA Isolation kit (Thermo Fisher #A33784) according to the manufacturer’s instructions. Second-strand cDNA was synthesized using the cDNA Synthesis kit (Thermo Fisher, K1612). RT-qPCR reactions contained Solis BioDyne-5x Hot FIREPol®EvaGreen®qPCR Supermix (ROX, Solis BioDyne, 08-36-00008), and the runs were performed in a QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). Three biological replicates were performed, using GADPH as the reference gene. The primers used are listed in Supplementary Data 6.

### RNA-seq

Total RNA from 5-day-old whole plants was extracted using the RNeasy Plant Mini Kit (Qiagen, 74904). For RNA-seq, libraries were constructed with the VAHTS mRNA-seq V6 Library Prep Kit (Vazyme, NR604-01) following the manufacturer’s instructions. The libraries were sequenced at Novogene (UK) using a Novaseq instrument in 150-bp paired-end mode. Two or three biological replicates were performed.

### Isolation of the nuclear matrix

The nuclear matrix was isolated as follows. Briefly, 5-day-old whole Arabidopsis plants grown under LD condition (16 h at 23 °C under 22 μmol·m^−2^·s^−1^ continuous white light, 8 h at 23 °C dark with 70% humidity) were collected and chopped in 1 ml LB01 buffer (2 mM Na_2_EDTA, 20 mM NaCl, 2 mM EDTA, 80 mM KCl, 0.5 mM spermine, 15 mM β-mercaptoethanol, 0.1% Triton X-100, pH 7.5)^38^. Another 9 ml LB01 buffer was used to wash the nuclei into a 1-layer miracloth filter followed by a one-time filter through 30 μm CellTrics (Sysmex, Germany, 04-0042-2316). The nuclei mixture was centrifuged at 1500 g for 10 min at 4 °C. The nuclei pellet was further washed with DNase I buffer (20 mM Tris-HCl pH 7.4, 20 mM KCl, 70 mM NaCl, 10 mM MgCl_2_, 0.125 mM spermidine 1 mM PMSF, 0.5% Triton-X 100) until it turned white. After centrifugation, the nuclei were resuspended in 200 μl DNase I buffer, and an aliquot of nuclei was stored for isolation and estimation of total genomic DNA as control. DNase I (Thermo Scientific, EN0525) was added and incubated at 4 °C for 1 h. Nuclei were collected by centrifugation at 3000 g for 10 min at 4 °C. Digestion was followed by extraction with 0.4 M NaCl for 5 min twice on ice in Extraction Buffer (10 mM Hepes pH 7.5, 4 mM EDTA, 0.25 mM spermidine, 0.1 mM PMSF, 0.5% (v/v) Triton X-100). Followed by another two rounds of extraction with 2 M NaCl for 5 min on ice in Extraction Buffer. The final nuclear matrix pellet was washed twice with Wash Buffer (5 mM Tris-HCl pH 7.4, 20 mM KCl, 1 mM EDTA, 0.25 mM spermidine, 0.1 mM PMSF).

The nuclei from different steps as indicated were checked by 4′,6-diamidino-2-phenylindole (DAPI) staining and analyzed using an LSM780 confocal microscope (Zeiss) to validate DNA content in the nuclei (Supplementary Fig. 1). For protein validation, after chopping, the nuclei mixture was separated into several same-volume nuclei and followed the extraction procedure. Proteins were extracted from the supernatant or pellet as indicated. All proteins were separated on 10% Tricine-SDS-PAGE gels^57^ followed by Coomassie staining. The gel was visualized with the ChemiDoc (BIO-RAD) (Supplementary Fig. 1).

### Proteome analysis of the nuclear matrix

Proteins present in the nuclear matrix, isolated from three independent preparations of 1 g of plants as described above, were solubilized in RapiGest SF (Waters, Germany) in 50 mM ammonium bicarbonate for 1 h at 37 °C under shaking conditions, then reduced in a final concentration of 2.5 mM dithiothreitol for 10 min at 60 °C, and alkylated in a final concentration of 7.5 mM iodoacetamide for 30 min at room temperature. For protein digestion, trypsin was added in a 1:50 (weight to weight) ratio and incubated overnight at 37 °C^58^. Desalting of peptides was done using Peptide Desalting Spin Columns (Pierce, Thermo Scientific, United States) following the manufacturer’s instructions. Peptides were resuspended in 2% acetonitrile/0.1% trifluoroacetic acid to a volume of 30 µl and 2 µL of protein digest was analyzed using nanoflow liquid chromatography on a Dionex UltiMate 3000 system (Thermo Scientific) coupled to a Q Exactive Plus mass spectrometer (Thermo Scientific)^59^. Peptides were loaded onto a C18 trap column (0.3 × 5 mM, PepMap100 C18, five μm, Thermo Scientific) and then eluted onto an Acclaim PepMap 100 C18 column (0.075 × 250 mM, 2 µm particle size, 100 Å pore size, Thermo Scientific) at a flow rate of 300 nl min^–1^. The mobile phases consisted of 0.1% formic acid (solvent A) and 0.1% formic acid in 80% ACN (solvent B). Peptides were separated chromatographically by a 200 min gradient from 2% to 44% solvent B, with the column temperature set at 40 °C. A Nanospray Flex ion source was used for electrospray ionization of peptides, with the spray voltage set at 1.80 kV, capillary temperature at 275 °C, and the S-lens RF level at 60. Mass spectra were acquired in positive ion and data-dependent mode. Full-scan spectra (375 to 1,500 m/z) were acquired at 140,000 resolution, and MS/MS scans (200 to 2,000 m/z) were conducted at 17,500 resolution. The maximum ion injection time was 50 ms for both scan types. The 20 most intense MS ions were selected for collision-induced dissociation fragmentation. Singly charged ions and unassigned charge states were rejected; the dynamic exclusion duration was set to 45 s. Each sample was measured in duplicate. The raw files were processed using Proteome Discoverer 2.4 and Sequest HT engine (Thermo Scientific), searching the SwissProt *Arabidopsis thaliana* (TaxID = 3702) database (downloaded July 2021). Precursor ion mass tolerance was set to 10 ppm and fragment ion mass tolerance was set to 0.02 Da. False discovery rate (FDR) target values for the decoy database search of peptides and proteins were set to 0.01 (strict level for highly confident identifications). Further parameters for database search were: peptide tolerance: ten ppm; fragment ion tolerance: 0.02 Da; tryptic cleavage with max. two missed cleavages; carbamidomethylation of cysteine as a fixed modification and oxidation of methionine as a variable modification; minimum peptide length: 6. The result lists were filtered for high confident peptides, and their signals were mapped across all LC-MS experiments and normalized to the total peptide amount. Protein abundance quantification was done using the Top N average method, (*N* = 3). The result lists were firstly filtered, and proteins were only kept for further investigation if they fulfilled the following characteristics: identified by at least two peptides or by one peptide representing at least 10% protein coverage. Moreover, we further removed 2872 the proteins annotated as ribosome or other cytoplasmic localized proteins in GO analysis, which were considered as background from the nuclear matrix purification.

### MAR-qPCR and MAR-seq

DNA was extracted from the isolated nuclear matrix and the input sample. To remove RNA, RNase A (Thermo Scientific, EN0531) was added to a final concentration of 20 μg/ml and incubated for 30 min at 37 °C. This was followed by digestion with 100 μg/ml Proteinase K (Ambion, AM2546) at 55 °C for 1 h. DNA was recovered by extraction with phenol:chloroform:isoamyl alcohol (25:24:1) and ethanol precipitation. The isolated input DNA was fragmented using a Bioruptor® Plus sonication device (Diagenode) to obtain the desired DNA fragment size (enriched at 200 bp). The amount of fragmented DNA was quantified by qPCR. Three biological replicates were performed. Statistical analyses were performed by using one-way ANOVA with Tukey’s test (*P* < 0.05), and different letters indicate statistically significant differences. The primers used are listed in Supplementary Data 6.

Libraries were prepared using the NEBNext® Ultra™ II DNA Library Prep Kit (NEB, E7645) according to the manufacturer’s instructions. The libraries were sequenced at Novogene (UK) via a Novaseq instrument in 150-bp paired-end mode. Two biological replicates were performed.

### Bioinformatic analysis

For RNA-seq analysis, reads were mapped to the TAIR10 wild-type Arabidopsis genome with HISAT2^60^ in paired-end mode. Differentially expressed genes were analyzed via the Subread^61^ and DESeq2^62^ R packages with a 0.05 false discovery rate (FDR). The expression level of each gene, RPKM, was calculated using a home-made script in R. The heatmap of DEGs were generated using TBtools^63^. GO term enrichment was determined at https://david.ncifcrf.gov/summary.jsp.

For MAR-seq analysis, quality control and adapter trimming of MAR-seq reads were performed with Fastp^64^. Reads were aligned to the TAIR10 reference genome using Bowtie2. Mapped reads were deduplicated using MarkDuplicates (https://broadinstitute.github.io/picard). Coverage was estimated and normalized to 10 million reads. MAR-seq peaks in wild-type and mutants were called by SCIER2^65^. The IGB genome browser was used to visualize the data and to generate screenshots. Boxplots and metagene plots were generated with R. Kolmogorov-Smirnov tests were performed at https://scistatcalc.blogspot.com. GO term enrichment was determined at https://david.ncifcrf.gov/summary.jsp.

### Histone extraction and western blot

The histone was extracted by the EpiQuik Total Histone Extraction Kit (EPIGENTEK, OP-0006-100) and followed the manufacturer’s recommendations, using 5-day-old whole plants. Extracted histones were separated on 10% Tricine-SDS-PAGE gels^57^. Primary antibodies used included anti-H3 (Sigma/H9289), anti-H3ac (Millipore/06-599), and anti-H4ac (Millipore/06-866). Signals were detected with the ChemiDoc (BIO-RAD).

### ChIP-qPCR

Approximately 1 g of 5-day-old whole plant grown under LD conditions (16 h at 23 °C under 22 μmol·m^−2^·s^−1^ continuous white light, 8 h at 23 °C dark with 70% humidity) was collected. The fresh tissue was cross-linked in 1x PBS (0.01% Triton, 1% formaldehyde) and vacuum infiltrated for 10 min on ice^66^. The cross-linking was stopped by adding glycine to a final concentration of 125 mM. Cross-linked tissues were ground to a fine powder in liquid nitrogen and resuspended in 7 ml of Honda buffer (0.4 M Sucrose, 2.5% Ficoll, 5% Dextran T40, 25 mM Tris-HCl, pH 7.4, 10 mM MgCl_2_, 0.5% Triton X-100, 0.5 mM PMSF, 10 mM β-mercaptoethanol, proteinase inhibitor cocktail (Roche, 11836145001)). The mixture was incubated on ice for 20 min followed by two times filter through Miracloth and one time through 30 μm CellTrics (Sysmex, Germany, 04-0042-2316) and centrifuged at 1500 *g* for 10 min at 4 °C. The pellet was resuspended in 150 μl Nuclei lysis buffer (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, 1 μM pepstatin A, Protease Inhibitor Cocktail) and sonicated by using a Bioruptor® Plus sonication device (Diagenode) to obtain the desired DNA fragment size (enriched at 500 bp). The following procedures were described by ref. ^66^. Immunoprecipitations were performed with anti-H3 (Sigma, H9289), anti-H3ac (Millipore, 06-599), anti-GFP (Invitrogen, A11122) and IgG Isotype Control (Invitrogen, 026102) antibodies. After the de-crosslinking, DNA was purified according to the IPure kit v2 Kit manual (Diagenode, C03010015). The amount of immunoprecipitated DNA was quantified by qPCR. Three biological replicates were performed. Statistical analyses were performed by using one-way ANOVA with Tukey’s test (*P* < 0.05), and different letters indicate statistically significant differences. The primers used are listed in Supplementary Data 6.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

### Source data

Source Data

## Data Availability

All sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE215135. Proteome raw data has been deposited at MassIVE under the dataset ID MSV000090406 [https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=aece25b2191440c8ac533865ee58545c]. Source data are provided with this paper.

# Supplementary material for: Chromatin attachment to the nuclear matrix represses hypocotyl elongation in Arabidopsis thaliana
**Source:** Nat Commun. 2024 Feb 12;15:1286. doi: 10.1038/s41467-024-45577-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Fig. 1

a

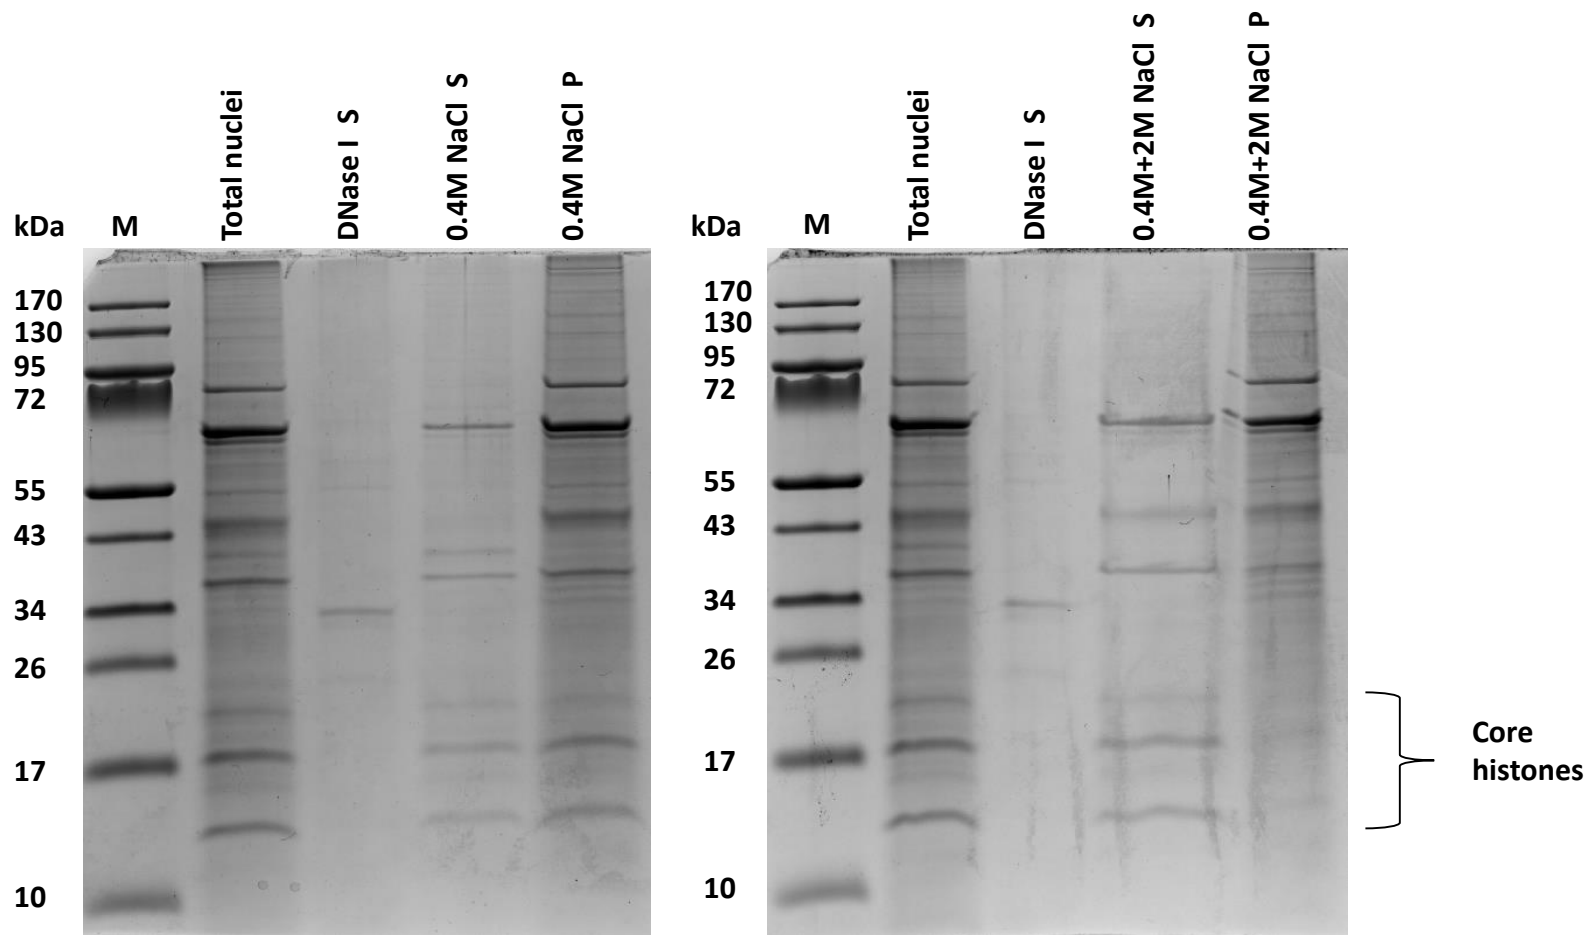

b

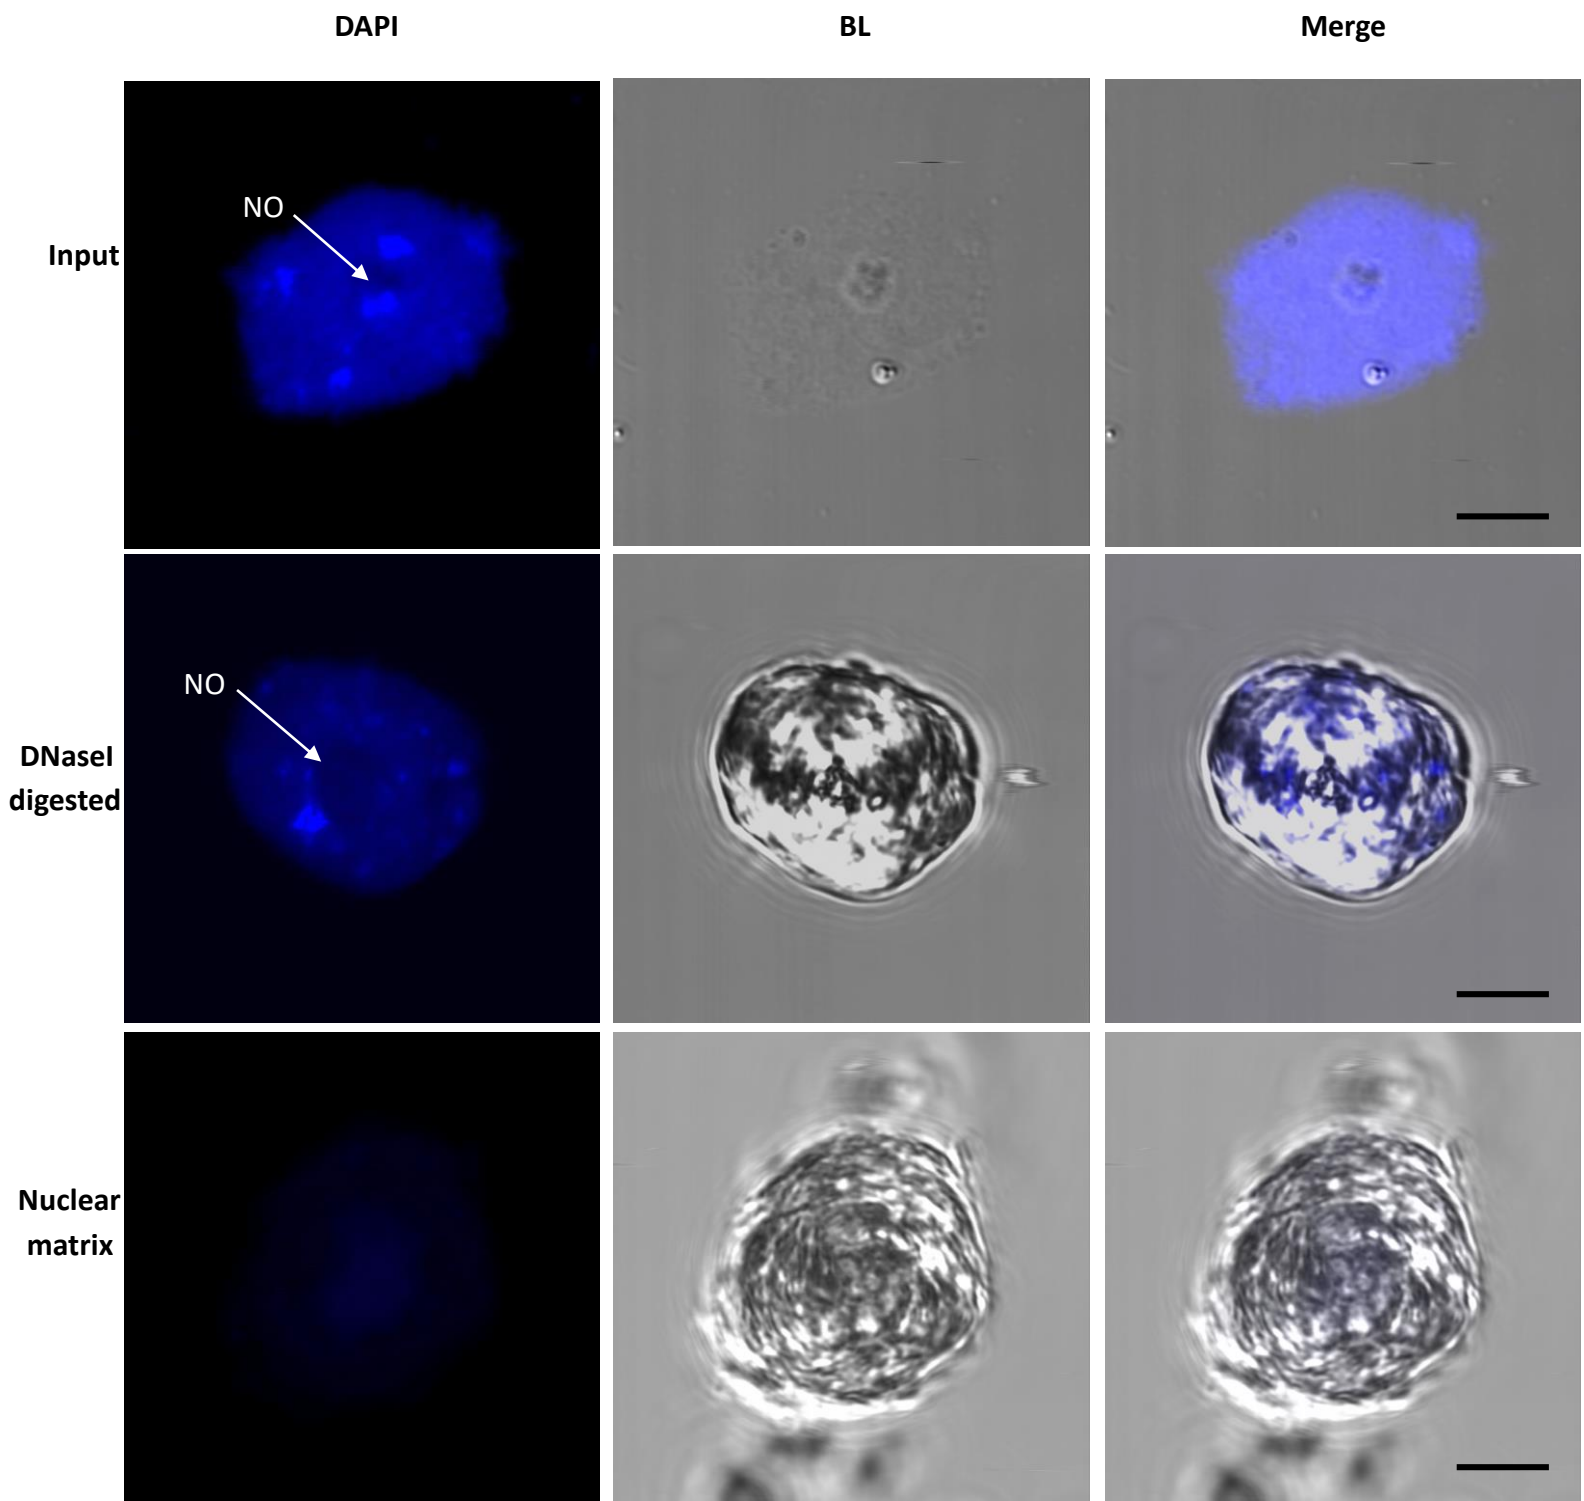

Supplementary Fig. 1. Validation of extracted protein and DNA from nuclear matrix.  
(a). Coomassie-stained SDS-tricine gels of proteins during the extraction processes. M-Marker, S-Supernant, P-nuclei pellet .  
(b). Confocal images and DAPI staining of nuclei pellet at three stages of nuclear matrix isolation. NO-nucleolus, Scale bar= 5  $\mu$ m.

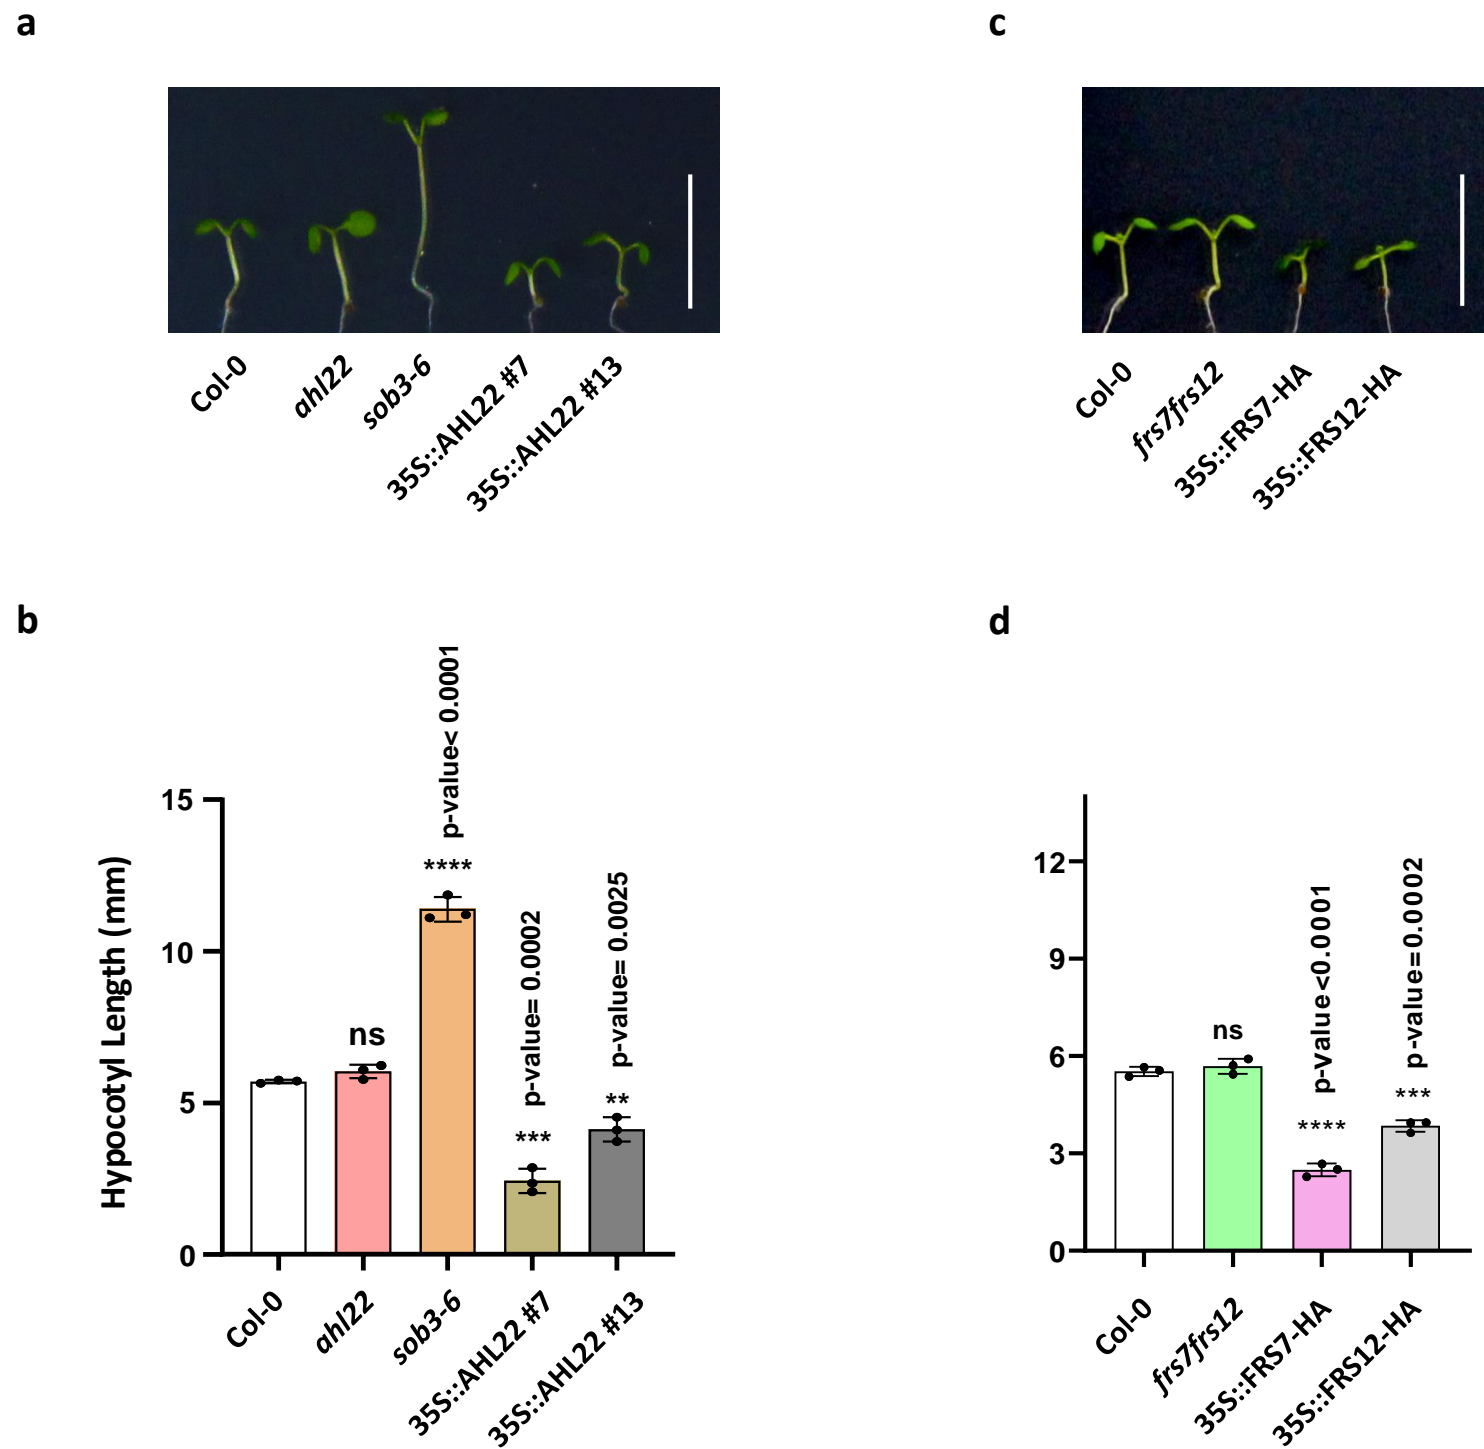

Supplementary Fig. 2. Hypocotyl phenotype

(a,c). The hypocotyl phenotype of indicated lines grown vertically under LD conditions (16h at 23 °C under 22  $\mu\text{mol}\cdot\text{m}^{-2}\cdot\text{s}^{-1}$  continuous white light, 8h at 23 °C dark) for 5 days. Scale bar= 1 cm.

(b,d). Hypocotyl lengths of indicated lines grown under LD conditions (16h at 23 °C under 22  $\mu\text{mol}\cdot\text{m}^{-2}\cdot\text{s}^{-1}$  continuous white light, 8h at 23 °C dark) for 5 days.

Average length of three independent measurements  $\pm$  standard deviations are shown. Each measurement with n=30 plants , 3 replicates in total. Unpaired two-tailed Student's t-test was used to determine significance between wild type and mutants or overexpression lines. N.S.  $p$  value >0.05, \* $p$  value  $\leq$  0.05, \*\* $p$  value  $\leq$  0.01, \*\*\* $p$  value  $\leq$  0.001, \*\*\*\* $p$  value  $\leq$  0.0001.

Supplementary Fig. 3

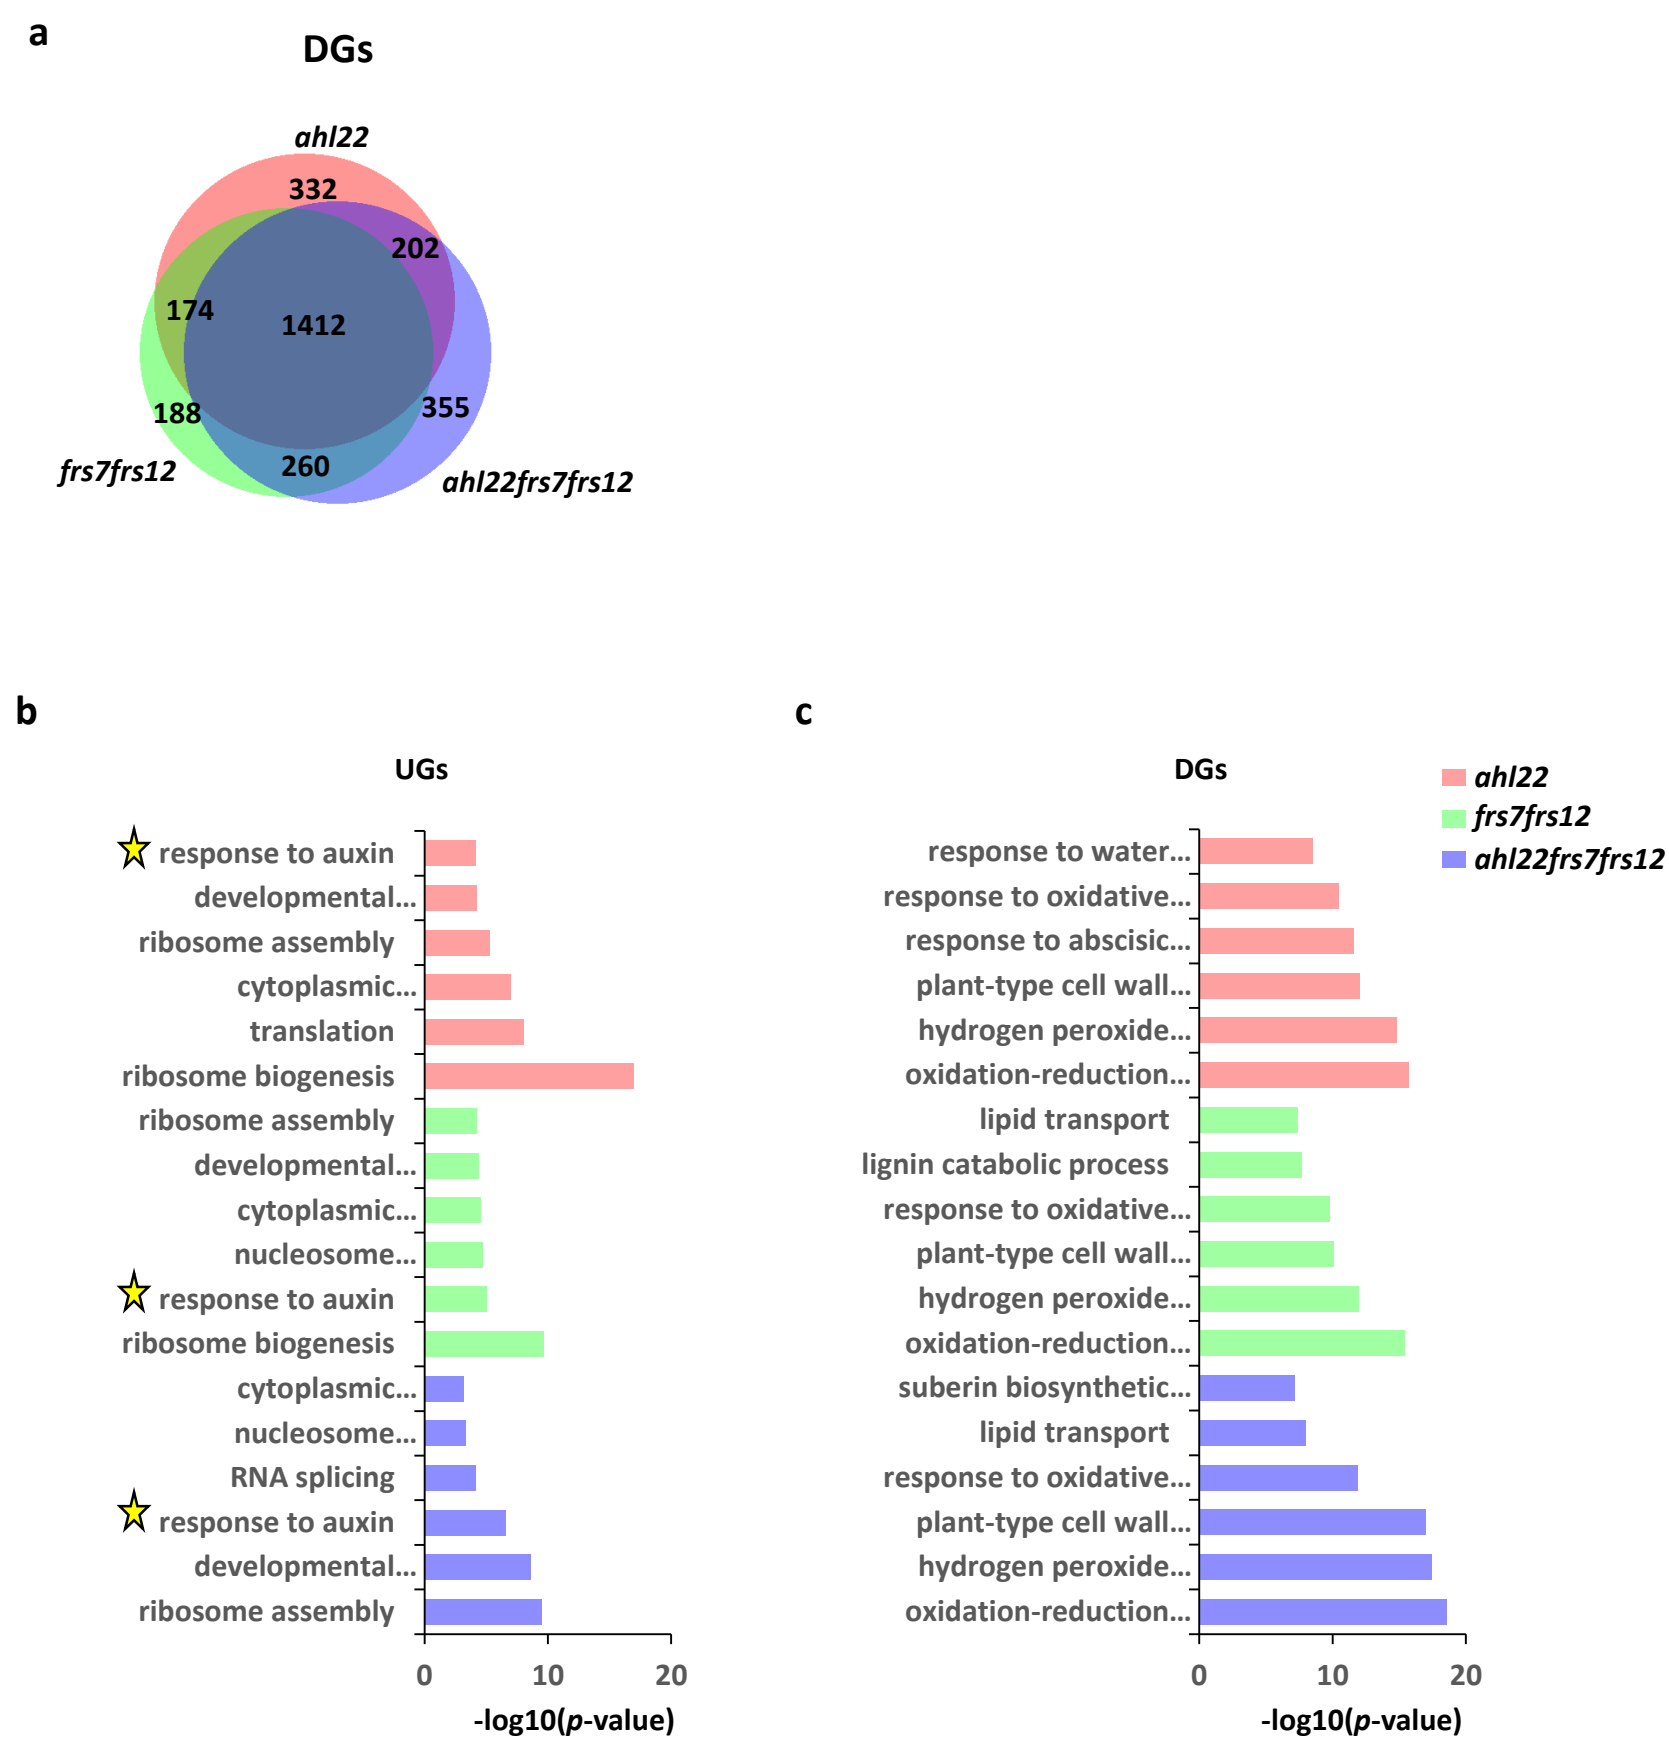

Supplementary Fig. 3. Transcriptomic analysis in the mutants. (a) Venn diagram showing the overlap of down-regulated gene in corresponding genotypes; enriched biological processes of significantly UGs (b) and DGs (c) in *ahl22*, *frs7 frs12* and *ahl22 frs7 frs12* compared to Col-0. The X-axis represent negative log10 (p-value). Yellow stars indicate pathway response to auxin.

Supplementary Fig. 4

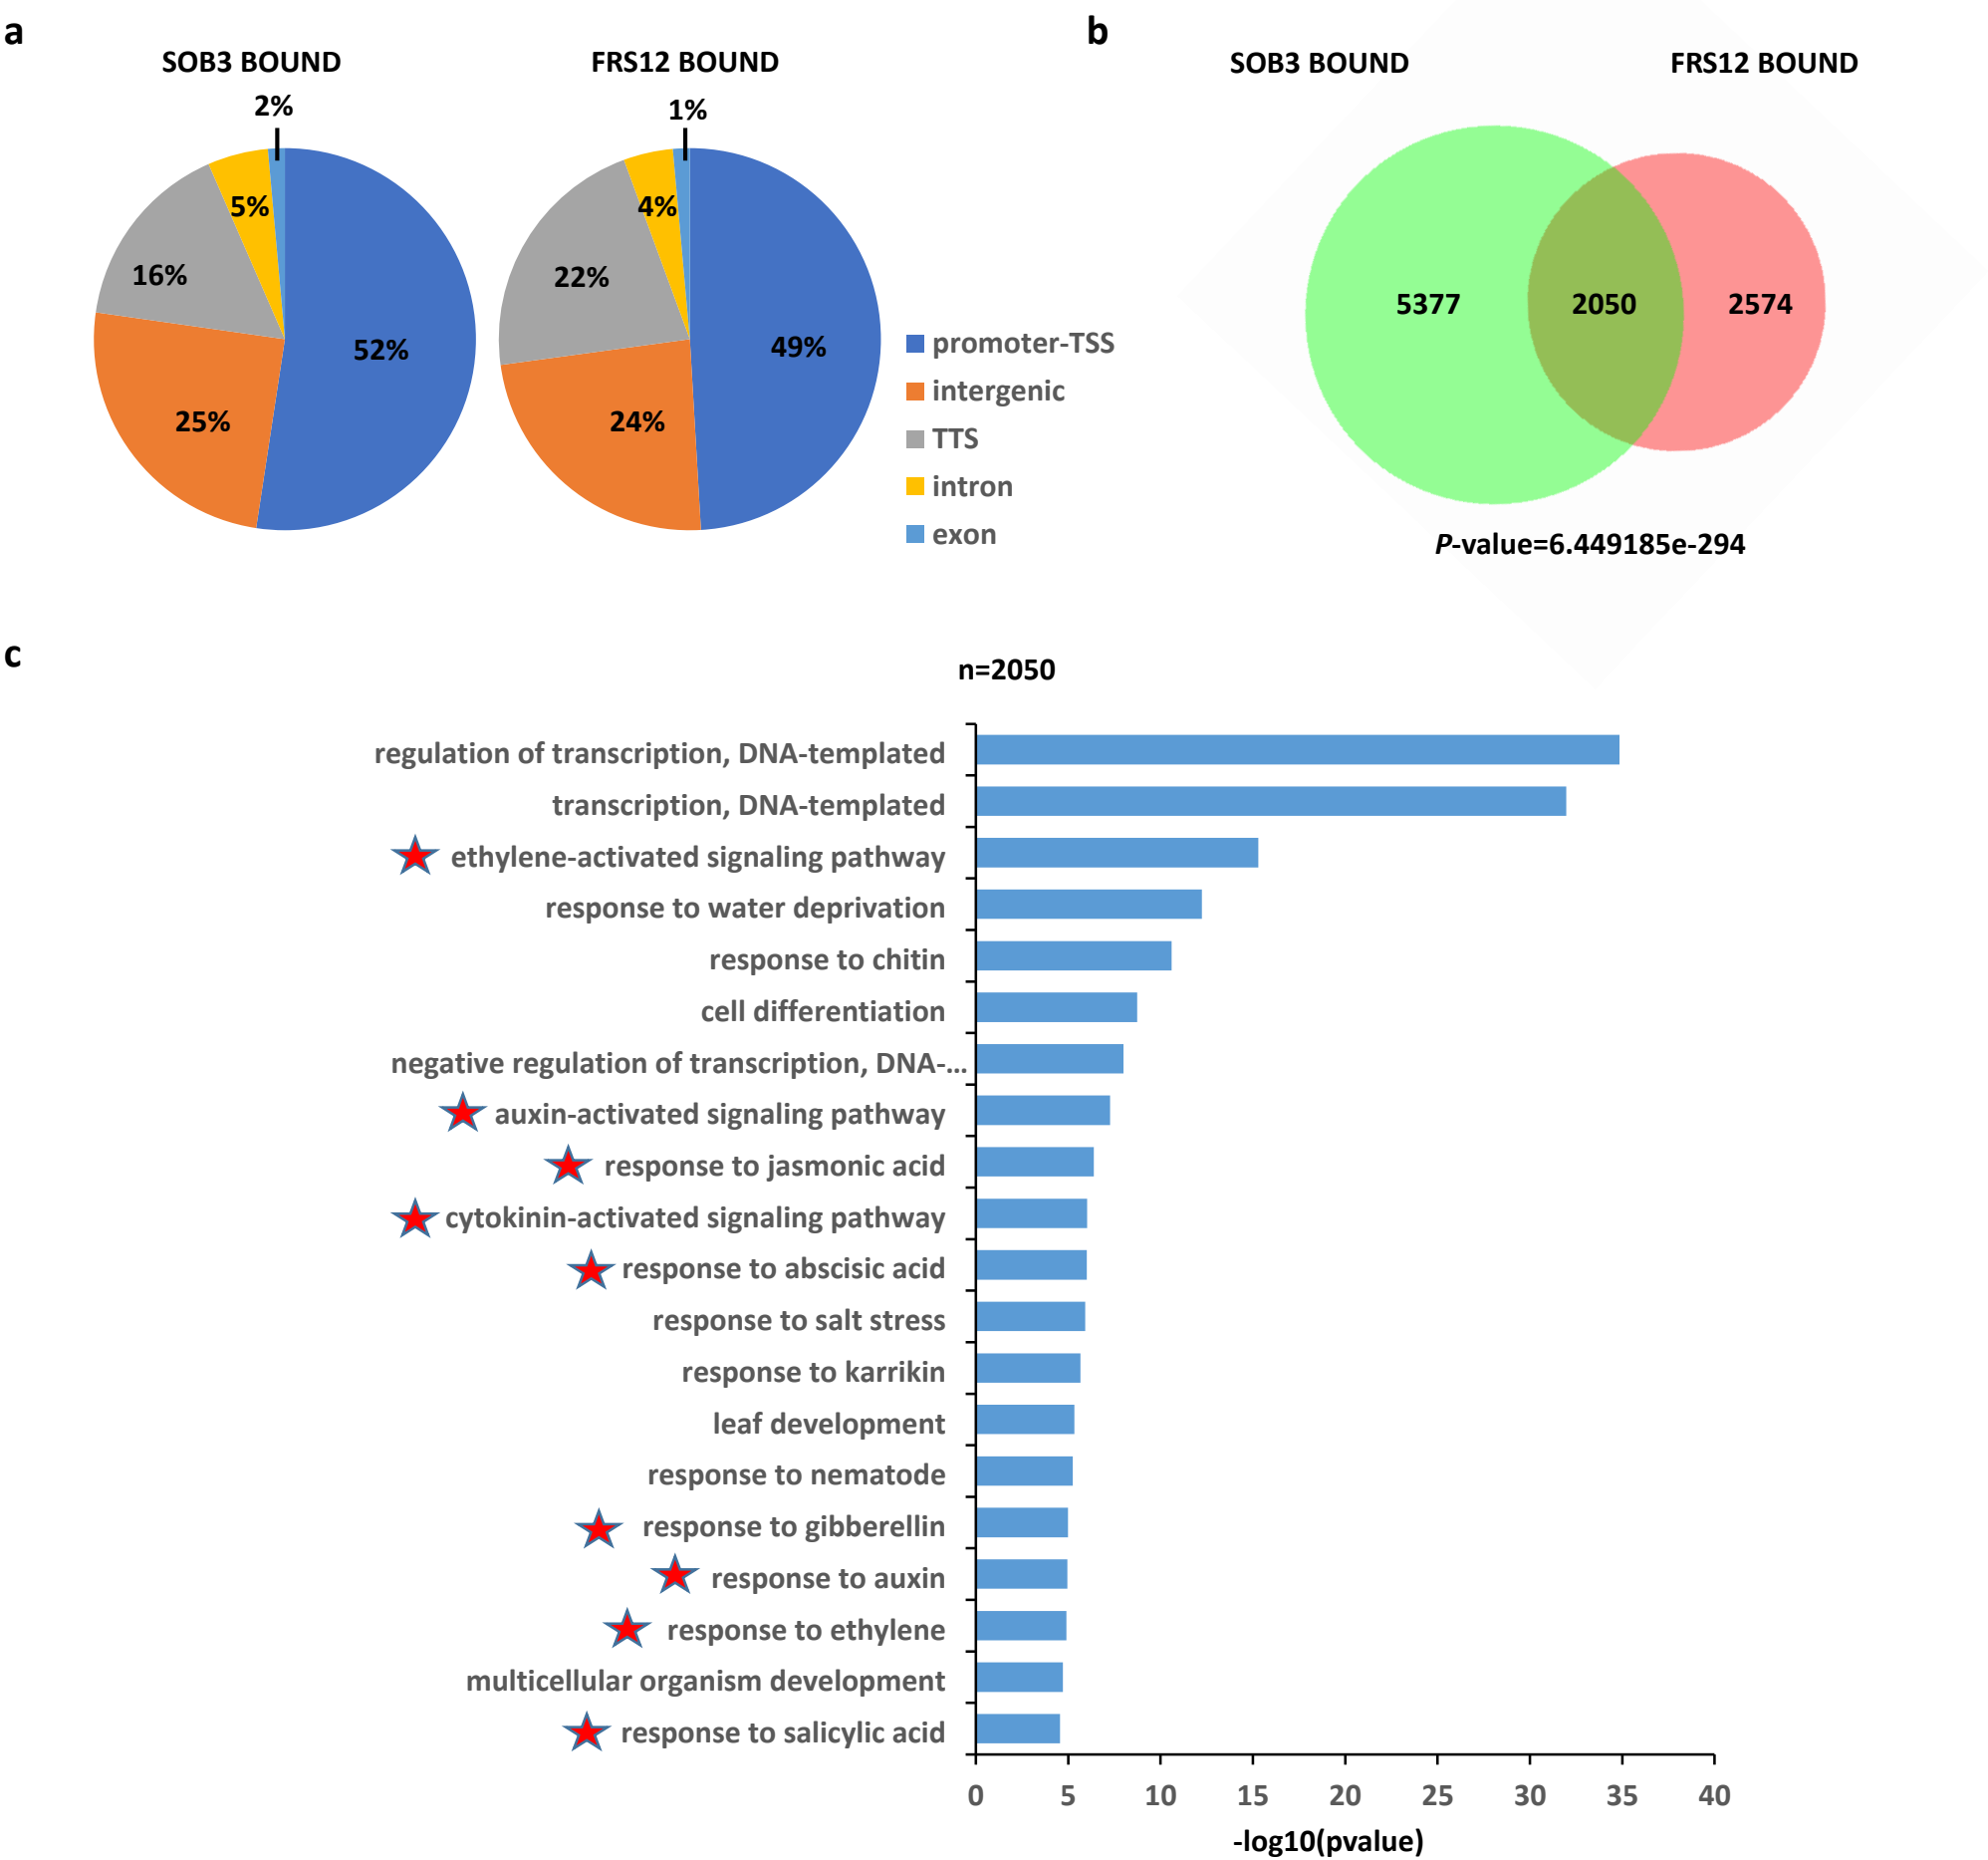

Supplementary Fig. 4. SOB3 (AHL29) and FRS7/12 co-target to phytohormone pathways.

(a). Distribution of published SOB3 and FRS12 binding sites determined from ChIP-seq data. “Promoter-TSS” is defined as -1,000 bp to +100 bp in relation to the transcription start site. “TTS” is defined as -100 bp to +1,000 bp in relation to the transcription termination site.

(b). Venn diagram showing overlap of SOB3 BOUND and FRS12 BOUND sites. Significance was tested using a hypergeometric test.

(c). Enriched biological processes of common targeted genes (n=2050) of SOB3 BOUND and FRS12 BOUND. The X-axis represent negative log10 (*p-value*). Red stars indicate phytohormone pathways.

Supplementary Fig. 5

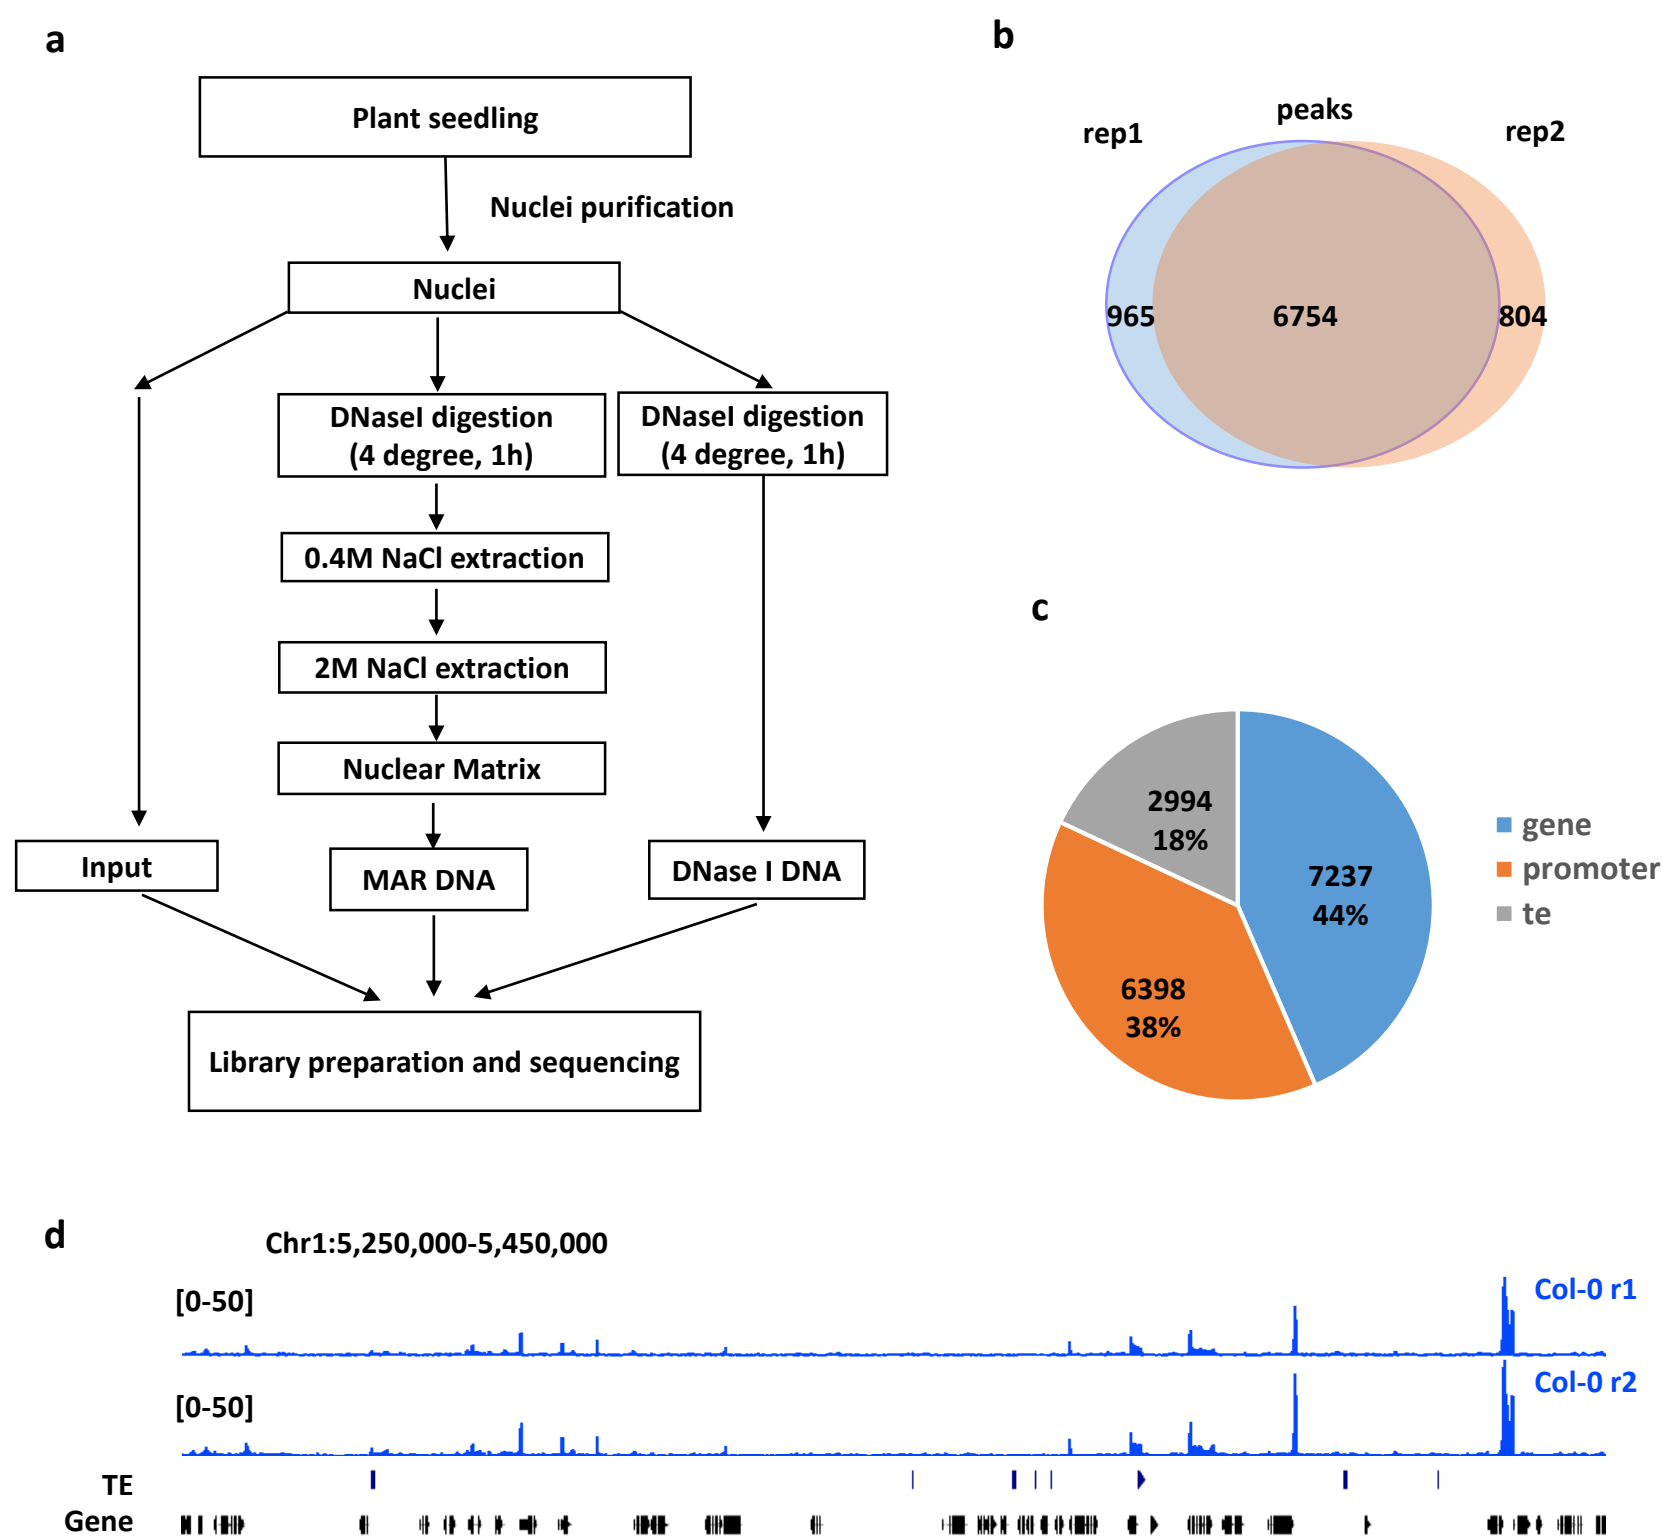

Supplementary Fig. 5. MAR-seq in WT and *ahl22 frs7 frs12*. (a) Flow diagram representing isolation of nuclear matrix and further DNA extraction. (b) Venn diagram showing the overlap of MAR peaks in WT between two replicates. (c) distribution of MAR peaks in genes, promoters, and TEs. (d) Genome browser views of a random selected region (Chr1: 5250000-5450000) showing MAR peaks in 2 replicates of Col-0. r1/r2 (replicate1/2).

Supplementary Fig. 6

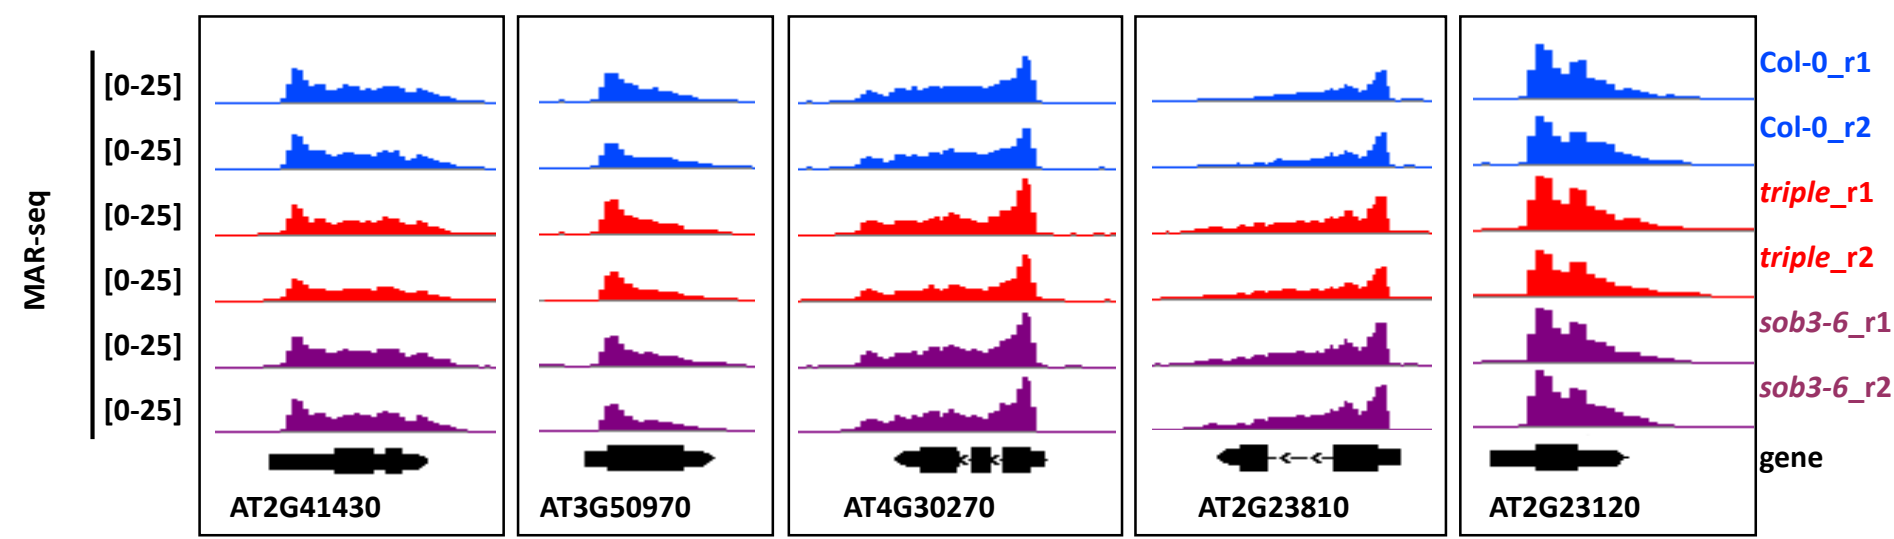

Supplementary Fig. 6. Genome browser views of two replicates of genes with no difference of MAR enrichment in Col-0, *triple* and *sob3-6*. r1/r2 (replicate1/2).

Supplementary Fig. 7

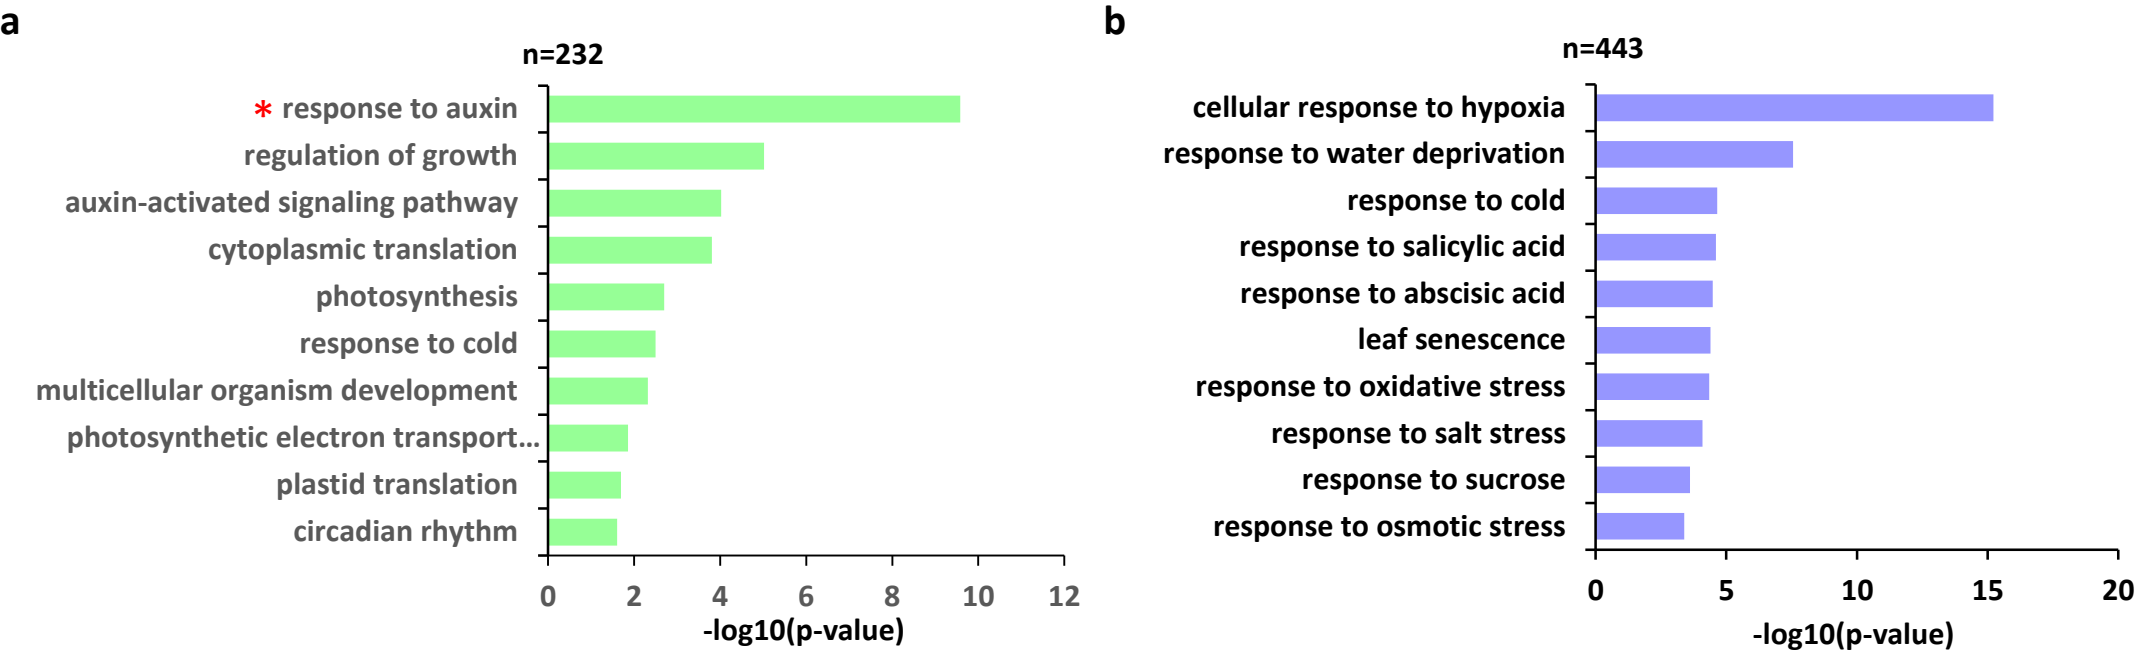

Supplementary Fig. 7. Gene ontology analysis of MAR decreased genes overlapped with DEGs in the triple mutant. (a, b). Enriched biological processes of common genes identified from MAR decreased genes and UGs (A, n=232) and DGs (B, n=443) in the triple mutant. The X-axis represent negative log10 (*p-value*).

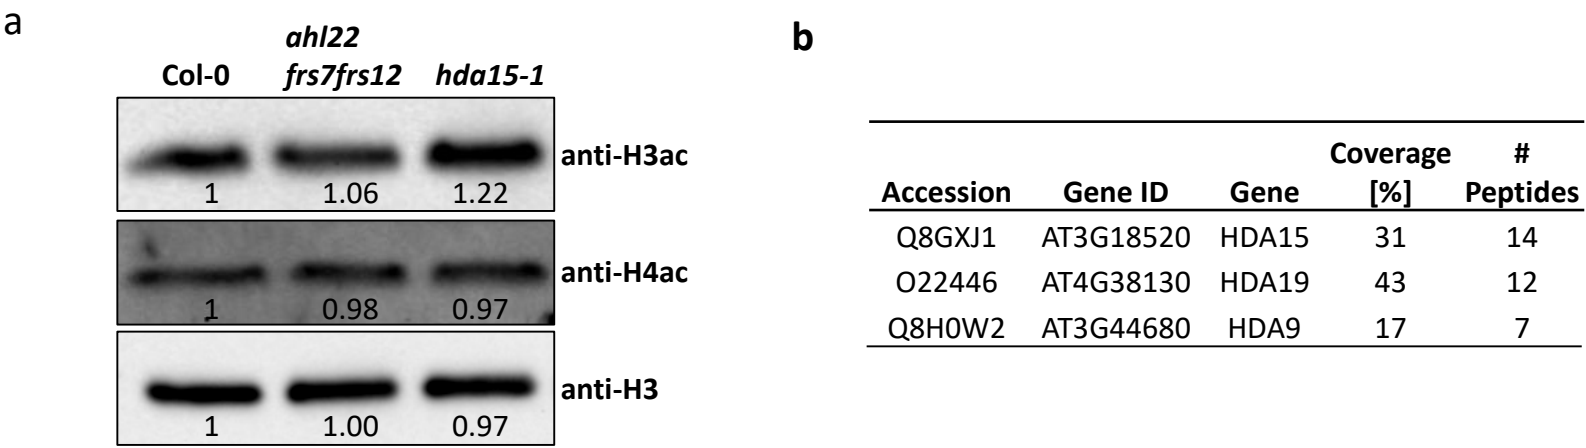

Supplementary Fig. 8. Protein level analysis of histone acetylation and HDAs. (a) Western blot for H3ac, H4ac and H3 levels in total extracts from 5-d-old whole plants of Col-0, *ahl22 frs7 frs12* and *hda15-1*. (b) Identified histone deacetylases from the LC-MS analysis.

Supplementary Fig. 9

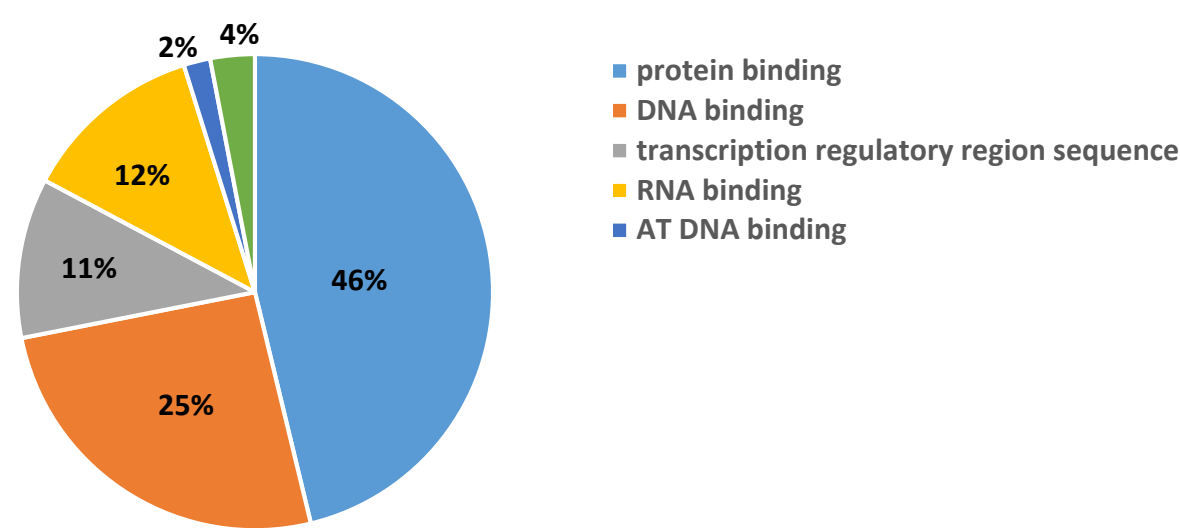

Supplementary Fig. 9. Enriched molecular function of nuclear matrix proteins from 5-d-old Col-0.

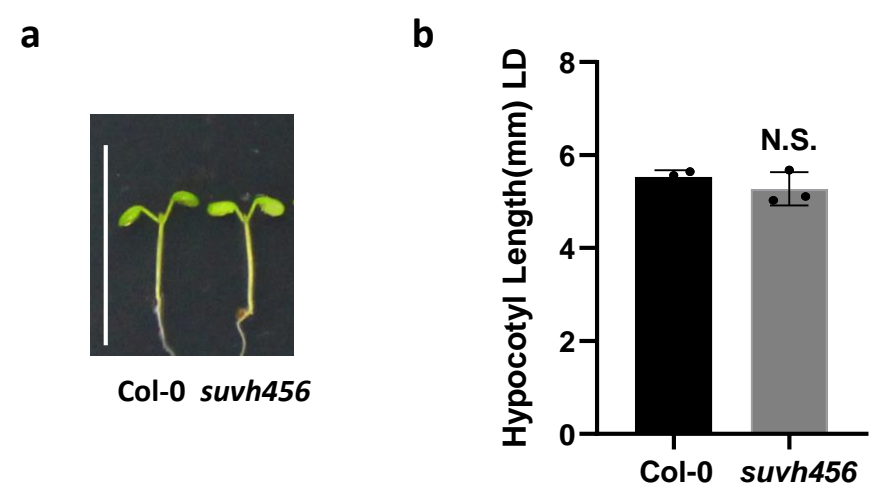

Supplementary Fig. 10. Hypocotyl phenotype of *suvh456*.  
(a). The hypocotyl phenotype of indicated lines grown vertically under LD conditions (16h at 23 °C under 22  $\mu\text{mol}\cdot\text{m}^{-2}\cdot\text{s}^{-1}$  continuous white light, 8h at 23 °C dark) for 5 days. Scale bar= 1 cm.  
(b). Hypocotyl lengths of indicated lines grown under LD conditions (16h at 23 °C under 22  $\mu\text{mol}\cdot\text{m}^{-2}\cdot\text{s}^{-1}$  continuous white light, 8h at 23 °C dark) for 5 days. Average length of three independent measurements  $\pm$  standard deviations are shown. Each measurement with n=30 plants, 3 replicates in total. Unpaired two-tailed Student's t-test was used. N.S. *p* value >0.05, \**p* value  $\leq$  0.05, \*\**p* value  $\leq$  0.01, \*\*\**p* value  $\leq$  0.001, \*\*\*\**p* value  $\leq$  0.0001.

Supplementary Fig. 11

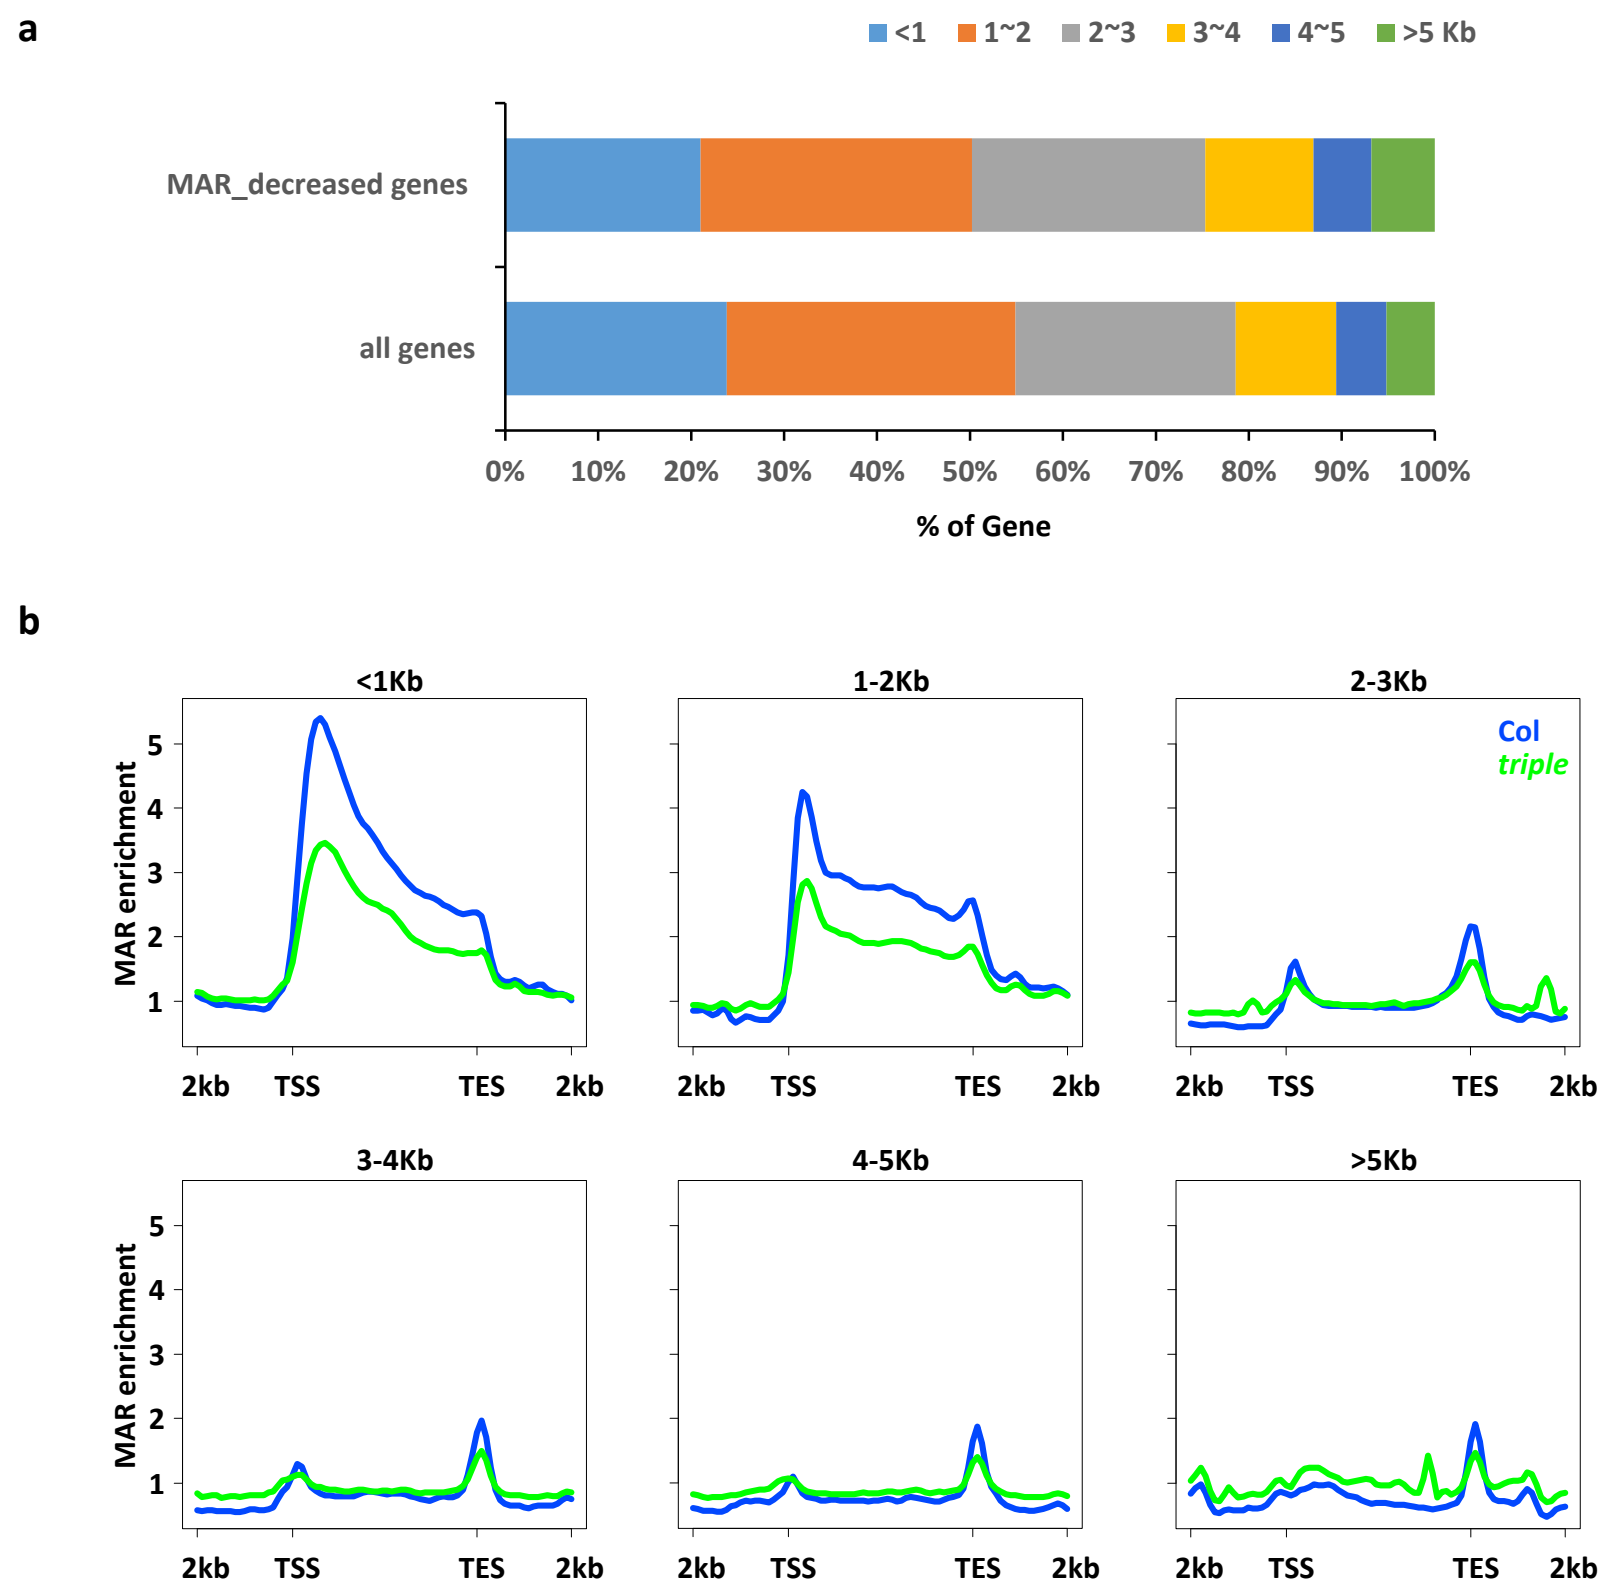

Supplementary Fig.11. Distribution of decreased MAR at different sizes of genes.  
(a). Distribution of genes over gene size ranging from 2-3 kb, 3-4 kb, 4-5 kb and larger than 5 kb in MAR decreased genes and all genes.  
(b). Metagene plot showing the average distribution of MAR enrichment over protein-coding genes grouped by gene size. TSS: transcription start site, TES: transcription end site.

# Supplementary material for: Chromatin attachment to the nuclear matrix represses hypocotyl elongation in Arabidopsis thaliana
**Source:** Nat Commun. 2024 Feb 12;15:1286. doi: 10.1038/s41467-024-45577-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** TAP-MS analysis of AHL22.

**Supplementary Data 2:** LC-MS analysis of nuclear matrix proteins.

**Supplementary Data 3:** Differentially expressed genes in ahl22, frs7frs12, ahl22frs7frs12, and hda15- 1.

**Supplementary Data 4:** Common targets bound by SOB3 and FRS12.

**Supplementary Data 5:** MAR-seq of Col-0 and ahl22frs7frs12.

**Supplementary Data 6:** List of Primers Used in This Study.

# Supplementary material for: Chromatin attachment to the nuclear matrix represses hypocotyl elongation in Arabidopsis thaliana
**Source:** Nat Commun. 2024 Feb 12;15:1286. doi: 10.1038/s41467-024-45577-5
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All sequencing samples generated in this study were prepared in house and sequenced on Illumina platforms.                                                                                                                                                                                                                                                                                                                                                                              |
| Data analysis   | <div>HISAT 2 (v2.0.4)<br/>Deseq 2 (v1.28.1)<br/>FASTP (v0.20.0)<br/>R (v4.1.0)<br/>SCIER 2<br/>Mascot Distiller (version 2.5.0, Matrix Science)<br/>Mascot search engine (version 2.5.1, Matrix Science)<br/>SymPhoTime software package (v5.2.4.0; PicoQuant)<br/>GraphPad Prism (version 9.0.0)<br/>Proteome Discoverer (version 2.4)<br/>Sequest HT engine (Thermo Scientific)<br/>ChemiDoc (BIO-RAD)<br/>Detailed parameters are described in relative sections in "Methods".</div> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE215135 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215135>). Proteome raw data has been deposited at MassIVE (<https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=aec25b2191440c8ac533865ee58545c>) under the dataset ID MSV000090406.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                |
|-----------------------------|----------------|
| Reporting on sex and gender | not applicable |
| Population characteristics  | not applicable |
| Recruitment                 | not applicable |
| Ethics oversight            | not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed for each replicate. For MAR-seq, ChIP, and gene expression, the weight of each batch of harvested samples was approximately 1g, which was required as the starting material. For these experiments, such a sample size is widely accepted by the Arabidopsis research community.<br>Sample sizes of all box plots in this study were intrinsically linked to samples fulfilling a given selection criterion, which was described clearly in the manuscript. |
| Data exclusions | No data was excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | ChIP-qPCR 2 biological replicates; MAR-seq data: 2 biological replicates; RNA-seq data: 2 biological replicates; RT-qPCR: 2 biological replicates; All the attempts at replication were successful.                                                                                                                                                                                                                                                                                                  |
| Randomization   | Plants with identical sample identity were grown in at least three pots or on three half-strength MS medium plates, which were placed randomly in the growth chamber.<br>For sample harvesting, randomization was also applied, in which control- and heat-stressed plants of the same genotype were randomly chosen from the corresponding pots or medium plates.                                                                                                                                   |
| Blinding        | Blinding was not applicable. For both the experiments in wet lab and NGS data analyses, we applied identical protocol and pipeline to individual samples, respectively.                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The following commercial antibodies were used: anti-GFP (B-2) antibody (SANTA CRUZ sc-9996, 1:50), anti-FLAG antibody (F1804, Sigma, 1:1000), anti-H3 (Sigma/H9289), anti-H3ac (Millipore /06-599), and anti-H4ac (Millipore/06-866).

## Validation

All antibodies have been validated by the vendors. Primary antibodies that recognize HA- or GFP-tagged proteins were also validated by ourselves by including wild-type materials (for western blot) as negative controls.

Addition information from manufacturers:

anti-GFP (B-2) antibody (SANTA CRUZ /sc-9996)

<https://www.scbt.com/p/gfp-antibody-b-2>

anti-FLAG antibody (Sigma /F1804)

<https://www.sigmaaldrich.com/DE/de/product/sigma/f1804>

anti-H3 (Sigma /H9289)

<https://www.sigmaaldrich.com/DE/de/product/sigma/h9289>

anti-H3ac (Millipore /06-599)

[https://www.merckmillipore.com/DE/de/product/Anti-acetyl-Histone-H3-Antibody,MM\\_NF-06-599?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/DE/de/product/Anti-acetyl-Histone-H3-Antibody,MM_NF-06-599?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)

anti-H4ac (Millipore/06-866)

[https://www.merckmillipore.com/DE/de/product/Anti-acetyl-Histone-H4-Antibody,MM\\_NF-06-866?ReferrerURL=https%3A%2F%2Fwww.google.com%2F](https://www.merckmillipore.com/DE/de/product/Anti-acetyl-Histone-H4-Antibody,MM_NF-06-866?ReferrerURL=https%3A%2F%2Fwww.google.com%2F)

How the deposited data were processed for this re-analysis (not part of the article)

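RNA-seq libraries from whole 5-day-old seedlings of Col-0, *ahl22*, *frs7 frs12*, *ahl22 frs7 frs12* and *hda15-1* were analysed. The authors mapped the paired-end reads to TAIR10 with HISAT2 and counted them per gene with Subread, and they deposited the raw counts in 4 tables, 1 for each mutant, without normalization. The 16 columns of the tables hold 12 distinct libraries, because 3 tables share 1 pair of Col-0 libraries. The *ahl22 frs7 frs12* table holds another Col-0 pair whose columns carry no replicate number. The sample labels list 1 pair of Col-0 RNA-seq libraries, and the column names of the shared pair match it. All columns were used. MAR-seq, TAP, RT-qPCR, ChIP and hypocotyl data were not analysed here.

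The tables hold 27416 genes, of which 26719 were matched to the TAIR10.1 annotation, which gave coordinates, exon lengths and descriptions. The libraries held 12537767 to 21400580 counts on 20850 to 23804 genes with a read, and the 10 most abundant genes held 12.1% to 14.5% of them. With R 4.3.3, each mutant was compared with the Col-0 pair of its own table by the quasi-likelihood test of edgeR 4.0.16, with TMM normalization, filterByExpr by genotype, no robust option and Benjamini-Hochberg adjustment. DEGs had an adjusted p below 0.05 and a log2 fold change above 1 (UGs) or below -1 (DGs). On simulated data with 200 changed genes among 18928, this test recovered 200 (100%) with 2 false calls, and DESeq2 1.42.0 recovered 195 (97.5%) among 22203 genes with 0 false calls. All changed genes were well expressed and had an absolute log2 fold change of 2, with the same dispersion for every gene. These shares therefore do not give the sensitivity for low counts or for changes near the threshold. CPM values are TMM-normalized over all libraries together, and a pseudocount of 1 was added for correlations. RPKM values were computed from the deposited counts and the exon lengths of TAIR10.1.

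Overlaps of UGs and of DGs were tested with Fisher's exact test, two-sided, over the genes tested in all the comparisons concerned, and correlations of log2 fold changes were set beside 10 simulated draws of unchanged groups that share the control libraries. The *ahl22 frs7 frs12* mutant was compared with *ahl22* and *frs7 frs12* in a joint fit of these mutants and the 4 Col-0 libraries, and all pairs of mutants were compared in a fit of all libraries. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 9 sets: the SAUR family (80 genes), the class III peroxidases (73), the cytosolic ribosomal proteins (108), and lists of root, shoot, morning clock, evening clock, hypoxia and PIF-target genes written from general knowledge. Enrichment of GO terms was not analysed here. The share of DEGs within 2 Mb of the mutated genes was compared with that elsewhere by Fisher's exact test.

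Genes named in the text are those the paper names in its RNA-seq results, the mutated genes, and for each mutant the 2 DEGs with the largest rise and the 2 with the largest fall among those whose replicates do not overlap and whose mean is at least 50 normalized counts in the higher group. Where all libraries of a group held at most 3 counts, a fold change is given as a lower bound. Of 57 such genes, blastn 2.17.0 found 12 with a sequence of at least 150 nt at 95% identity or more in another gene, and 12 overlap another gene.

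Alternatives were DESeq2, RLE and upper-quartile normalization, no filter on low counts, at least 10 counts in every library, all libraries in a single fit, the replicate number as a block, glmTreat against a fold change of 2, fry and camera with an estimated correlation, other window sizes, and leaving out each replicate. The comparisons with the other Col-0 pair, alone and with DESeq2, with every mutant against the same pair, and with the 2 Col-0 pairs as separate groups were added after the data had been seen. Figures were drawn with matplotlib 3.10.9.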

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

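Of the tests in this part, those of the clock lists, of *FRS12* and *AHL22* in the Col-0 pairs, of mixed samples, and of the DEGs and the SAUR family against the other Col-0 pair were chosen only after the result was seen, and the others before.

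The first result concerns libraries that the paper does not compare with each other. Between the Col-0 pair of the *ahl22 frs7 frs12* table and the shared Col-0 pair, 3177 of 19214 genes passed the threshold for DEGs (1271 higher and 1906 lower in the pair of the *ahl22 frs7 frs12* table), although both are Col-0. DESeq2 called 2744. Of the technical explanations, gene length, GC content, depth and a few abundant genes are argued against as the whole cause, since 2947 genes were left after correction for gene length, 2895 after correction for GC content, 3138 with every library thinned to 12771163 counts, and 3170 without the 100 most abundant genes. An exchange of libraries with *frs7 frs12* or *ahl22 frs7 frs12* is argued against by *FRS12*, which was higher in the Col-0 pair of the *ahl22 frs7 frs12* table than in *frs7 frs12* by a log2 fold change of 3.18, and an exchange with *ahl22* by *AHL22*, which was higher than in *ahl22* by 1.63 (adjusted p = 0.00386 from edgeR's test). However, *AHL22* was lower in the Col-0 pair of the *ahl22 frs7 frs12* table than in the shared Col-0 pair, by a log2 fold change of -2.56 (adjusted p = 2.79e-08 from edgeR's test), and its difference from *frs7 frs12*, of 0.91, did not pass the threshold (adjusted p = 0.0685 from edgeR's test). To reach that level of *AHL22*, a mix of Col-0 like the shared pair with *ahl22* would need 87.8% of *ahl22*, which is argued against by 69 UGs in *ahl22* against the Col-0 pair of the *ahl22 frs7 frs12* table, since that share allows log2 fold changes up to 0.188. A mix with *frs7 frs12* or *ahl22 frs7 frs12* would put *FRS12* at 6.53 or 6.61 CPM, and is argued against by its 37.4 CPM. Another line with little *AHL22* transcript, or a lower level of *AHL22* under other conditions, was not tested and stays open.

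Low oxygen during handling cannot be told apart from the other explanations, since members of the hypoxia list went both ways (median log2 fold change -0.24, 3 of 10 genes higher, 1 UG and 2 DGs, adjusted p = 0.609 from camera). *SUS1*, with 24.5 CPM in the shared Col-0 pair and 17.6 in the other, *LBD41* (12.7 and 4.74) and AT4G33070 (7.18 and 1.34) were higher in the shared Col-0 pair, and *HB1* (3.97 and 9.85) was lower.

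Among the other explanations left open, a smaller share of root tissue may underlie part of the difference between the Col-0 pairs. The root list had a median log2 fold change of -1.93, with 0 of 20 tested genes higher and 17 DGs (adjusted p = 5.16e-10 from camera), while the shoot list had 0.11 (9 of 16 higher, adjusted p = 0.173 from camera). Of its most abundant genes, *PHO1* had 108 CPM in the shared Col-0 pair and 28.2 in the other, *CASP1* 61.0 and 15.7, and *CYP86A1* 49.5 and 2.81, whereas *SCR* had 42.4 and 34.5 and *SHR* 25.3 and 21.0. In the shoot list, *CAB1* had 39892 and 34549 CPM and *RBCS1A* 12742 and 13321. The seedlings were whole plants and so hold both tissues, and a change of root genes within roots would look the same. A different time of harvest may also contribute. The evening clock list had a median of -1.32 (1 of 9 genes higher, adjusted p = 6.41e-06 from camera) and the morning list 0.77 (6 of 8 higher, adjusted p = 0.000760 from camera). In the evening list, *GI* had 147 CPM in the shared Col-0 pair and 45.4 in the other and *PRR5* 49.2 and 5.88, whereas *STO*, the most abundant, had 213 and 264. In the morning list, AT3G54500 had 182 and 462, *CCA1* 15.5 and 31.9, and *LHY* 4.42 and 24.7, whereas *PRR7* had 132 and 114 and *LCL1* 102 and 92.0. The PIF-target list had a median of -0.069 (4 of 8 higher, adjusted p = 0.822 from camera), with *XTH15* at 101 and 47.1 CPM and *IAA29* at 32.3 and 58.0. No gene is in more than 1 of these lists, and 2 of the morning list, *LHY* and *RVE8*, are in Fig. 3d. With fry the calls for the root and both clock lists were kept (adjusted p = 0.0370 for the root list and 0.00866 for the clock lists) and the shoot list also passed the threshold, upwards (adjusted p = 0.0389), and with the estimated correlation none was. Growth conditions, batch and age within the 5-day stage cannot be separated from these with the labels at hand. No biological explanation was tested, since both pairs carry the same label.

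The second result is that *ahl22 frs7 frs12* had 270 DEGs against the Col-0 pair of its own table, a comparison that the table offers and whose count the paper does not give. The DEGs against the shared Col-0 pair were mostly not found against the other pair, with 2.03% in *ahl22*, 5.71% in *frs7 frs12* and 4.80% in *ahl22 frs7 frs12* called in the same direction against both. These shares fit the difference between the 2 Col-0 pairs as a source of most of these calls, and argue against counts that do not depend on the Col-0 pair. The same holds for the SAUR family, which was higher against the shared Col-0 pair and had medians of -0.12 in *ahl22*, -0.12 in *frs7 frs12* and -0.089 in *ahl22 frs7 frs12* against the other. It was itself higher in the Col-0 pair of the *ahl22 frs7 frs12* table than in the shared pair, with a median of 1.04 (49 of 57 genes higher, 28 UGs and 3 DGs, adjusted p = 3.43e-08 from camera). The peroxidases had a median of -1.43 and the ribosomal proteins one of 0.65 in that comparison. Which Col-0 pair was grown and harvested together with which mutant remains open, since the labels do not say. If the shared Col-0 pair was handled with *ahl22* and *frs7 frs12*, an effect of these mutants on the SAUR family could still be present, and the values of -0.12 cannot decide that. In 15 checks of the 4 Col-0 libraries, 0 libraries lay far from the rest. These checks look for 1 library apart from the others, so they cannot flag a split into 2 pairs. The mutant libraries were not checked in this way.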

How the results depend on the processing

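Of the tests in this part, the alternatives with the other Col-0 pair, with every mutant against the same Col-0 pair, and with the 2 Col-0 pairs as separate groups were chosen only after the results were seen. A count was labelled as kept within a set factor of its main value, and as moved beyond it. A tested value was labelled as kept if its direction and side of the threshold stayed. For 122 results, the alternatives set before the data were examined gave 230 values of the main results of each comparison that were kept, 75 that moved, 20 weaker, 4 stronger and 3 reversed. For single genes, fold bounds and correlations these were 265, 30, 14, 2 and 11. The alternatives chosen later gave 39, 50, 4, 6 and 21 of the former and 42, 9, 1, 5 and 24 of the latter. With RLE, every main result listed under it was kept. The cause of a change was not tested, apart from the differences between the Col-0 pairs and where the construction of an alternative shows it.

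With all libraries in a single fit, where Col-0 is 1 group of 4 libraries and its spread includes the difference between the pairs, *ahl22* had 15 UGs and 14 DGs, *frs7 frs12* 61 UGs and 121 DGs, *hda15-1* 245 UGs and 168 DGs, and *ahl22 frs7 frs12* 93 DGs. The overlaps fell to 4 UGs and 6 DGs for *ahl22* and *frs7 frs12*, 5 and 3 for *ahl22* and *ahl22 frs7 frs12*, 5 and 6 for *hda15-1* and *ahl22 frs7 frs12*, and 2 and 2 for all 3 mutants, and that of *frs7 frs12* and *ahl22 frs7 frs12* to 52 DGs. Log2 fold changes that changed sign in this fit were, in *ahl22 frs7 frs12*, *SAUR14* 0.46, *SAUR15* 0.63, *SAUR16* 0.30, *SAUR20* 0.53, *SAUR78* 0.23, and in *hda15-1*, *SAUR6* -0.69, *SAUR14* -0.85, *SAUR15* -1.31, *SAUR16* -0.72, *SAUR20* -0.84, *SAUR21* -0.30.

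With glmTreat, which asks for a change beyond 2-fold and so calls fewer genes, *ahl22* had 296 UGs and 1325 DGs, *frs7 frs12* 368 UGs and 1300 DGs, *ahl22 frs7 frs12* 16 UGs and 32 DGs and *hda15-1* 151 UGs and 147 DGs. The overlaps of UGs and DGs were 172 and 1060 for *ahl22* and *frs7 frs12*, 2 and 11 for *ahl22* and *ahl22 frs7 frs12*, 8 and 23 for *frs7 frs12* and *ahl22 frs7 frs12*, 0 and 3 for *hda15-1* and *ahl22 frs7 frs12*, and 0 and 11 for all 3.

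With DESeq2, *ahl22 frs7 frs12* had 339 genes lower at the looser threshold, *ahl22* and *ahl22 frs7 frs12* shared 34 DGs and all 3 mutants 34. In the joint fit, *ahl22 frs7 frs12* then had 59 UGs and 121 DGs against *ahl22*, and 29 and 37 against *frs7 frs12*. Between the mutants, DEGs rose from 62 to 127 for *frs7 frs12* against *ahl22*, from 88 to 192 for *ahl22 frs7 frs12* against *ahl22*, from 27 to 65 for *ahl22 frs7 frs12* against *frs7 frs12*, and from 754 to 1557 for *hda15-1* against *ahl22 frs7 frs12*. Without a filter on low counts, *ahl22 frs7 frs12* had 267 DGs, and 951 genes higher and 935 lower at the looser threshold. The shared DGs were then 87 for *ahl22* and *ahl22 frs7 frs12*, 31 for *hda15-1* and *ahl22 frs7 frs12*, and 86 for all 3. With at least 10 counts in every library, which leaves fewer genes, *ahl22* and *frs7 frs12* shared 1041 DGs, *frs7 frs12* and *ahl22 frs7 frs12* 29 UGs, and *hda15-1* and *ahl22 frs7 frs12* 7 DGs. Upper-quartile normalization shifted the median log2 fold change of all genes from 0.021 to 0.12 in *ahl22* and from 0.022 to 0.10 in *frs7 frs12*, and the share of UGs among the DEGs of *ahl22* from 38.7% to 48.0%.

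The replicate numbers are shared labels, since deviations of libraries with the same number correlated at -0.019 to 0.196 over 10 pairs of groups, 2 of them above 0.1 and 0 below -0.1. With a replicate block in the joint fit, which leaves out the Col-0 pair of the *ahl22 frs7 frs12* table because it carries no number, *ahl22 frs7 frs12* had 200 UGs, 291 DGs and 12 higher genes of Fig. 3d against *ahl22*, and 100, 123 and 5 against *frs7 frs12*. Of Fig. 3d, 4 genes were lower against *ahl22* and 1 against *frs7 frs12*, adjusted over the list alone. DEGs between the mutants were 304 for *frs7 frs12* against *ahl22*, 462 and 189 for *ahl22 frs7 frs12* against *ahl22* and *frs7 frs12*, and 3078, 3088 and 2681 for *hda15-1* against *ahl22*, *frs7 frs12* and *ahl22 frs7 frs12*. With the block, *ahl22* had 1322 UGs and 2120 DGs against the shared Col-0 pair, *frs7 frs12* 1346 UGs and 2228 DGs and *hda15-1* 815 UGs and 746 DGs. No paired analysis was possible because the Col-0 pair carries no numbers for *ahl22 frs7 frs12* against the Col-0 pair of its own table.

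With the 2 Col-0 pairs as separate groups, the joint fit gave 159 UGs, 292 DGs and 8 higher genes of Fig. 3d in *ahl22 frs7 frs12* against *ahl22*, and 72, 103 and 4 against *frs7 frs12*. The DEGs between mutants, in the same order as with the block, were 253, 422, 152, 3057, 3053 and 2636.

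With camera's correlation estimated from the data, calls were lost at unchanged medians for the SAUR family, the peroxidases, the ribosomal proteins and the root list in *ahl22* (0.99, -2.43, 0.52, -2.56) and *frs7 frs12* (0.84, -1.71, 0.54, -2.06), the evening list in *frs7 frs12* (-0.80), the ribosomal proteins and shoot list in *ahl22 frs7 frs12* (0.12, 0.10), and the peroxidases, ribosomal proteins, morning, evening and PIF-target lists in *hda15-1* (-0.31, 0.70, 1.54, -1.86, -0.47). With fry, the morning and evening lists in *ahl22* (0.16, -0.43) and the morning list in *frs7 frs12* (0.057) passed the threshold, and calls were lost for the ribosomal proteins and shoot list in *ahl22 frs7 frs12* (0.12, 0.10) and the peroxidases and PIF-target list in *hda15-1* (-0.31, -0.47).

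With the other Col-0 pair, *ahl22* had 69 UGs and 73 DGs, *frs7 frs12* 122 UGs and 203 DGs, *ahl22 frs7 frs12* 1562 UGs and 2330 DGs (5163 and 5602 at the looser threshold) and *hda15-1* 1559 UGs. With DESeq2 as well, these were 33 UGs and 30 DGs, 85 UGs and 158 DGs, 1288 UGs and 2238 DGs (3689 and 4580) and 1384 UGs and 420 DGs. Set medians that reversed, gained or lost the call were, in *ahl22*, -0.12 (SAUR family), -0.15 (ribosomal proteins), -0.30 (shoot), -0.50 (morning), 0.96 (evening) and 0.26 (PIF targets). In *frs7 frs12* they were -0.12 (SAUR family), -0.13 (peroxidases), -0.061 (ribosomal proteins), -0.056 (root), -0.053 (shoot), -0.55 (morning), 0.65 (evening) and 0.37 (PIF targets). In *ahl22 frs7 frs12* they were 1.03 (SAUR family), -1.66 (peroxidases), -2.09 (root), 0.55 (morning), -1.37 (evening) and -0.18 (hypoxia). In *hda15-1* they were -0.81 (SAUR family), 1.22 (peroxidases), 0.0074 (ribosomal proteins), 1.54 (root), 0.45 (morning), -0.30 (evening) and -0.050 (hypoxia).

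Log2 fold changes reversed by the other Col-0 pair, with DESeq2's values in parentheses, were in *ahl22 frs7 frs12* *SAUR14* 1.66 (1.65), *SAUR15* 2.60 (2.60), *SAUR16* 1.68 (1.67), *SAUR20* 1.61 (1.60), *SAUR78* 0.59 (0.58), and in *hda15-1* *SAUR6* -1.43 (-1.42), *SAUR14* -1.49 (-1.48), *SAUR15* -2.10 (-2.10), *SAUR16* -1.41 (-1.40), *SAUR20* -1.45 (-1.44), *SAUR21* -0.79 (-0.77), *SAUR51* -0.31 (-0.31). The odds ratios of DEGs near the mutated genes changed to 2.13 (*FRS7*, *frs7 frs12*), 1.04 (*AHL22*, *ahl22 frs7 frs12*), 0.957 (*FRS7*, *ahl22 frs7 frs12*) and 0.914 (*HDA15*, *hda15-1*). Against the Col-0 pair of the *ahl22 frs7 frs12* table, shared UGs and DGs were 22 and 31 for *ahl22* and *frs7 frs12*, 5 and 20 for *ahl22* and *ahl22 frs7 frs12*, and 3 and 18 for all 3. Against the shared Col-0 pair they were 840 and 1712 for *ahl22* and *ahl22 frs7 frs12*, 971 and 1857 for *frs7 frs12* and *ahl22 frs7 frs12*, 331 and 451 for *hda15-1* and *ahl22 frs7 frs12*, and 694 and 1576 for all 3.

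Windows of 1 Mb moved the odds ratio near *FRS7* in *frs7 frs12* to 0.943 and near *HDA15* in *hda15-1* to 0.963, and windows of 4 Mb moved those near *FRS12* in *ahl22 frs7 frs12* to 0.350 and near *HDA15* in *hda15-1* to 0.934. The shares of genes by RPKM class, from the lowest to the highest, were 25.2, 40.3, 26.5, 4.15, 3.87% of genes with at least 1 read, and 35.4, 35.7, 22.4, 3.42, 3.10% in the shared Col-0 pair.

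Leaving out each library in turn gave 96 log2 fold changes of named genes, 74 within the spread between replicates and 22 beyond it. No calls were made, since the group of the library left out then holds 1 library. The sign changed for *SAUR15* (0.028) and *SAUR20* (0.030) in *ahl22 frs7 frs12* without the first library of the Col-0 pair of its table, for *SAUR78* (0.13) in *ahl22 frs7 frs12* without its replicate 1, and for *SAUR20* (-0.024) in *hda15-1* without its replicate 1. The RPKM shares ranged from 22.5% to 22.6% (10 to 50 RPKM), 3.51% to 3.54% (50 to 100) and 3.29% to 3.30% (above 100) across these fits.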

Differences from the paper's values

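The paper gives 3517 DEGs in *ahl22 frs7 frs12*, against 270 here with the Col-0 pair of its own table. None of the alternatives set before the data were examined closed this gap, with 201 from DESeq2, 271 with RLE, 271 with upper-quartile normalization, 398 without a filter on low counts, 214 with at least 10 counts in every library, 161 in a single fit of all libraries and 48 with glmTreat. With the shared Col-0 pair, a comparison chosen after seeing the values, there were 3892 DEGs, and 3526 with DESeq2. The 701 rows at hand of the paper's DEG list for *ahl22* were all called by DESeq2 against the shared Col-0 pair. Their log2 fold changes differed from the paper's by 2.31e-06 at the median. Against the other Col-0 pair, 269 of these rows could be matched, with a median difference of 1.15, and 2 were called. These rows do not show which Col-0 pair the paper used for *ahl22 frs7 frs12*. Fig. 5c gives about 3700 UGs and about 4600 DGs in *ahl22 frs7 frs12* at the looser threshold, read by eye, against 632 and 535 here. The alternatives set before the data were examined gave 16 to 951 UGs and 32 to 935 DGs, and none closed the gap. Against the shared Col-0 pair, chosen after seeing the values, these were 5163 and 5602, and 3689 and 4580 with DESeq2. Fig. 3c shows about 540 UGs shared by *ahl22*, *frs7 frs12* and *ahl22 frs7 frs12*, read by eye, against 20 here, and Supplementary Fig. 3a about 1400 shared DGs, read by eye, against 53 here. None of the alternatives set before the data were examined closed these gaps, with 0 to 24 UGs and 2 to 86 DGs. With every mutant against the shared Col-0 pair, chosen after seeing the values, 694 UGs and 1576 DGs were shared. Fig. 7a shows about 240 UGs and about 370 DGs shared by *hda15-1* and *ahl22 frs7 frs12*, read by eye, against 22 and 20 here. None of the alternatives set before the data were examined closed these gaps, with 0 to 25 UGs and 3 to 31 DGs, and with both mutants against the shared Col-0 pair, chosen after seeing the values, 331 and 451 were shared.

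The paper describes SAUR genes, *SAUR14*, *SAUR15*, *SAUR16*, *SAUR20*, *SAUR21* and *SAUR78* among them, as more highly expressed in *ahl22 frs7 frs12* than in Col-0. Against the Col-0 pair of the *ahl22 frs7 frs12* table, their log2 fold changes were -0.20, -0.18, -0.41, -0.089, 0.26 and -0.067, none above 1. With the shared Col-0 pair, chosen after seeing the values, they were 1.66, 2.60, 1.68, 1.61, 1.49 and 0.59, and 5 of the 6 were UGs. It describes auxin-responsive genes as more highly expressed in *ahl22 frs7 frs12* than in *ahl22* or *frs7 frs12*. No gene of Fig. 3d was higher in *ahl22 frs7 frs12* past the threshold in the joint fit. The spread of that fit includes the difference between the 2 Col-0 pairs. At an unadjusted p under 0.05, 2 were higher there than in *ahl22* and 0 than in *frs7 frs12*. With the 2 Col-0 pairs as separate groups, chosen after seeing the values, 8 and 4 were higher and 4 and 1 lower, adjusted over the list alone. The fit with the replicate block, set before the data were examined, gave 12 and 5 higher, and 4 and 1 lower, with the same adjustment, and 9 and 5 higher, and 3 and 1 lower, adjusted over all genes. Auxin response is described as enriched among the UGs of all 3 mutants. The SAUR family had 0 UGs in *ahl22 frs7 frs12* against the Col-0 pair of its own table (4 genes higher at an unadjusted p under 0.05) and 28 against the shared Col-0 pair, chosen after seeing the values. Cytoplasmic translation is described likewise, and the ribosomal proteins had 0 UGs in *ahl22 frs7 frs12* against the Col-0 pair of its own table and 33 against the shared Col-0 pair. Genes of hydrogen peroxide catabolism are described as enriched among the DGs, and in *ahl22 frs7 frs12* the peroxidases had 2 DGs against the Col-0 pair of its own table and 34 against the shared pair. *SAUR* genes are also described as repressed by HDA15, and 37 of 57 were higher in *hda15-1* against the shared Col-0 pair, with 5 UGs and 1 DG (adjusted p = 0.11 from camera). Against the other Col-0 pair, chosen after seeing the values, 13 of 58 were higher, with 5 UGs and 23 DGs (median -0.81). By RT-qPCR, which was not analysed here, the paper also reports several *SAUR* genes as higher in *hda15-1* than in the wild type.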

Other observations

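Of the tests in this part, that of the clock lists in *hda15-1*, the choice of the Col-0 pair for the test around *FRS7*, and the reading of the overlaps under each alternative were made only after the result was seen, and the others before.

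The overlap of UGs and of DGs between *hda15-1* and *ahl22 frs7 frs12*, both against the shared Col-0 pair, could come from shared control libraries or from the difference between the Col-0 pairs. Both are argued against as the whole cause by the overlaps with each mutant against the Col-0 pair of its own table, which share no library (odds ratios 9.04 for the UGs and 4.36 for the DGs). With glmTreat, 0 UGs were shared where 0.0835 were expected, which decides nothing. With at least 10 counts in every library, the odds ratio of the DGs was 2.04 (p = 0.0927 in Fisher's exact test), but that filter removed 13 of the 20 through low counts in the mutants themselves. The other alternatives set before the data were examined kept both calls. The log2 fold changes correlated at 0.515 against the shared Col-0 pair, and those of simulated unchanged groups at 0.520; against the other pair these were 0.171 and 0.509. The odds ratios of 13.5 and 15.9 against the shared Col-0 pair can therefore hold a part from either explanation. A joint action of HDA15 and the AHL22-FRS7-FRS12 complex is a biological explanation that stays open. The shared DGs include *CRU3*, *SESA3* and *SESA5*, singled out after their values were seen, so a difference in remaining seed transcripts, which was not tested, stays open as well.

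A different time of harvest may underlie part of the DEGs in *hda15-1* against the shared Col-0 pair. The evening clock list had a median log2 fold change of -1.86 (1 of 9 genes higher, 8 DGs, adjusted p = 4.93e-19 from camera) and the morning list one of 1.54 (6 of 8 higher, 5 UGs). In the evening list, *STO*, the most abundant gene, rose from 213 CPM in the shared Col-0 pair to 280 in *hda15-1*, and *GI* and *PRR5* fell from 147 to 42.5 and from 49.2 to 3.34. In the morning list, AT3G54500 and *CCA1* rose from 182 to 564 and from 15.5 to 64.0, *PRR7* fell from 132 to 79.5, and *LCL1* had 102 and 101. With fry both calls were kept (adjusted p = 0.0136), and with the estimated correlation neither was. An effect of HDA15 on the clock is a biological explanation that stays open.

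DEGs near *FRS7* may reflect a linked chromosomal segment of the parental line of *frs7-1*. Within 2 Mb of *FRS7*, 26 of 890 genes were DEGs in *ahl22 frs7 frs12* against the Col-0 pair of its own table (2.92%, against 1.39% elsewhere, odds ratio 2.13, adjusted p = 0.00658 in Fisher's exact test). In *frs7 frs12* against the shared Col-0 pair, the comparison set first, the odds ratio was 1.04 (adjusted p = 0.760 in Fisher's exact test), and against the Col-0 pair of the *ahl22 frs7 frs12* table it was 2.13 (adjusted p = 0.00253 in Fisher's exact test). The value of 1.04 excludes no segment in that line, since most calls against the shared Col-0 pair were not found against the other pair and would dilute a local excess. Reading the test against the Col-0 pair of the *ahl22 frs7 frs12* table was decided after the values were seen. In *ahl22* the odds ratios were 0.86 and 0.57. Around *HDA15*, which is also on chromosome 3 and is not mutated in these lines, the odds ratios were 2.36 in *ahl22 frs7 frs12* and 2.76 in *frs7 frs12* against the Col-0 pair of the *ahl22 frs7 frs12* table. Around *FRS12*, mutated in both lines, they were 0.41 and 0.48, and around *AHL22* 0.94 and 0.60, so no excess was seen near the other mutated genes. AT3G18535, which had no counts in *frs7 frs12* and *ahl22 frs7 frs12*, lies next to *HDA15*. A regional effect of the mutations on chromatin stays open as a biological explanation.

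The root, shoot, hypoxia and PIF-target lists gave medians in the mutants as follows, each against the Col-0 pair of its own table. In *ahl22* they were -2.56, -0.22, -0.52 and 0.10, in *frs7 frs12* -2.06, 0.042, -0.63 and 0.34, in *ahl22 frs7 frs12* -0.082, 0.10, 0.066 and 0.039, and in *hda15-1* -0.26, 0.19, -0.19 and -0.47. The morning and evening lists had 0.16 and -0.43 in *ahl22*, 0.057 and -0.80 in *frs7 frs12*, and -0.16 and 0.085 in *ahl22 frs7 frs12*.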
